# Early-life stress and ovarian hormones alter transcriptional regulation in the nucleus accumbens resulting in sex-specific responses to cocaine

**DOI:** 10.1016/j.celrep.2023.113187

**Published:** 2023-09-29

**Authors:** Devin Rocks, Ivana Jaric, Fabio Bellia, Heining Cham, John M. Greally, Masako Suzuki, Marija Kundakovic

## Abstract

Early-life stress and ovarian hormones contribute to increased female vulnerability to cocaine addiction. Here, we reveal molecular substrates in the reward area, the nucleus accumbens, through which these female-specific factors affect immediate and conditioning responses to cocaine. We find shared involvement of X chromosome inactivation-related and estrogen signaling-related gene regulation in enhanced conditioning responses following early-life stress and during the low-estrogenic state in females. Low-estrogenic females respond to acute cocaine by opening neuronal chromatin enriched for the sites of ΔFosB, a transcription factor implicated in chronic cocaine response and addiction. Conversely, high-estrogenic females respond to cocaine by preferential chromatin closing, providing a mechanism for limiting cocaine-driven chromatin and synaptic plasticity. We find that physiological estrogen withdrawal, early-life stress, and absence of one X chromosome all nullify the protective effect of a high-estrogenic state on cocaine conditioning in females. Our findings offer a molecular framework to enable understanding of sex-specific neuronal mechanisms underlying cocaine use disorder.

## In brief

Rocks et al. reveal transcriptional mechanisms through which female-specific factors, early-life stress and ovarian hormones, induce sex-specific cocaine responses. Both factors alter X chromosome inactivation-related and estrogen signaling-related gene regulation in the nucleus accumbens. Cocaine acutely enhances ΔFosB-site accessibility, especially in low-estrogenic females, providing a ‘‘priming’’ mechanism for future exposures.

## INTRODUCTION

Substance use disorders affect people across genders, although women and men develop these disorders differently. Specifically, cocaine use disorder (CUD) affects ~1 million individuals over the age of 12 years in the United States alone,^1^ with overwhelming evidence that females are more sensitive to cocaine’s effects.^2^ Women are reported to transition to addiction faster, have more difficulty remaining abstinent, and experience more adverse consequences of cocaine use.^3^ While there is evidence that estradiol potentiates the cocaine-induced ‘‘high,’’^4,5^ very few studies have addressed the underlying molecular mechanism. In fact, animal studies have focused on males,^6^ missing the opportunity to reveal sex-specific mechanisms underlying reward processing and cocaine addiction.

Clinical studies including childhood trauma survivors offer insights into the increased female vulnerability to cocaine. Early-life trauma is a major risk factor for the development of mental disorders,^7,8^ and animal studies have linked early-life stress (ELS) to addiction-related behaviors across sexes.^9–11^ However, in humans, the association between childhood trauma and the development of substance use disorders is generally stronger in women,^12–15^ with early trauma increasing the likelihood of cocaine relapse and drug-use escalation in women but not in men.^16^ Revealing sex-specific and trauma-related pathophysiology of cocaine addiction can be beneficial in improving CUD treatment outcomes in people of all genders.

Among molecular mechanisms, chromatin and gene expression changes in the key brain reward area, the nucleus accumbens (NAc), have long been proposed to underlie both the acute and chronic effects of cocaine.^17,18^ However, the sex specificity of cocaine’s effects is understudied. We recently showed that neuronal chromatin organization, a major mechanism controlling gene expression, changes in the ventral hippocampus with sex and estrous cycle stage.^19^ Earlier studies have also shown transcriptional and chromatin changes in the NAc in response to ELS.^20–22^ Therefore, we hypothesized that ELS and ovarian hormone status can affect transcriptional and chromatin regulation in the NAc, leading to sex-specific responses to cocaine.

Here, we designed a comprehensive mouse study to address sex difference in cocaine sensitivity at both the etiological and mechanistic level. We first demonstrate the effects of the two major sex-specific risk factors in the etiology of CUD, ELS and ovarian hormone status, on the acquisition of cocaine preference in mice. We then characterize the NAc transcriptome and epigenome to reveal both shared and distinct transcriptional mechanisms by which these two factors drive sex-specific responses to cocaine, including an unexpected involvement of the inactive X chromosome (Xi), which we functionally linked to cocaine-induced behavior.

## RESULTS

### ELS study design

To determine the effects of ELS on addiction-related behavioral and molecular phenotypes, we used a previously established ELS paradigm.^23–25^ Mouse litters were assigned to either the control (Con) group that received no stress or an ELS group that underwent a 3-h maternal separation combined with maternal unpredictable stress (MSUS) daily from postnatal days 1–14 (P1–P14) (Figure 1A, see STAR Methods). We also monitored maternal behaviors during the first 6 days postpartum (P1–P6), a period critical for mother-infant interactions in mice,^26^ and confirmed that there was a disruption in maternal care for at least 1 h following separation (Figure 1B). Specifically, we found reduced nurturing behaviors including nursing, arched-back nursing, and licking/grooming, as well as increased time spent out of the nest, in MSUS compared to control mothers across the 6 days and on average (Figure 1B). Animals were weaned at P28 and underwent behavioral testing using the cocaine-induced conditioned place preference (CPP) test during the late adolescent period in mice (P54–P60; Figure 1A). A subset of Con and MSUS mice were sacrificed at P50, just prior to the onset of CPP, and used for gene expression (RNA sequencing [RNA-seq]) analysis of the NAc (Figure 1A).

### ELS alters cocaine preference in a sex- and dose-dependent manner

To evaluate the effects of ELS on cocaine preference, we performed the CPP test using two cocaine doses: the higher dose (HD, 10 mg/kg intraperitoneally [i.p.]), which effectively induces cocaine preference,^27^ and the lower dose (LD, 2.5 mg/kg i.p.), considered insufficient to induce CPP under basal conditions.^27,28^ HD or LD cocaine was administered to mice of both sexes in each group on conditioning days (days [D] 3 and 5, Figure 1C). To account for estrous cycle effects on CPP score in females, we performed estrous cycle tracking daily across the experiment (D1–6, Figure S1A).

We first analyzed the CPP score using a three-way ANOVA with experimental group (Con or MSUS), sex (female or male), and dose (HD or LD) as factors, revealing a significant group-by-sex-by-dose interaction (Figure 1C and Table S1A). To further understand this three-way effect, we analyzed the effect of group and dose, and their interaction, separately in each sex (Table S1A). Within males, we found that the effect of ELS depends on dose (Figure 1C). The high cocaine dose induced a preference for the cocaine-paired compartment in both control (Con-HD) and MSUS (MSUS-HD) male groups, with no significant difference between these two groups (Figure 1C). However, ELS had a significant effect with the lower dose of cocaine (Table S1A), where MSUS males (MSUS-LD) showed cocaine preference that was not observed in control males (Con-LD). Interestingly, within MSUS males, the LD group had a higher CPP score than the HD group, indicating that ELS reversed the expected dose-response relationship in male animals (Figure 1C).

Within females we observed a significant effect of group, with no effect of dose and no group-by-dose interaction (Figure 1C and Table S1A). Further analysis within females revealed a significant main effect of group in both the LD and HD groups, with MSUS females exhibiting higher cocaine-induced preference than control females regardless of cocaine dose.

Notably, unlike males, control females receiving the high cocaine dose (Con-HD) showed no overall preference for the cocaine-paired compartment, with an average CPP score of −17.50 (±256.23) and individual responses that varied from preference to aversion (Figure 1C). Considering that estrogen modulates cocaine’s effect on the brain reward system,^2^ we hypothesized that the varied CPP score in control females may be explained by their ovarian hormone status. Importantly, the CPP paradigm lasts 6 days, and hormone status on any of these days (D1–6) could influence animal performance during the test (D6). We noticed that cocaine may affect estrous cycling, consistent with previous literature,^29^ so for our analysis we focused on the animals’ estrous cycle stage on their first exposure to cocaine (D3, Figure 1D). To increase the power of the analysis, females were classified into two groups: (1) Pro/Est animals (occupying proestrus, estrus, or transitionary phases) with higher levels of estradiol; and (2) Met/Die animals (occupying metestrus, diestrus, or transitionary phases) with lower levels of estradiol (Figure S1B). We analyzed control female CPP data using two-way ANOVA with estrous cycle stage (Pro/Est or Met/Die) and dose (HD or LD) as factors (Figure 1D and Table S1B). We initially found no effect of the estrous cycle, dose, or their interaction (Table S1B). After dropping the interaction effect, however, we found a significant effect of the estrous cycle stage, with Met/Die control females exhibiting higher CPP scores than control Pro/Est females across the two doses (Figure 1D). These data indicated that high estrogen levels in the Pro/Est group may be a protective factor against the conditioning effects of cocaine (Figure 1D), and this effect seems to be lost following ELS (Figure 1C).

Overall, we found that our ELS paradigm increases cocaine preference in late adolescence in both male and female mice. However, the ELS effect is stronger in females, increasing cocaine preference across the two doses while having an effect with only the low cocaine dose in males.

### Transcription in the NAc is altered by ELS in a sex-specific manner

To determine the transcriptional signatures of ELS that preceded the observed cocaine-induced behavioral phenotypes, we performed RNA-seq on the NAc of MSUS and Con males and females at P50 (n = 6/group/sex; Figure 2A), ensuring that Con and MSUS female groups have a balanced number of high- and low-estrogenic animals (see STAR Methods). 

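RNA-seq counted transcripts in the NAc, a ventral striatal region involved in reward, of 24 C57BL/6 mice killed at P50, with 1 library per mouse. There were 6 Con females, 6 MSUS females, 6 Con males and 6 MSUS males. According to the paper, whole litters were assigned to Con or MSUS. The litter of each animal was not known here, so all p values treat littermates, if any, as independent animals. In the MSUS protocol, pups were separated from the dam for 3 h per day according to the paper's methods and 2 h per day according to the sample labels. The libraries were made after enzymatic removal of ribosomal RNA and without selection of poly(A) tails, so that unspliced RNA was not removed. The authors trimmed adapters, aligned the read pairs to mm10 with STAR and the GENCODE M15 annotation, and deposited raw counts of uniquely mapped pairs per gene. STAR leaves out pairs that map to several places or overlap exons of more than 1 gene, which lowers the counts of genes with near-identical copies.

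Each file holds 3 counts per gene, without regard to strand and for each strand. The strand counts used here are those whose mean normalized counts over the 12 females lay closest to the paper's Table S2A, with a median absolute log2 ratio of 0.00048 over the 1998 rows held of the paper's 5527. These sense counts summed to between 50866371 and 59956154 per library in Con females (median 55077622.5) and between 47134890 and 55276234 in MSUS females (median 51442555). They summed to between 39923666 and 64065279 in Con males (median 52490714.5) and between 40611634 and 70575745 in MSUS males (median 55399723.5). Positions are those of GENCODE M21 on GRCm38, the same assembly as mm10, which holds 52489 of the 52636 gene identifiers.

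Xist had between 57292 and 82063 normalized counts in the 12 libraries labelled female and between 0.973 and 20.7 in the 12 labelled male. The Y-linked gene Ddx3y had 0 counts in every library labelled female and between 2858 and 3141 normalized counts in every library labelled male. Over the 60 pairs of libraries within a group, the lowest chi-square statistic per gene was 6.34. No library was thus a copy of another of its group within sampling noise.

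Each comparison was fitted with edgeR's quasi-likelihood test after filtering of low counts and TMM normalization, and genes with a Benjamini-Hochberg adjusted p under 0.10, the paper's threshold, were counted as differentially expressed. MSUS was compared with Con in the 12 females and in the 12 males, the sexes were compared in the 12 Con and in the 12 MSUS animals, and all 24 animals entered the interaction. Log2 fold changes are MSUS over Con, the reverse of the paper's Table S2A, or female over male in the comparisons of the sexes. Standard errors were taken as the fold change over the square root of the F statistic. Normalized counts are counts divided by DESeq2's size factors over the 24 libraries. The paper's female model also had the estrous cycle stage as a term. The sample labels give a stage to 6 of the 12 females and to 6 males, so no stage was mapped and the term was left out.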

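In the 12 Con animals, 544 of 20641 genes tested differed between the sexes at an adjusted p under 0.10 by edgeR's quasi-likelihood test, with 165 higher in females and 379 lower. Of these, 515 were autosomal. Each sex gave 6 animals. The number depended on single animals. Without Con female 4 it was 20, and without Con male 5 it was 1395. It was lowest in a fit with the spliced share of each library, its splice events per uniquely mapped read pair, as a covariate, which left 10 genes. Every Con male lay below every Con female in spliced share, so a fit with it also removes a sex effect. The direction depended on the fit too. With offsets for GC content and gene length, 75 genes were higher in females and 32 lower, so that most lay on the other side.

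The autosomal gene with the smallest p was A230057D06Rik (ENSMUSG00000109394.1; chromosome 7, 61704519 to 61928690), a long non-coding RNA. It had 766 ± 42.1 normalized counts in Con females and 1042 ± 62.9 in Con males (SD, n = 6), a log2 fold change of −0.44 (standard error 0.052, adjusted p = 0.00192 from edgeR's quasi-likelihood test). The next were Gm9801 (chromosome 7, 62094506 to 62209479), also a long non-coding RNA, with 1228 ± 88.6 normalized counts in Con females and 1549.9 ± 58.1 in Con males, and Egr4 (chromosome 6, 85511121 to 85513589), with 1409 ± 145 and 878 ± 142. Their log2 fold changes were −0.33 (standard error 0.047) and 0.69 (standard error 0.099), each with an adjusted p of 0.0127 from edgeR's quasi-likelihood test. With 1 animal left out in turn, the log2 fold change of Egr4 ran from 0.62 to 0.78. With spliced share as a covariate it was 0.79, while that of A230057D06Rik was −0.29 and that of Gm9801 −0.23, and none of the 3 passed. A230057D06Rik also lost the call with a block for replicate number and with offsets for GC content and gene length, and Gm9801 with the block and in a fit of all 24 animals.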

We first compared control males and females and found 1,508 genes (p_adj_ < 0.10) with sex-specific expression in the NAc, including genes relevant for the regulation of chromatin and transcription, response to stress, and synaptic function (Figure S2). Importantly, the number of sex-specific genes decreased to 163 following ELS (p_adj_ < 0.10; Figure S2), implying that ELS reduces sex differences in the NAc, consistent with the CPP phenotype that becomes more similar between males and females after ELS (Figure 1C and Table S1).

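In the 12 MSUS animals, 28 of 20714 genes tested differed between the sexes by edgeR's quasi-likelihood test, with 8 higher in females and 20 lower, and 14 of them autosomal. Leaving out 1 animal in turn gave between 14 genes, without MSUS female 2, and 64, without MSUS male 1. As a change in the sex difference, this comparison is the group-by-sex interaction, whose smallest adjusted p over all genes was 0.200 by edgeR's quasi-likelihood test. With DESeq2, 390 genes passed in the interaction. With edgeR, 3031 passed without MSUS male 1, the animal with the lowest spliced share. At most 1 passed in each other fit that left out 1 animal.

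The autosomal genes with the smallest p were Opalin (chromosome 19, 41061710 to 41077113), Cd9 (chromosome 6, 125460266 to 125494791) and Pde8a (chromosome 7, 81213596 to 81334533), all lower in MSUS females than in MSUS males. Opalin, an oligodendrocyte gene, had 1031 ± 64.8 normalized counts in MSUS females and 1306 ± 55.4 in MSUS males (SD, n = 6), a log2 fold change of −0.34 (standard error 0.048, adjusted p = 0.00803 from edgeR's quasi-likelihood test). The log2 fold change of Cd9 was −0.26 (standard error 0.038), with 1147 ± 33.7 and 1371 ± 50.5 normalized counts. That of Pde8a was −0.29 (standard error 0.045), with 1060.2 ± 50.2 and 1293 ± 69.6, and it was past the threshold in every fit that left out 1 animal except the fit without MSUS female 2, where it was −0.28.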

We then performed differential gene expression analysis between MSUS and Con in each sex and separately tested for group-by-sex interaction (Figures 2A and S3). 

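In the 12 females, 5156 of 20571 genes tested differed between MSUS and Con by edgeR's quasi-likelihood test, with 2698 higher in MSUS and 2458 lower. Their median absolute log2 fold change was 0.27. For 783 genes every MSUS female lay above every Con female, and for 701 every MSUS female lay below. Together these are 7.21% of the genes tested, against 0.216% by chance with 6 animals against 6. With 1 animal left out in turn, the number ran from 3102 genes without MSUS female 3 to 5737 without MSUS female 1. It was 3358 without MSUS female 2. The alternative that moved it most was spliced share as a covariate, with which 0 genes passed, and 719 had an unadjusted p under 0.05. Spliced share separated the female groups, so a fit with it also removes an effect of MSUS.
In the 12 males, 0 of 20691 genes passed, and 191 had an unadjusted p under 0.05. The smallest p was that of Btaf1 (chromosome 19, 36926079 to 37012752), with 4954 ± 459.8 normalized counts in MSUS males and 4064 ± 352 in Con males (SD, n = 6). It had a log2 fold change of 0.28 (standard error 0.071, adjusted p = 1.00 from edgeR's quasi-likelihood test), and all 6 MSUS males lay above the Con median.
Among genes past the threshold with a mean of at least 100 counts whose MSUS and Con females did not overlap, the 5 with the largest rise were gene models named Gm43880, Gm43874, Gm43882, Gm43876 and Gm43889. All 5 lie inside introns of Cntnap2 (chromosome 6, 45059357 to 47304213), on its strand. Gm43880 (ENSMUSG00000107886.1; chromosome 6, 45413235 to 45415396) had 190 ± 27.9 normalized counts in MSUS females and 74.4 ± 19.7 in Con females (SD, n = 6), a log2 fold change of 1.35 (standard error 0.16, adjusted p = 0.00122 from edgeR's quasi-likelihood test). The other 4 rose by 1.25 to 1.29 on the log2 scale. Of the 24 models tested inside introns of Cntnap2 on its strand, 24 were higher in MSUS females and 23 passed the threshold, with log2 fold changes from 0.23 to 1.35. In males they ran from −0.34 to 0.31. Cntnap2 itself had a log2 fold change of 0.25 in females (standard error 0.11, adjusted p = 0.151 from edgeR's quasi-likelihood test).

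**Figure D1:**
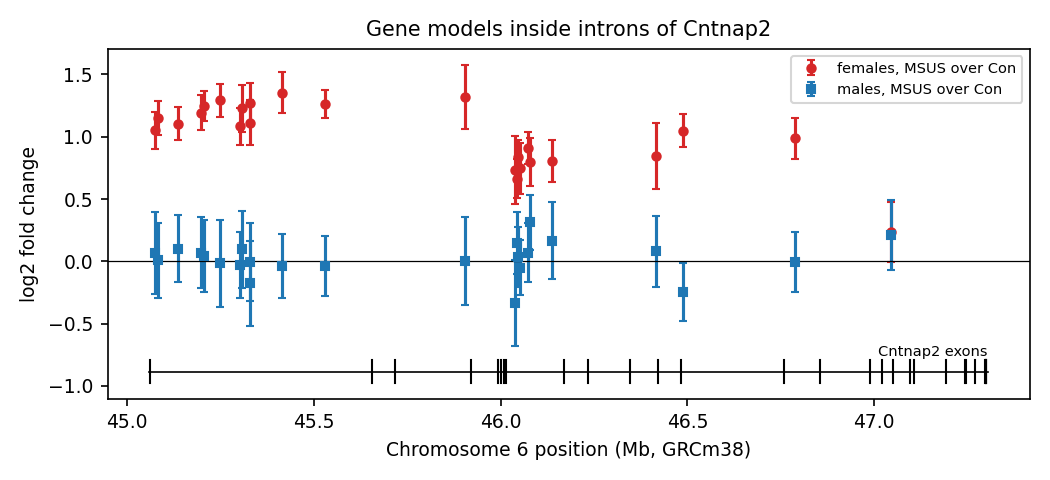
Log2 fold change of MSUS over Con for each of the 24 gene models inside introns of Cntnap2, plotted at its position on chromosome 6 of GRCm38 in Mb. Circles are females and squares males, bars are 1 standard error, and ticks on the lower line are Cntnap2 exons. The female values lie between 0.23 and 1.35 and the male values between −0.34 and 0.31.

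By the same rule, the 5 largest falls were those of Gm20721 (chromosome 2, 174330319 to 174346712), S100a10 (chromosome 3, 93555080 to 93564643), Nrgn (chromosome 9, 37544492 to 37552904), Olfml2b (chromosome 1, 170644532 to 170682789) and Kcns1 (chromosome 2, 164163619 to 164171113). The log2 fold change of Gm20721 was −0.82 and that of Kcns1 −0.53, with the others between. Nrgn, which encodes the postsynaptic protein neurogranin, had 12204 ± 1511 normalized counts in MSUS females and 19149 ± 6091 in Con females (SD, n = 6), a log2 fold change of −0.65 (standard error 0.17, adjusted p = 0.0283 from edgeR's quasi-likelihood test). In each fit with 1 animal left out, its log2 fold change lay within −0.70 to −0.45. None of the 10 genes passed with spliced share as a covariate, and none of the 5 that fell passed with the score of cortical markers.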

Remarkably, this analysis revealed 5,527 differentially expressed genes (DEGs) between MSUS and Con within females, while no DEGs were identified in males using a p_adj_ < 0.10 cutoff. 

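In a fit of all 24 animals with a group-by-sex interaction term, 0 of 21500 genes passed the threshold by edgeR's quasi-likelihood test, and 4031 had an unadjusted p under 0.05. The result depended on 1 animal. Without MSUS male 1, 3031 genes passed, while in the other 23 fits that each left out 1 animal the number was 0, or 1 without Con female 5. MSUS male 1 had the lowest spliced share of the 24 animals, at 30.9 splice events per 100 uniquely mapped pairs. Leaving it out raises the mean spliced share of MSUS males and widens the sex difference in the MSUS effect on spliced share. With DESeq2 in place of edgeR, 390 genes passed, 308 of them with a difference above 0, the female minus the male log2 fold change, and 82 below 0. Without MSUS male 1, 1794 lay above 0 and 1237 below. The autosomal genes with the smallest p were the gene models Gm47260 (chromosome 12, 103412492 to 103415596), inside an intron of Ddx24, and Gm43876 and Gm43875, inside introns of Cntnap2. Gm47260 had 466 ± 18.2 normalized counts in Con females, 604 ± 48.3 in MSUS females, 560.2 ± 45.6 in Con males and 529 ± 56.4 in MSUS males (SD, n = 6). Its difference between the female and the male log2 fold change was 0.46 (standard error 0.097).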

A total of 455 DEGs were identified as having a significant group-by-sex interaction; these genes were enriched for metabolic and brain-disease-relevant terms (Figure S3). Next, we compared our dataset to that of two other studies that performed RNA-seq on the NAc of male and female mice exposed to ELS^20,21^ (Figure S4). Although our three studies used different ELS paradigms, the common finding was that ELS affects female gene expression more profoundly, with our MSUS paradigm showing the most extreme sex difference. Specifically, when we used the looser cutoff criteria that corresponded to the other two studies,^20,21^ we found 15 female DEGs that overlapped between the three paradigms, showing enrichment relevant to neuronal development and neurogenesis (Figures S4A and S4B). 

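At an unadjusted p under 0.05, the looser criterion of Fig. S4, 6735 genes differed between MSUS and Con females by edgeR's quasi-likelihood test. A minimum change of 1.3-fold, added to that criterion, left 2453 of them. Across the other alternatives run for this number, which were DESeq2, its size factors, no filter or a stricter filter on low counts, and counts without regard to strand, it lay between 6342 and 8321. Fits run for other numbers lay on both sides of the first number. They reached 7176 without MSUS female 1 and 6983 without Con female 6, and fell to 5731 genes with offsets for GC content and gene length, 5838 with 1 surrogate variable, 5502 without MSUS female 3 and 4332 with a score of cortical markers. They were lowest where spliced share was a covariate. The lists of the other 2 studies were not used here, so the overlaps were not recomputed.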

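In males, the genes at an unadjusted p under 0.05 numbered 107 with a minimum change of 1.3-fold and 150 with at least 10 counts required in every animal. DESeq2 gave 304, and edgeR's quasi-likelihood test without a filter on low counts gave 680. At this criterion 5% of the 20691 genes tested would pass if no gene had changed, and 0.923% did.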

Using the same criteria, in males we identified a similar number of DEGs as in the other two studies, but no genes overlapped between the three datasets (Figure S4A), indicating subtler and less consistent changes in male NAc gene expression following ELS. Interestingly, in the overlap between our female data with the female data derived from the ELS study combining maternal separation and limited bedding (P10–P17),^20^ we found genes enriched for addiction-relevant pathways (Figure S4C). Overlapping our female data with that of the limited bedding and nesting (P2–P10) paradigm,^21^ however, revealed altered glutamatergic-relevant, transcription-relevant, and reproductive-axis-relevant genes (Figure S4D).

To include both females and males in our analysis of the RNA-seq data and address sex differences, given that we did not identify DEGs in males at the p_adj_ < 0.1 threshold, we leveraged analysis methods that consider the expression profiles of all detected genes. We first performed gene co-expression clustering analysis using Clust^30^ (see STAR Methods), which identified three distinct clusters of genes with co-varying expression across the four conditions (Figure 2B and Table S2F). Cluster 1 contains 2,345 genes that, on average, are more highly expressed in male than female controls. This sex difference is reversed in the MSUS group due to upregulation of expression in females and lack of a transcriptional response in males (Figure 2B; e.g., Figure S5). 

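The cluster memberships of Table S2F were not used here. The pattern of cluster 1 was counted instead among the 21500 genes tested in all 24 animals, from the mean log2 CPM of each group. The mean was lowest in Con females and highest in MSUS females for 4665 genes, 21.7%. Together with the genes of the opposite pattern, highest in Con females and lowest in MSUS females, the share was 43.6%. Of 100 regroupings of the 24 animals into 4 groups of 6, the real one included, 1 gave a combined share as large. The median of the others was 14.5% and their highest 39.0%. After removal of the trend on spliced share from each gene, the combined share was 10.2%, and 90 of the 100 regroupings gave as much. Spliced share itself was highest in Con females and lowest in MSUS females, so this removal takes out the pattern whatever its cause.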

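Gabra2 (ENSMUSG00000000560.9; chromosome 5, 70957597 to 71095849), which encodes a subunit of the GABA-A receptor, had 4196 ± 466 normalized counts in Con females and 5168 ± 199 in MSUS females, against 4650.1 ± 634 in Con males and 4798 ± 652 in MSUS males (SD, n = 6). Its change in females was a log2 fold change of 0.31 (standard error 0.064, adjusted p = 0.00987 from edgeR's quasi-likelihood test), and all 6 MSUS females lay above all 6 Con females. In males the log2 fold change was 0.043 (standard error 0.10). The difference between the 2 effects was 0.26 (adjusted p = 0.278 from the interaction term of edgeR's quasi-likelihood test). The female log2 fold change with spliced share as a covariate was 0.20 and no longer past the threshold, and it was also lost with offsets for GC content and gene length.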

Motif analysis on this cluster revealed top enrichment for binding sites of Yy1 (Figure 2B), a transcription factor implicated in stress response.^31^ 

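Yy1 (ENSMUSG00000021264.12; chromosome 12, 108792973 to 108820148) had 4258 ± 183 normalized counts in Con females and 3963 ± 129 in MSUS females, and 3945 ± 109.8 in Con males and 3942 ± 138 in MSUS males (SD, n = 6). The female difference was a log2 fold change of −0.099 (standard error 0.034, adjusted p = 0.0614 from edgeR's quasi-likelihood test). All 6 MSUS females lay below the Con median, and the ranges of the groups overlapped. The call was lost in 4 of the 12 fits that each left out 1 animal, at log2 fold changes of −0.085 without Con female 5 and −0.082, −0.093 and −0.091 without MSUS females 2, 3 and 4, and with spliced share as a covariate, at −0.035. It was also lost with offsets for GC content and gene length, at −0.031, without a filter on low counts, at −0.10, with a block for replicate number, at −0.099, with both the block and the offsets, and with the score of cortical markers, at −0.11. In males the log2 fold change was −0.0028 (standard error 0.035).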

Although Yy1 is predicted to regulate cluster 1 genes that are upregulated in MSUS females, Yy1 expression itself is downregulated in this group (Figure S6A and Table S2A), possibly due to its transcriptional autoregulation.^32^ Cluster 2 contains 1,101 genes with the top Gfx motif; these genes exhibit an expression pattern similar to that of cluster 1, except for a relatively reduced upregulation in MSUS females, making females more similar to males (Figure 2B; e.g., Figure S5). 

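Adra1a (ENSMUSG00000045875.13; chromosome 14, 66635251 to 66771168), an adrenergic receptor gene shown for this cluster in Fig. S5, had 1454 ± 135 normalized counts in Con females and 1652 ± 56.7 in MSUS females (SD, n = 6), a log2 fold change of 0.19 (standard error 0.056, adjusted p = 0.0395 from edgeR's quasi-likelihood test). All 6 MSUS females lay above the Con median, and the ranges overlapped. The male groups had 1649 ± 87.5 and 1655 ± 162 normalized counts. The female log2 fold change ran from 0.14 to 0.21 with 1 animal left out and was 0.095 with spliced share as a covariate, where it did not pass. Nor did it pass with 1 surrogate variable or with the score of cortical markers.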

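The mean log2 CPM was highest in Con females and lowest in MSUS females for 4704 genes, 21.9% of those tested in all 24 animals. Over the alternatives run for both patterns together, with other size factors, no filter or a stricter filter on low counts, or counts without regard to strand, the combined share lay between 35.9% and 45.5%, above all 99 other regroupings each time.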

Cluster 3, by contrast, contains 3,006 genes that are more highly expressed in control females than control males. This sex difference is also reversed after ELS, due to downregulation in females (Figure 2B; e.g., Figure S5). 

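Sirt2 (ENSMUSG00000015149.14; chromosome 7, 28766735 to 28788661), a deacetylase gene shown for cluster 3 in Fig. S5, had 6351 ± 383 normalized counts in Con females, 5534 ± 167 in MSUS females, 5913 ± 326 in Con males and 5972 ± 461 in MSUS males (SD, n = 6). Its change in females was a log2 fold change of −0.19 (standard error 0.042, adjusted p = 0.0104 from edgeR's quasi-likelihood test), with all 6 MSUS females below all 6 Con females, and it did not pass with offsets for GC content and gene length or, at −0.076, with spliced share as a covariate.

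Over all sex differences of the Con animals that were also tested in females, 526 of 534 genes, 98.5%, moved after MSUS in females against the sex difference. Both effects share the 6 Con females, and that alone makes opposite changes more frequent. In 100 simulations of unchanged MSUS females against the same Con females, the share had a median of 70.8% and ran from 68.3% to 72.6%, with genes simulated as independent. With 1 Con female left out in turn the share ran from 83.3%, over 12 genes without Con female 4, to 98.7%. In a test chosen after the data were seen, 3 Con females were used for the sex difference and the other 3 for the MSUS effect. Over the 20 such divisions, the share among the 500 genes with the smallest p for the sex difference had a median of 91.5% and ran from 83.2% to 96.6%.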

Interestingly, >50% of cluster 3 genes harbor the Klf motif (Figure 2B). Several Klf transcription factors are downregulated in MSUS females (Figure S6B and Table S2A), including Klf9, which is implicated in blunting neuronal plasticity during stress exposure.^33^

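Of the 4 Klf genes in Fig. S6B, 4 were lower in MSUS females over all genes tested and 4 when adjusted over the list alone, which is not independent evidence because the list was chosen on these animals. Klf9 (ENSMUSG00000033863.1; chromosome 19, 23141226 to 23168134) had 8962 ± 573 normalized counts in Con females and 8060.5 ± 493 in MSUS females (SD, n = 6), a log2 fold change of −0.15 (standard error 0.051, adjusted p = 0.0624 from edgeR's quasi-likelihood test). Klf13 (chromosome 7, 63886351 to 63938915) had 13536 ± 1878 and 11033 ± 576, with every MSUS female below every Con female, a log2 fold change of −0.29 (standard error 0.078, adjusted p = 0.0261 from edgeR's quasi-likelihood test). Klf11 (chromosome 12, 24651274 to 24662789) and Klf12 (chromosome 14, 99870632 to 100284679) had log2 fold changes of −0.28 (standard error 0.092) and −0.11 (standard error 0.033). For each of the 4, all 6 MSUS females lay below the Con median. Klf9 lost the call without Con female 2 or without MSUS female 2, 3, 4 or 5, at log2 fold changes from −0.15 to −0.13. Klf11 lost it without Con female 1 or 2 or without MSUS female 2, 3 or 6, at −0.27 to −0.22. None of the 4 passed with spliced share as a covariate or with the score of cortical markers, and only Klf13 passed with 1 surrogate variable. In males the log2 fold changes lay between 0.021 and 0.12, and no gene of the list passed. The interaction passed for 0 of the 4 over all genes and for 3 when adjusted over the list alone.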

We focused our subsequent analysis on clusters 1 and 3, since they contain the highest number of genes with the highest degree of change. Gene ontology (GO) enrichment analysis revealed that cluster 1 genes, upregulated in MSUS females, are broadly involved in gene regulation, chromatin organization, and RNA processing (Figure 2C), indicating that ELS induces upregulation of genes related to transcriptional control in the female NAc. 

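The GO terms themselves were not used here. Families defined by gene symbol before the data were examined were tested in their place with limma's camera, a test of whether a set of genes ranks apart from the others, at a preset correlation of 0.01 between genes. The p values were adjusted over all families and lists tested in females. The 11 SR splicing factors rose by a mean of 0.13 on the log2 scale, with 10 higher in MSUS (adjusted p = 7.78e-04 by limma's camera). The 338 genes of the Zfp family rose by a mean of 0.055, with 209 higher (adjusted p = 0.0535 by limma's camera). The 25 lysine methyltransferase and demethylase genes did not move as a set, with a mean of 0.017 and 13 higher (adjusted p = 0.680 by limma's camera). The SR and Zfp families also passed with the rotation test fry, and none of the 3 with the correlation estimated from the data. With counts taken without regard to strand, the mean of the lysine methyltransferase and demethylase genes was −0.0071. The mean changes with spliced share as a covariate were 0.11, 0.022 and 0.053.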

In cluster 3, representing genes downregulated in MSUS females, GO enrichment analysis revealed terms related to neurotransmission and synaptic function, indicating a downregulation of genes important for neuronal function in the female NAc following ELS (Figure 2D).

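Of the families standing for the terms of cluster 3, the 47 tubulin and kinesin genes fell by a mean of 0.24 on the log2 scale in MSUS females, with 7 higher (adjusted p = 2.52e-05 by limma's camera). The 16 synaptotagmins, which act in transmitter release, fell by a mean of 0.13, with 5 higher (adjusted p = 0.0701 by limma's camera). In males the mean changes were 0.0076 and 0.049. The difference between the sexes passed for both, at a mean of −0.25 (adjusted p = 3.95e-05 by limma's camera) and −0.19 (adjusted p = 0.0951 by limma's camera). For the synaptotagmins it passed in 12 of the 24 fits that each left out 1 animal. The tubulins and kinesins passed in every such fit, in females and in the difference. Without Con female 2 their means were −0.15 in females and −0.16 in the difference. In females, with spliced share as a covariate, the mean change of the tubulins and kinesins was −0.22 and that of the synaptotagmins −0.12, where the synaptotagmins no longer passed. In the interaction with that covariate, the mean of the synaptotagmins turned to 0.0089.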

### ELS alters gene expression related to estrogen signaling and dosage compensation in females

To further identify the biological pathways affected by sex and ELS in the NAc, we performed gene set enrichment analysis (GSEA^34^) on the ranked gene lists from three comparisons: MSUS vs. Con males, MSUS vs. Con females, and a group-by-sex interaction analysis (Figure 3A; see STAR Methods). 

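In males, 3 of the 28 families and lists tested passed an adjusted p under 0.10 by limma's camera. The 90 genes of oxidative phosphorylation rose by a mean of 0.026 on the log2 scale, with 74 higher in MSUS males (adjusted p = 0.0199 by limma's camera). The 11 marker genes of medium spiny neurons, the main cell type of the NAc, fell by a mean of 0.15, with 0 higher (adjusted p = 0.0199 by limma's camera). Unnamed gene models, whose symbols are Gm and a number, fell by a mean of 0.035 over 4324 models (adjusted p = 0.0641 by limma's camera). None of the 3 passed with fry or with the correlation between genes estimated from the data, and none passed without MSUS male 4 or without MSUS male 6. In the fit without male 6 the mean changes were −0.0065 for oxidative phosphorylation, −0.0099 for medium spiny neuron markers and −0.0063 for unnamed gene models. All 3 thus depended on single animals, most on MSUS male 6, which had the most counts of the cortical marker Slc17a7 among the males. The gene sets of the paper's enrichment analysis, Ntrk2 signaling among them, were not used here.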

GSEA revealed pathways affected by ELS in males, including Ntrk2 signaling and regulation of short-term neuronal plasticity (Figure 3A and Table S3). As expected, more pathways were identified in females and in the group-by-sex interaction analysis than in males, including pathways related to synaptic vesicle regulation, neurotransmission, and axonogenesis (Figure 3A and Table S3). 

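Of the families and lists tested, 17 passed in females and 18 in the interaction by limma's camera. With fry the numbers were 17 and 13, and with spliced share as a covariate 9 and 9. With the correlation between genes estimated from the data, 1 passed in each, the unnamed gene models, so the other calls rest on the preset correlation or on fry.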

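The 13 genes of the estrogen receptor β network drawn in Fig. 3B were tested as a set in the 12 females. Their mean log2 fold change was −0.063 and 2 of 13 were higher in MSUS (adjusted p = 0.0442 by limma's camera). Over the alternatives the adjusted p ran from 3.78e-04 with limma's fry to 0.343 by limma's camera with spliced share as a covariate. The set did not pass under the latter or with the correlation between genes estimated from the data. In males the mean was −0.0049 (adjusted p = 0.632 by limma's camera), and the difference between the sexes was −0.063 (adjusted p = 0.0482 by limma's camera). Esr2 (ENSMUSG00000021055.14; chromosome 12, 76120419 to 76177259), the gene of the receptor itself, had 17.5 ± 5.16 normalized counts in Con females and 18.1 ± 6.58 in MSUS females (SD, n = 6), a log2 fold change of 0.062 (standard error 0.26, adjusted p = 0.891 from edgeR's quasi-likelihood test).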

Among female-specific pathways, we found that expression of genes in the nuclear estrogen receptor β (ERβ) network was affected by ELS. Given the role of ERβ in mediating cocaine’s effects in female mice,^4^ we investigated the specific genes affected and found that 5 out of 13 genes in the ERβ network exhibited altered expression after MSUS (Figure 3B), and all were downregulated in MSUS females (Figure 3C and Table S2A). 

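Of the 13 genes, 4 passed in females over all genes tested and 4 when adjusted over the list alone, which is not independent evidence because the study drew the network from these animals. All 4 were lower in MSUS. Ube2m (ENSMUSG00000005575.16; chromosome 7, 13035120 to 13038275) had 4991 ± 219 normalized counts in Con females and 4309 ± 176 in MSUS females (SD, n = 6), a log2 fold change of −0.21 (standard error 0.038, adjusted p = 0.00582 from edgeR's quasi-likelihood test). Nedd8 (chromosome 14, 55662263 to 55672124) had 2116 ± 75.7 and 1847 ± 72.2, a log2 fold change of −0.19 (standard error 0.035, adjusted p = 0.00574 from edgeR's quasi-likelihood test). Smarca4 (chromosome 9, 21616169 to 21704230) had 11012 ± 401 and 10150 ± 312, a log2 fold change of −0.11 (standard error 0.035, adjusted p = 0.0414 from edgeR's quasi-likelihood test). For these 3, every MSUS female lay below every Con female. Ddx54 (chromosome 5, 120612739 to 120628592) had 2178 ± 89.8 and 1975 ± 109, a log2 fold change of −0.14 (standard error 0.041, adjusted p = 0.0389 from edgeR's quasi-likelihood test), and it was past the threshold in every fit that left out 1 animal except the fit without MSUS female 2, at −0.13. The fifth gene the paper names, Ncoa1 (chromosome 12, 4247362 to 4477182), had 12578 ± 523 and 11889 ± 308, a log2 fold change of −0.077 (standard error 0.034, adjusted p = 0.133 from edgeR's quasi-likelihood test), with all 6 MSUS females below the Con median. It passed with DESeq2, with counts taken without regard to strand, with 1 surrogate variable and without Con female 3, at log2 fold changes of −0.081, −0.11, −0.11 and −0.095.

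The other 8 genes had log2 fold changes from −0.24 for C3, with 12.6 ± 5.71 normalized counts in Con females, to 0.12 for Zfp709, and none passed. In males the 5 named genes had log2 fold changes from −0.0031 to 0.045. The interaction passed for 0 of the 13 over all genes and for 3 when adjusted over the list alone. None of the 13 passed with spliced share as a covariate. Of the 4 genes that passed in females, 2 kept the call with 1 surrogate variable. With the replicate number as a block 2 of them kept it, and 2 with the score of cortical markers. With offsets for GC content and gene length, Ube2m lost the call, and Smarca4 and Ddx54 turned to 0.019 and 0.030.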

A deficit in estrogen receptor signaling in the NAc of MSUS females is consistent with their increased cocaine preference, given the protective effect of high estrogen on cocaine CPP we observed in control females (Figure 1D).

Altered expression of genes related to sex hormone signaling can certainly provide a molecular basis for the sex differences in behavior we observed. However, another possible mechanism involves differences in expression of sex chromosome-linked genes between males and females. 

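Of 646 X-linked genes tested in females, 101 rose past the threshold in MSUS, 15.6%, against 13.0% of 19846 autosomal genes (2-sided Fisher's exact test, p = 0.0578). The X-linked genes that fell numbered 49, 7.59%, against 12.1% of autosomal genes (2-sided Fisher's exact test, p = 2.71e-04). Genes are not independent replicates, so these p values describe the genes and not the animals.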

We therefore performed GO analysis of X-linked genes whose expression is altered (p_adj_ < 0.1) by ELS in females (Figure 3D). Intriguingly, X-linked genes upregulated in MSUS females were enriched for only one term: regulation of dosage compensation by inactivation of X chromosome (Figure 3D). By contrast, several terms were identified in X-linked genes downregulated by ELS, including terms related to synapse, glutamate signaling, and synaptic plasticity (Figure 3D). These results mirror those of the cluster analysis, namely the upregulation of genes involved in transcriptional control and downregulation of genes involved in neuronal function in MSUS females. 

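Among the 522 protein-coding X-linked genes the share that rose was 11.7%, against 6.81% of protein-coding autosomal genes (Fisher's exact test, p = 7.18e-05). With counts taken without regard to strand the shares over all genes were 18.9% and 15.0% (Fisher's exact test, p = 0.00603). Both passed 0.05, where the counts by strand over all genes had not. The other 2 alternatives run for this share did not pass. They gave 9.75% against 8.35% at an adjusted p under 0.05 (Fisher's exact test, p = 0.220), and 16.7% against 14.4% with at least 10 counts in every animal (Fisher's exact test, p = 0.135).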

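The share of protein-coding X-linked genes that fell was 9.00%, against 16.2% of protein-coding autosomal genes (Fisher's exact test, p = 3.37e-06). A lower share on the X chromosome was found under each of the other alternatives run, with p from 7.46e-04 to 0.0170 by Fisher's exact test.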

Remarkably, among the X-linked genes upregulated in MSUS females were long non-coding RNAs (lncRNAs) present in the X-inactivation center^35^ that play integral roles initiating and maintaining X inactivation: Xist,^36^ Jpx,^37^ and Ftx^38^ (Figure 3E). In addition, ELS altered expression of other genes, both X-linked and autosomal, involved in X chromosome inactivation (Figure S7A) including Xist m^6^a methylation^39^ (*Rbm15*, *Rbm15b*, *Ythdc1*), Xi localization^40^ (*Firre*), and Xi chromatin repression^41,42^ (*Smchd1*, *Lrif1*). 

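Xist (ENSMUSG00000086503.3) lies on the X chromosome from 103460366 to 103483254, Jpx (ENSMUSG00000097571.8) from 103493556 to 103565696 and Ftx (ENSMUSG00000086370.8) from 103560907 to 103623790. In females Xist had 66472 ± 6627 normalized counts in Con and 77099 ± 3968 in MSUS (SD, n = 6), a log2 fold change of 0.22 (standard error 0.065, adjusted p = 0.0386 from edgeR's quasi-likelihood test). All 6 MSUS females lay above the Con median, and the ranges overlapped. Jpx had 447 ± 39.5 and 571 ± 63.6, a log2 fold change of 0.36 (standard error 0.081, adjusted p = 0.0134 from edgeR's quasi-likelihood test). Ftx had 2108 ± 215 and 3074 ± 231, a log2 fold change of 0.55 (standard error 0.068, adjusted p = 0.00122 from edgeR's quasi-likelihood test). For Jpx and Ftx, every MSUS female lay above every Con female. With 1 animal left out in turn, the log2 fold changes ran from 0.18 to 0.25 for Xist, 0.30 to 0.39 for Jpx and 0.52 to 0.60 for Ftx, past the threshold each time.

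In males Jpx had 418 ± 30.2 normalized counts in Con and 396 ± 57.9 in MSUS, and Ftx had 2485 ± 262 and 2478 ± 565. The difference between the female and male effects was 0.43 for Jpx and 0.55 for Ftx. It passed for 0 of the 3 genes over all genes and for 3 when adjusted over the list alone, which is not independent evidence because the study chose the list on these animals. For Xist the comparison with males says nothing, since the 9.50 ± 5.87 counts in Con males and 5.58 ± 2.58 in MSUS males are background. With spliced share as a covariate, the female log2 fold changes were 0.067, 0.015 and 0.41, and none passed. Xist also lost the call with offsets for GC content and gene length and in a fit of all 24 animals, and both Xist and Jpx with the score of cortical markers.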

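All 6 genes of Fig. S7A passed in females, 5 higher in MSUS and 1 lower, over all genes tested and adjusted over the list alone. Rbm15b (ENSMUSG00000074102.4; chromosome 9, 106880918 to 106887428) was the lower one, with 4174 ± 136 normalized counts in Con females and 3708 ± 159.8 in MSUS females (SD, n = 6), a log2 fold change of −0.17 (standard error 0.034, adjusted p = 0.00920 from edgeR's quasi-likelihood test). Ythdc1 (chromosome 5, 86804221 to 86836659) rose from 3327 ± 246 to 3827 ± 149.8, a log2 fold change of 0.21 (standard error 0.047, adjusted p = 0.0138 from edgeR's quasi-likelihood test). Rbm15 (chromosome 3, 107325421 to 107333673) rose by 0.11 on the log2 scale (standard error 0.029), Smchd1 (chromosome 17, 71344489 to 71475343) by 0.11 (standard error 0.029) and the X-linked non-coding Firre (chromosome X, 50555744 to 50635321) by 0.22 (standard error 0.061). Lrif1 (chromosome 3, 106684987 to 106736577) rose by 0.25 (standard error 0.080) and lost the call without MSUS female 5, at 0.22. In all 6, the MSUS females lay on 1 side of the Con median. Male log2 fold changes were between −0.0097 and 0.039. None of the 6 passed with spliced share as a covariate, and Lrif1 turned to −0.046. With offsets for GC content and gene length, Ythdc1 turned to −0.027 and Lrif1 to −0.15. Of the 6, 2 were past the threshold with these offsets, Firre and, in the reversed direction, Lrif1. Rbm15, Rbm15b and Smchd1 lost the call with these offsets and with the score of cortical markers, and Firre with the score.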

Downregulated X-linked genes in MSUS females include those involved in the glutamate receptor complex (*Porcn*,^43^ *Dlg3*,^44,45^ *Iqsec2*^46^) and synaptic vesicle regulation (*Cdk16*,^47^ *Syn1*,^48^ *Syp*,^49^ *Gdi1*^50^; Figure S7B). 

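The 6 X-linked synapse genes tested here as a list were all lower in MSUS females and passed over all genes tested and adjusted over the list alone. Dlg3 (ENSMUSG00000000881.12; chromosome X, 100767722 to 100818410) had 11064 ± 362 normalized counts in Con females and 9796 ± 425 in MSUS females (SD, n = 6), a log2 fold change of −0.17 (standard error 0.036, adjusted p = 0.00956 from edgeR's quasi-likelihood test). Syn1 (chromosome X, 20860511 to 20921004) had 20316 ± 4556 and 14483 ± 1782, a log2 fold change of −0.49 (standard error 0.13, adjusted p = 0.0305 from edgeR's quasi-likelihood test). Porcn (chromosome X, 8193848 to 8206525) fell by 0.24 on the log2 scale (standard error 0.061), Iqsec2 (chromosome X, 152144268 to 152225236) by 0.17 (standard error 0.038) and Cdk16 (chromosome X, 20687954 to 20699880) by 0.34 (standard error 0.080). Every MSUS female lay below every Con female for Dlg3 and Iqsec2. Syn1 was highest among MSUS females in MSUS female 1, at 17911 normalized counts, against 14375 or fewer in the other 5. All 6 log2 fold changes in males were above 0, up to 0.14 for Syp, and none passed. The interaction passed for 0 of the 6 over all genes and for 6 when adjusted over the list alone, which is not independent evidence because the list was chosen on these animals. None of the 6 passed in females with spliced share as a covariate, and with offsets for GC content and gene length Iqsec2 turned to 0.013. With the score of cortical markers, Iqsec2 alone of the 6 passed.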

While we are unable to resolve the relative contributions of the active and inactive X chromosomes to the observed changes in gene expression, it is noteworthy that several genes downregulated in MSUS females have been observed to escape from X inactivation in the mouse brain,^51^ including *Eif2s3x*, *Gdi1*, and *Syp* (Table S2A).

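Eif2s3x (ENSMUSG00000035150.15; chromosome X, 94188707 to 94212862) had 3532 ± 109 normalized counts in Con females and 3203 ± 127 in MSUS females (SD, n = 6), a log2 fold change of −0.14 (standard error 0.034, adjusted p = 0.0187 from edgeR's quasi-likelihood test), with every MSUS female below every Con female. Con males, whose Y chromosome carries the related gene Eif2s3y, had 2167 ± 176 and MSUS males 2201 ± 127. Syp (chromosome X, 7638471 to 7653256) fell from 38229 ± 7982 to 28835 ± 4044, a log2 fold change of −0.40 (standard error 0.13, adjusted p = 0.0474 from edgeR's quasi-likelihood test), with 5 of 6 MSUS females below the Con median. Con female 3 had 53948 normalized counts of Syp, and the call was lost without MSUS female 3, where the log2 fold change was −0.39, without a filter on low counts, in a fit of all 24 animals and with the score of cortical markers. With that score Eif2s3x lost it too. The counts do not separate the 2 X chromosomes.

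From the many differentially expressed genes in females beside none in males, and from a comparison with 2 other studies, the paper reasons that ELS changes NAc expression more in females than in males. Its estrogen receptor network came from an enrichment test on the ranked list of all genes, and its X inactivation argument from X-linked and autosomal genes that changed in females. It presents both as probable contributors to the sex-specific response to cocaine.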

Overall, ELS impacts the expression of genes involved in estrogen signaling and X chromosome inactivation in the female NAc, which likely contribute to the sex-specific CPP phenotype that we observed. Considering the significant X chromosome dynamics across the estrous cycle,^52^ it is plausible that the two female-specific factors, ovarian hormone status and X chromosome regulation, interact to shape sex-specific brain regulation under basal conditions and in response to environmental factors such as stress and cocaine exposure.

### Acute cocaine exposure leads to neuronal chromatin reorganization in the NAc

While the impact of ovarian hormones on cocaine’s reinforcing effect in the NAc is well established,^5^ the underlying molecular mechanisms are underexplored. Our CPP data indicated that the estrous cycle state at the first cocaine exposure affects the acquisition of cocaine preference, making the female cocaine response more variable than that of males at 10 mg/kg dose under basal conditions (Figures 1C and 1D). We decided to explore a transcriptional mechanism in NAc neurons through which acute cocaine treatment induces the observed estrous cycle-specific and sex-specific effects, hypothesizing that cocaine would differentially affect neuronal chromatin in the NAc of males and females across the estrous cycle.^19^ For chromatin accessibility experiments we were able to include groups with better-defined ovarian hormone levels: proestrus (high-estrogen, low-progesterone) and diestrus (low-estrogen, high-progesterone) females, which mimic human follicular and luteal phases, respectively^19^ (see STAR Methods). To test our hypothesis, we performed assay for transposase-accessible chromatin with sequencing (ATAC-seq)^53^ on purified NAc neuronal nuclei from proestrus female, diestrus female, and male mice 1 h after exposure to 10 mg/kg cocaine alongside group-matched controls (Figure 4A).

Interestingly, an initial clustering analysis indicated that cocaine exposure substantially reduced sex differences in NAc chromatin organization (Figure S8A). Strikingly, when we compared the differentially accessible regions (DARs) between males and females, we found that acute cocaine exposure leads to a more than 10-fold reduction in the number of sex-specific open chromatin regions in both male-diestrus and male-proestrus comparisons (Figure S8B). We then focused on chromatin changes occurring between control and cocaine conditions separately in each group–diestrus, proestrus, and males (Figures 4B and S9; Table S4). Initially, we found minimal overlaps in specific cocaine-induced DARs between groups (Figure 4B). However, once DARs were annotated to the nearest gene, we identified a similar number of genes with cocaine-induced chromatin changes in males, diestrus females, and proestrus females, with a higher overlap between groups (Figure 4B). The highest number of genes with affected chromatin found in males (7,563) was in line with the more consistent CPP effect found in control males at this dose compared to control females (Figure 1C). Within females, proestrus mice had a lower number of genes with cocaine-induced chromatin changes (4,499) compared to diestrus mice (5,747), consistent with the finding that females in a high-estrogenic phase during their first cocaine exposure exhibit a lower conditioning response to cocaine (Figure 1D). Examining the overlapping genes between groups, we found the most substantial overlap between diestrus females and males (3,530; p < 2.2e–16, Fisher’s exact test [FET]), the two cocaine CPP-susceptible groups, compared to diestrus and proestrus (2,260; p < 2.2e–16, FET) or proestrus and males (2,483; p < 2.2e–16, FET; Figure S9A). GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the genes with cocaine-induced DARs found, overall, that similar terms and pathways are affected by cocaine in each group, including synapse and dendritic spine organization, dopaminergic synapse, and addiction-related pathways (Figure S9B).

To assess whether neuronal chromatin accessibility is associated with gene expression, we performed two sets of analyses. First, we correlated our NAc ATAC-seq and RNA-seq data from control groups and found that chromatin accessibility in gene promoter regions is significantly associated with gene expression levels (Figure S10A and Table S5), consistent with previous studies.^55^ Next, to link cocaine-induced chromatin changes to changes in gene expression, we overlapped our ATAC-seq data with previously published NAc RNA-seq data following acute, 1-h cocaine treatment in males and females.^56^ We found a significant overlap between genes with cocaine-induced chromatin changes (Table S4) and cocaine-induced DEGs^56^ in males (p < 2.2e–16, FET), proestrus females (p = 1.69e–7, FET), and diestrus females (p = 2.92e–9, FET; Figure S10B), indicating a significant association between acute changes in chromatin and gene expression in the cocaine response.

In summary, acute cocaine exposure alters neuronal chromatin accessibility in males, diestrus females, and proestrus females, with enrichment near genes related to neuronal function and addiction, overall reducing sex differences in NAc chromatin organization. Chromatin accessibility changes are significantly associated with immediate changes in NAc gene expression,^56^ although many of these chromatin changes may also ‘‘prime’’ the genome for later transcriptional responses.^57^

### Acute cocaine exposure increases the accessibility of regions harboring AP1 motifs

To identify upstream regulators of cocaine’s effects on neuronal chromatin, we performed motif analysis on DARs that are more accessible after acute cocaine exposure in each group. In all three groups, the top motif was Fos-JunB (Figure 4C), corresponding to the binding site for the AP1 transcription factor formed by dimers of Fos- and Jun-family proteins.^58^ Genes with Fos-JunB-motif-containing DARs shared by all three groups are enriched for the Morphine addiction KEGG pathway (Figure 4C), consistent with the well-established role of Fos proteins in mediating addiction-related molecular phenotypes in the NAc.^59^ However, examination of promoter DARs harboring Fos-JunB motifs found sex- and estrous cycle-specific effects of cocaine; diestrus females had the largest number of such DARs (689), followed by proestrus females (74) and males (37) (Table S6). The vast majority of Fos-JunB motif-containing DARs were sex specific, including a male-specific DAR at the promoter of *Drd1* (Figure 4D) encoding the dopamine receptor D1, extensively involved in mediating cocaine’s effects,^60^ and a female-specific DAR at the promoter of *Gabrg1* (Figure 4D) encoding GABA receptor G1, a gene whose variants in the human paralog are associated with addiction risk.^61^ Diestrus-specific promoter DARs with AP1 sites include *Syn1* (Figure 4D), an X-linked gene whose expression is altered following ELS in females (Figure S7B).

Sites harboring the Fos-JunB motif could be bound by AP1 proteins such as cFos, implicated in mediating the acute effects of cocaine,^62^ or by ΔFosB, implicated in the transcriptional effects of chronic cocaine exposure.^62–67^ We therefore tested the overlap of our regions that gain chromatin accessibility after acute cocaine exposure with regions bound by cFos^68^ or ΔFosB^54^ derived from publicly available chromatin immunoprecipitation sequencing and CUT&RUN datasets, respectively. This analysis revealed a higher ATAC-seq signal in ΔFosB-bound regions compared to cFos-bound regions, which was most evident in the diestrus group (Figure S11), indicating that cocaine acutely alters chromatin accessibility in targets of ΔFosB, priming them for regulation following chronic cocaine exposure. To further evaluate this hypothesis, we overlapped regions that gain accessibility after acute cocaine in our data with regions bound by ΔFosB in Drd1-expressing medium spiny neurons (MSNs) specifically after chronic cocaine treatment.^54^ We found that 17.7% (224/1,263; p = 0.004, MCFDR) of these regions, bound by ΔFosB in the chronic cocaine, but not saline, condition gain accessibility after acute cocaine exposure in females (Figure 4E). Of these regions, 49.6% are unique to diestrus, 25.4% are unique to proestrus, and 25% are shared between the two female groups (Table S6). Examples include a region upstream of *Crhbp*, encoding corticotropin-releasing hormone-binding protein, involved in addiction^69,70^ and sex differences in stress response.^71^ This *Crhbp* region gains accessibility after acute cocaine and gains ΔFosB binding after chronic cocaine specifically in females (Figure 4E) while losing ΔFosB binding after chronic cocaine treatment in males (Figure 4E). The promoter region of *Homer1*, encoding a transcription factor involved in cocaine-induced synaptic plasticity,^72^ similarly gains ΔFosB binding after chronic cocaine only in females, but only gains chromatin accessibility after acute cocaine in diestrus females (Figure 4E). Notably, in males only 4.2% (49/1,157; p = 0.004, MCFDR) of regions gaining ΔFosB binding after chronic cocaine overlap with a region that gains accessibility after acute cocaine exposure (Figure 4F). These regions include an intronic region of *Pdpk1*, encoding 3-phosphoinositide-dependent protein kinase-1, and a region upstream of *Nmur2* (Figure 4F), encoding a neuropeptide receptor whose NAc expression is dysregulated following repeated cocaine administration.^73,74^

Together, these data show that acute cocaine exposure sex-specifically increases chromatin accessibility in AP1-motif-containing regions that exhibit sex-specific ΔFosB binding after chronic cocaine treatment. Notably, diestrus females had the greatest number of overlaps, and gained accessibility of ΔFosB binding sites therefore represents a putative epigenomic mechanism through which ovarian hormone status during acute exposure to cocaine can affect susceptibility to future exposures.

### Cocaine’s effects on chromatin accessibility are sex dependent and estrous cycle stage dependent

To explore the relationship between changes in cocaine-induced chromatin accessibility and behavioral phenotypes, we focused first on the overlapping genes with cocaine-induced DARs in diestrus females and males (Figure 5A), since these groups showed stronger cocaine-induced conditioning responses in the CPP test (Figures 1C and 1D). In diestrus-male overlap, enrichment analysis revealed enrichment for genes related to GABAergic signaling, learning, and dendritic spines (Figure 5A). As examples, we observed changes in the promoter regions of three genes of interest: *Sp9*, encoding a transcription factor involved in MSN development^75^; *Fgfr1*, encoding fibroblast growth factor receptor 1, linked to addiction-related phenotypes^76,77^; and *GAD2*, encoding glutamate decarboxylase 2, the enzyme catalyzing GABA synthesis^78^ (Figure 5A and Table S4).

While there was substantial overlap in genes with cocaine DARs between diestrus females and males, the two groups may also reach a ‘‘susceptible state’’ through independent mechanisms. We therefore separately focused on genes with cocaine-induced DARs specific to each group. Male-specific genes were enriched for terms including positive regulation of gene expression, synaptic vesicle, and dopaminergic synapse (Figure 5B). While the dopaminergic synapse KEGG pathway was commonly enriched in all three groups (Figure S9B), a subset of dopaminergic-synapse-related genes undergo chromatin accessibility changes in males only, including the dopamine receptor-encoding genes *Drd1* (Figure 4D), *Drd2*, and *Drd3* (Figure 5B and Table S4). We also identified genes involved in GABAergic signaling with male-specific cocaine DARs, including *Gabra5*, encoding a GABA receptor whose activity in the human male NAc is associated with addiction^79^ (Figure 5B and Table S4).

Enrichment analysis of diestrus-specific genes revealed pathways including X-linked inheritance and estrogen-dependent gene expression (Figure 5C), indicating that both sex hormone signaling and the X chromosome are important features of the cocaine response in diestrus females. For example, cocaine increases chromatin accessibility in a region upstream of *Esr2*, encoding ERβ, specifically in diestrus females (Figure 5C and Table S4). We also observed diestrus-specific DARs at the promoters of *Ezh2*, encoding a histone methyltransferase, and *Egr2*, encoding early-growth response 2, an immediate-early gene critical for establishing cocaine-induced CPP^80^ (Figure 5C and Table S4). In summary, males and diestrus females exhibit similar changes in cocaine accessibility in genes related to GABAergic function but also have divergent responses, with male-specific DARs observed at dopamine receptor genes and diestrus-specific DARs observed at estrogen signaling-related genes.

To better understand why high-estrogenic females are less susceptible to cocaine’s conditioning effects (Figure 1D), we performed enrichment analysis of genes with proestrus-specific DARs (Figure 5D) and identified terms related to transcriptional and chromatin regulation (Figure 5D). We show three representative genes: *Ncoa1*, a transcriptional coregulator for steroid hormone receptors^81^; *Cacng2*, a calcium channel implicated in cocaine sensitization^82^; and *Npy2r*, a neuropeptide receptor whose polymorphisms in humans are associated with cocaine addiction^83^ (Figure 5D and Table S4). For all three genes, their putative promoter regions become less accessible in proestrus females after cocaine exposure (Figure 5D and Table S4). Notably, in controls, these regions are more accessible in proestrus compared to diestrus females and males, indicating that chromatin would typically gain accessibility to these regions as an element of a proestrus-specific chromatin state whereas, after cocaine exposure, these regions become more similar to diestrus females and males. Interestingly, when we overlapped proestrus cocaine-induced DARs that are less accessible after cocaine with DARs that are more accessible in proestrus vs. diestrus controls, we found enrichment for genes related to dendritic spines, synapse organization, and behavior (Figure S12). This interruption of proestrus DARs by cocaine exposure indicates a competition between cocaine-induced and proestrus-state-induced chromatin regulation, which may be protective for proestrus females by limiting the effects of cocaine on neuronal chromatin organization.

### Cocaine disproportionately leads to chromatin opening on the X chromosome in diestrus females

Corroborating the notion that the proestrus phase is protected from the effects of cocaine on chromatin, we found that, in addition to having fewer cocaine-induced DARs than diestrus, proestrus-specific DARs are mostly regions that are less accessible after cocaine (55.7%). By contrast, the majority of diestrus-specific DARs are more accessible after cocaine (66.8%, Figure 6A). This pattern was most striking in gene promoters, where 83% of proestrus-specific DARs lose accessibility and 88% of diestrus-specific DARs gain accessibility after acute cocaine (Figure S13A). Moreover, gene promoters that become less accessible in proestrus after cocaine are enriched for terms and pathways related to neuronal function, addiction, and estrogen signaling (Figure S13B). To explore the preponderance of diestrus-specific DARs and given the enrichment for the X-linked inheritance term in diestrus-specific genes (Figure 5C), we assessed whether this ratio of open to closed DARs varied by chromosome. Indeed, we found that this ratio was particularly skewed on the X chromosome in diestrus females where practically all of the chromatin changes were characterized by more accessible chromatin, which was not the case in proestrus females (Figure 6B). Surprisingly, X-linked genes whose chromatin was impacted by cocaine in diestrus females included the same lncRNAs whose expression was disrupted by ELS in females (Figure 3E and Table S2), including Xist, Jpx, and Firre (Figure 6C and Table S4). In each case, cocaine increased chromatin accessibility at promoters in diestrus females only, and the corresponding *Xist* and *Ftx* gained-open regions contained the AP1 binding motif (Table S6). The same pattern of cocaine-induced, diestrus-specific promoter accessibility was also observed in autosomal genes involved in X inactivation, with expression altered by ELS in females (Figure S5A and Table S2), including *Ythdc1*, *Lrif1*, and *Smchd1* (Figure S14 and Table S4). In addition, we found that X-linked genes with cocaine-induced DARs in diestrus were enriched for synapse-related terms and pathways (Figure 6D). Reactome pathway analysis revealed enrichment of three neuronal pathways: neuronal system, glutamatergic synapse, and protein interactions at synapse, including *Syn1* and *Gria3* that are critical for synaptic plasticity (Figure 6E). In summary, cocaine exposure affects chromatin regulation of the X chromosome preferentially in diestrus females, affecting genes involved in dosage compensation and synaptic function, which can, in part, explain the susceptibility of diestrus females to the conditioning effects of cocaine.

### X chromosome inactivation: The mechanistic link between the effects of ELS and ovarian hormones on female-specific cocaine responses

So far, we identified two shared mechanisms, related to ERβ signaling and X chromosome inactivation, between the two susceptible female groups, control (low-estrogenic) diestrus females (Figures 5C, 6C, and 6D) and ELS-exposed females (Figure 3), revealing female-specific transcriptional mechanisms underlying cocaine-induced preference. ERβ signaling was previously implicated in cocaine-induced responses in female mice,^4^ but possible involvement of the female-unique phenomenon of X chromosome inactivation was particularly intriguing, as it was not previously explored. Thus, to directly assess the importance of Xi for cocaine’s effect in female mice, we performed another CPP experiment comparing genetically modified female mice with only one (active) X chromosome (39,X0), wild-type female mice (40,XX), and malemice (40,XY) ofthe same genetic background(Figure7A). Animals in each group, on average, developed a preference for the cocaine-paired compartment, and we did notdetecta difference in CPP scores between the three groups (Figure 7A). Within females, however, we found a significant effect of the estrous cycle (Figure 7B), with females in the low-estrogenic phase (Met/Die) on the first day of cocaine exposure exhibiting higher CPP scores than females in the high-estrogenic phase (Pro/Est), similar to what we showed previously in control C57BL/6J mice (Figures 1D and S1B). However, following up on this result with a post hoc test, we found that this effect could only be detected in the XX group while it was absent in the 39,XO group, indicating that the estrous cycle’s effect on cocaine CPP requires the presence of the second (Xi) X chromosome in females. Furthermore, these data provide the functional link between the effects of ELS and ovarian hormones on X-inactivation-relevant gene regulation and cocaine CPP phenotype.

## DISCUSSION

In this study, we show that two sex-specific risk factors for CUD, ELS and ovarian hormone status, induce sex-specific responses to cocaine in mice at both the behavioral and molecular level. Although cocaine can induce CPP in both sexes, the effect is more consistent in males, while it varies with the estrous cycle stage and is more strongly affected by ELS in females. We observe both shared and distinct effects of ELS and ovarian hormone status on transcriptional regulation in the NAc, and we link them to sex-specific responses to cocaine.

In control animals, we show that males consistently exhibit cocaine-induced conditioning with a 10 mg/kg dose, which was expected because this dose was based on previous research performed predominantly in males.^27^ The result in females, however, requires more careful consideration. Satta et al.,^4^ who used a 5 mg/kg dose of cocaine, also reported less consistent cocaine CPP effect in females. This varied response in females is consistent with reports that cocaine’s effects vary with the estrous cycle stage.^2,5^ However, the well-established finding is that estrogen facilitates cocaine-induced dopamine release and enhances cocaine self-administration during high-estrogenic phases (typically proestrus or estrus).^5,84^

Here, however, we report that experiencing a high-estrogenic state during the first cocaine exposure weakens the conditioning response in females. This response may reflect a protective effect of estrogen against cocaine-induced synaptic plasticity in the NAc, independent of the acute, dopamine-related reinforcing effect of estrogen. Low-estrogenic females, by contrast, seem to be the most susceptible to cocaine-induced CPP, as observed at 10 mg/kg dose as well as at the 2.5 mg/kg dose that is insufficient to induce CPP in males. One explanation for this is the negative affective state in mice during diestrus, in which we and others showed consistently higher anxiety indices compared to high-estrogenic, proestrus females.^19,24,85^ Consistent with this, earlier studies demonstrate that the first cocaine exposure has acute anxiolytic effects,^86^ which may facilitate association of cocaine with improved affective state in mice. This is further consistent with evidence in humans that women initiate drug use as a coping strategy to deal with anxiety and depression.^84^

Thus, cocaine’s effect on CPP is more complex in females than in males and we observe both protective and predisposing effects of ovarian hormones, depending on the estrous cycle phase. Interestingly, ELS erases the effect of the cycle and makes all females susceptible to cocaine CPP, along with males at their otherwise subthreshold dose. This effect of ELS partially mimics the effect of early stress seen in humans where both sexes show susceptibility to ELS enhancing addiction risk,^87^ but women are more strongly affected than men.^84^ Another finding requiring consideration is the preference in ELS males for lower doses over high doses of cocaine, which we found is consistent with an inverted U-shaped cocaine dose-response curve previously reported following adult stress exposure in male mice.^28^

We performed a gene expression study to address the underlying molecular mechanism for the sex-specific effect of ELS on cocaine-induced behavioral phenotypes. Two earlier studies characterized gene expression changes in the NAc after ELS,^20,21^ albeit using different stressors (limited bedding with or without maternal separation) and different developmental time points (P10–P17 or P2–P10). It is therefore unsurprising that our gene expression data differ as well. However, we do observe shared neurodevelopment-related genes and, importantly, all paradigms, and ours in particular, show a stronger effect of ELS on NAc gene expression in females than in males.^20,21^ In addition to the female-biased response, we also observe decreased sex differences in NAc gene expression following ELS, similar to the effect of adolescent social stress on the NAc transcriptome^56^ and mimicking the pattern found in our behavioral CPP data.

Two important findings help explain the female-biased effect of ELS on NAc gene expression and cocaine-induced CPP. First, we see enrichment of genes involved in estrogen signaling in response to ELS in females (but not in males), consistent with the role of NAc ERβ in cocaine-induced CPP development in female mice.^4^ Second, we find an overwhelming response of X chromosome-linked genes to ELS in females, including an intriguing increased expression of genes involved in X chromosome inactivation. Both of these mechanisms, acting separately or in concert, can induce a female-specific response to ELS of relevance to addiction. Specifically, downregulated genes in females are involved in synaptic function pointing toward altered regulation of synaptic plasticity after ELS. On the contrary, upregulated genes are involved in transcriptional and chromatin regulation, which are important elements of cocaine’s acute and chronic effects.

While ELS effectively nullifies the effect of ovarian hormone status on cocaine-induced CPP, these hormones have a critical effect on cocaine CPP in females under basal conditions. Thus, we chose to explore chromatin regulation in the NAc to address the molecular mechanisms through which ovarian hormones contribute to a female-specific cocaine response. While chromatin regulation in the NAc is strongly implicated in cocaine-induced adaptations underlying addiction-related behaviors, previous studies were almost exclusively performed in males.^17^ However, we previously reported sex- and estrous cycle-dependent chromatin regulation in the related brain area, the ventral hippocampus.^19^ Now, we demonstrate that acute cocaine treatment induces sex- and estrous cycle-dependent changes in neuronal chromatin within the NAc, providing a molecular substrate underlying sex-specific cocaine responses. Interestingly, we observe that cocaine, similar to ELS, reduces sex differences in NAc neuronal chromatin organization.

While many genes and pathways affected by cocaine are shared between males and females, the sex- and estrous cycle-specific molecular features of our ATAC-seq data reveal candidate sex-specific transcriptional mechanisms underlying cocaine-induced responses. First, we show enrichment of AP1 binding sites within NAc chromatin regions that gain accessibility in response to cocaine. While work in male animals demonstrated the role of Fos proteins in the cocaine response,^62,88–91^ our data provide experimental evidence of the genome-wide enrichment of Fos binding sites in chromatin opening following cocaine treatment in both sexes. In terms of sex specificity, AP1 sites were overwhelmingly enriched within promoter regions during diestrus, the low-estrogenic state that is most susceptible to developing cocaine preference. While the observed chromatin changes are induced by acute cocaine treatment, we also see indications that they are relevant to chronic cocaine exposure. We show that AP1 binding sites that gained chromatin accessibility in response to acute cocaine strongly overlapped with ΔFosB binding, a Fos protein extensively linked to chronic cocaine response.^62–67^ Considering that this overlap was most profound in diestrus females, we propose that the low-estrogenic state in females interacts with acute cocaine exposure and primes chromatin for later binding of ΔFosB and other molecular adaptations associated with chronic cocaine exposure. Accordingly, while cocaine-induced chromatin changes are associated with differential gene expression in the NAc, many cocaine-induced DARs do not correspond to immediate gene expression changes but may ‘‘prime’’ the genome for later transcriptional responses. In addition, a recent study showed that estrogen withdrawal increases ΔFosB expression in the NAc,^92^ consistent with our hypothesis that a physiological drop in estrogen (in diestrus) can ‘‘prime’’ chromatin for cocaine-induced long-term plasticity in the NAc.

Interestingly, we observed more overlaps in chromatin changes between diestrus females and males, the two groups ‘‘more susceptible’’ to cocaine CPP. These overlaps include addiction-related biological pathways such as dendritic spine density, learning, and GABAergic synapse. However, our data also indicated that these two groups may achieve a similar behavioral phenotype through different mechanisms. For instance, the enrichment of dopaminergic synapse-related genes has been frequently reported by previous studies, again largely performed in males.^93,94^ While our data confirm that the dopaminergic pathway is shared across sexes, we observed male-specific chromatin changes in genes encoding dopamine receptors, which are likely important for sex-specific cocaine-induced responses and could not have been anticipated by earlier male-focused studies. Interestingly, diestrus-specific cocaine-induced DARs are enriched in X-linked and estrogen-signaling-related genes, including diestrus-specific chromatin opening within the *Esr2* gene encoding ERβ. These two mechanisms, related to ERβ signaling and X chromosome-linked gene expression, are shared between the two susceptible female groups, control diestrus and ELS-exposed females, revealing female-specific transcriptional mechanisms underlying cocaine-induced preference.

We would specifically like to emphasize a coincidence of increased expression and increased chromatin accessibility of the X-linked lncRNAs (Xist, Jpx, Firre) in females after ELS and after cocaine exposure in diestrus, respectively. Considering the critical roles of these lncRNAs in dosage compensation,^36–38,40^ our findings indicate a disruption in Xi regulation in the two cocaine-susceptible female groups. In general, X chromosome dysregulation can contribute to altered neuronal function underlying the ELS-induced and diestrus-driven susceptibility to cocaine, given the over-representation of genes related to brain development and function on the X chromosome.^95^ Accordingly, the role of the X chromosome in cocaine response was previously addressed by the four-core genotypes model, showing that the XX genotype, regardless of sex hormones, affects cocaine vulnerability.^96^ Here, however, we used 39,XO mice to reveal the functional role of Xi in response to cocaine within naturally cycling female mice. Unlike humans with Turner syndrome (45,X0) whose ovaries are either missing or not functioning properly, 39,XO mice have functional ovaries and undergo the estrous cycle.^97^ Using the 39,XO model, we thus show that having only one X chromosome nullifies the protective effect of physiologically high estrogen levels in female mice. Moreover, similar to the effect of ELS or physiological estrogen withdrawal, lack of Xi leads to enhanced susceptibility to cocaine-induced conditioning response in females.

In addition to female-specific susceptibility, we would also like to address the molecular mechanisms that may underlie the ‘‘protective effect’’ of estrogen against cocaine-induced synaptic plasticity in the NAc. Interestingly, acute cocaine exposure leads to preferential closing of chromatin in proestrus, the opposite of what we observed in the susceptible diestrus group. This interruption of proestrus-specific open chromatin regions by cocaine exposure indicates a competition between cocaine- and estrogen-induced chromatin regulation, which may be protective for proestrus females by limiting the effects of cocaine on neuronal chromatin organization. However, we would like to reiterate that previous studies showed estrogen-induced enhancement of cocaine’s reinforcing effects.^84^ Considering that this effect may be mediated via fast estrogen signaling,^2^ it is not necessarily inconsistent with estrogen’s protective effect on cocaine-induced chromatin plasticity, which is slower and likely to have more long-term consequences.

Substance use disorders involve multiple components from motivational aspects and initiation of drug use to adaptive changes in the brain that underlie chronic drug use and addiction. Our study highlights that cocaine use in women and other menstruating individuals may involve complex effects of ovarian hormones that interact with internal factors (such as negative affective state) and external risk factors such as stress and, importantly, we reveal the molecular substrates through which female-specific factors can induce stronger and longer-lasting sex-specific responses to cocaine. By revealing functional link(s) between female-specific phenomena such as regulation of X chromosome inactivation and cocaine conditioning responses, our findings offer a molecular framework to enable understanding of sex-specific mechanisms underlying CUD, facilitating the development of sex- and gender-informed treatments for CUS.

### Limitations of the study

While we provide molecular substrates through which ELS and ovarian hormones interact to induce female-specific cocaine responses, including evidence for the role of X chromosome inactivation in this process, this study also opens many new questions that will need to be addressed by future studies. First, we show that ELS ‘‘erases’’ the effect of the estrous cycle on cocaine CPP, but the mechanism underlying this effect is unknown. ELS may affect estrous cycling in female mice and change ovarian hormone levels or, alternatively, brain responsiveness to ovarian hormones may be changed in response to ELS. A separate, carefully designed study is needed to address this question. Additionally, future work should address the upstream mechanism(s) mediating the effects of ELS on gene expression, and this may involve manipulation of transcription factors whose binding sites are enriched near stress-induced DEGs. While we observed enrichment of chromatin-related factors in stress-induced DEGs, ATAC-seq or other epigenomics assays following the MSUS paradigm will further reveal the mechanism(s) underlying MSUS-induced gene expression changes. Further studies would also benefit from single-cell approaches that can pinpoint specific cellular populations involved in sex-specific cocaine responses. The ΔFosB ‘‘priming’’ hypothesis in females is very intriguing, and further studies utilizing alternative addiction-related paradigms including cocaine self-administration and chronic cocaine treatments will further reveal the role of the female-specific and estrogen-dependent transcriptional program(s) involved in chronic cocaine use and addiction. Many additional data analyses can be performed, and we believe that the rich data produced in this article will help move the field forward, particularly regarding the less-understood female-specific mechanisms involved in cocaine reward.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Marija Kundakovic ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

RNA-seq and ATAC-seq data are available from the Gene Expression Omnibus and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. This paper does not report original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

#### Animals

For ELS experiments, five-week-old male (n = 18) and four-week-old female (n = 36) C57BL/6J mice were obtained from Jackson Laboratories. After two weeks of habituation period, mating pairs (n = 18) were formed consisting of one male and two female mice and were separately housed. After mating, n = 34 of the subsequent litters were used in this study. Litters were counted at P0, and litters were randomly assigned to either Con or MSUS groups (n = 17 litters/group). Litters were weaned at P28 and housed in cages with mice of the same sex and group (n = 5 per cage). For acute cocaine treatment (ATAC-seq) experiments, four-week-old male (n = 18) and female (n = 48) C57BL/6J mice were obtained from Jackson Laboratories. After habituation, female animals underwent estrous cycle monitoring for approximately two weeks (see *Estrous Cycle*), prior to acute cocaine treatment at P52–54. For the X chromosome-focused CPP experiment, 39,XO females (n = 12), XX females (n = 12), and XY males (n = 5) of the same genetic background (C57Bl/6J x CBA/CaGnLeJ, Strain #036414) were obtained from Jackson Laboratories. The genotype of animals was confirmed in-house using the established qPCR assay (Jackson Laboratories Protocol #35972) performed on DNA isolated from tail clippings. All animals used in the study were housed in same-sex cages (n = 3–5/cage), were kept on a 12h:12h light:dark cycle, were given *ad libitum* access to food and water, and were allowed to habituate to the facility for at least two weeks prior to experiments. All animal procedures were approved by the Institutional Animal Care and Use Committee at Fordham University.

### METHOD DETAILS

#### Early-life stress (ELS)

To administer ELS, a well-established maternal separation combined with unpredictable maternal stress (MSUS) protocol was used.^23–25^ Litters chosen for ELS (MSUS group) were separated from the dams for 3 h each day from P1-P14. Control litters (Con group) did not undergo any manipulations during this time. The separation window was changed each day to ensure that the stress was unpredictable. During separation, the dam was placed in a temporary cage with food and water. Dams were also subjected to unpredictable stress, either restraint stress (20min) or forced swim stress (2min) at a random time during the 3-h separation window, in order to prevent the occurrence of compensatory maternal care following separation, which was reported to occur.^108^ We confirmed that our unpredictable stress protocol disrupts maternal behavior for at least 1 h after the mother is returned to the home cage (Figure 1B).

#### Maternal observations

Maternal behavior was scored from Day 1 through Day 6 postpartum in both Con and MSUS dams following the separation of MSUS dams from their pups. Every 3 min during the 1-h observation period, the maternal behavior during the time of inspection was recorded for each cage. Cataloged behaviors included nursing, arched-back nursing, licking and grooming, in contact with pups (not nursing), out of nest, eating, drinking, and nest building.^24,26,109^

#### Cocaine-induced conditioned place preference

From P54-P60, Con (n = 50 females, 30 males) and MSUS (n = 30 females, 30 males) animals underwent cocaine-induced conditioned place preference (CPP) testing. At this point mice were further grouped by cage into a low dose (LD) group, receiving a subthreshold dose of 2.5 mg/kg i.p. cocaine, and high dose (HD) group, receiving a standard dose of 10 mg/kg i.p. cocaine on conditioning days (Days 3 and 5, Figure 1C). For the X chromosome experiment, females (n = 12/group) and males (n = 5) underwent the same CPP test with only the standard 10 mg/kg dose of cocaine. Animals in the X chromosome experiment were 11–13 weeks old at the time of testing, and the smaller number of males were included as a reference group to provide a comparison of the CPP phenotype to the C57Bl/6J cohort of animals across sex. Our CPP apparatus is custom made (Maze Engineers; Skokie, IL) and consists of two conditioning chambers separated by a corridor with sliding walls. The conditioning chambers were designed to contain both visual and tactile cues, with one chamber containing striped walls and metal bars on the floor (Compartment 1), and the other containing gray walls and a plastic-holed floor (Compartment 2, Figure S15A). A pilot experiment with a separate cohort of animals was used to confirm that neither conditioning chamber was generally preferable to the mice in the absence of pairing stimuli (Figure S15B). The testing paradigm involved a pretest day, followed by 4 conditioning days (alternating between saline and cocaine), and finishing with a test day (Figure 1). During both pretest and test days, the walls were removed so that the mice could freely roam either chamber in the apparatus. During the conditioning days, mice were administered either cocaine or saline and the walls were inserted into the apparatus to confine the mice to one compartment. We used an unbiased CPP protocol in which, following injection of the mice with cocaine (2.5 or 10 mg/kg, i.p.), half were confined to Compartment 1 and the other half were confined in Compartment 2. Cocaine preference was established by calculating the CPP score^110^ which was the time the animal spent in the cocaine-paired compartment on test day minus the time spent in the cocaine-paired compartment on pretest day. This score accounts for any baseline compartment preference or aversion in individual animals.

#### Estrous cycle staging

Female mice were assigned to four possible stages of the cycle (proestrus, estrus, metestrus, and diestrus) based on cellular composition in vaginal smears^19^ (Figure S1A). Vaginal lavage smears were taken by gently aspirating distilled water into the vaginal opening with a sterile pipette and applying the smear onto a microscope slide. After drying, slides were stained with 0.1% crystal violet solution and visualized under a light microscope. The proestrus phase is marked by predominantly nucleated epithelial cells, while estrus is characterized by mostly cornified epithelial cells. Metestrus and diestrus phases are characterized by cornified and nucleated epithelial cells, as well as leukocytes, with diestrus smears containing a far greater number of leukocytes than metestrus. For animals undergoing CPP testing, the vaginal smears were obtained each day during the 6-day period of the CPP test, following the pretest, conditioning, or test session. For these experiments, the statistical analysis of behavioral data was based on the classification of females into two groups: Pro/Est animals (occupying proestrus, estrus, or transitionary phases, Figure S1B), and Met/Die animals (occupying metestrus, diestrus, or transitionary phases, Figure S1B). For these classifications, females were grouped based on their estrous cycle stage on the first day of cocaine exposure due to the tendency of female rodents to experience disruption of the estrous cycle following cocaine administration.^111^ While for behavioral cohorts we needed to combine the estrous cycle stages to increase power of analysis (Figure 1D), for the ATAC-seq experiments we were able to track the estrous cycle more comprehensively and include more specific groups, with better defined ovarian hormone levels: proestrus (high-estrogen, low-progesterone) and diestrus (low-estrogen, high-progesterone) females, which mimic human follicular and luteal phases, respectively.^19^ This more comprehensive procedure included daily vaginal smears for approximately two weeks (or three cycles) to establish a predictive cycling pattern for each animal. This allowed us to predict the estrous cycle stage of female animals and ensure an adequate number of proestrus and diestrus females on the day of cocaine administration. Postmortem vaginal smears were taken from these animals to confirm their estrous cycle stage. Finally, for the X chromosome-focused CPP experiment, the estrous cycle was tracked comprehensively for two weeks to ensure that all animals were cycling normally prior to behavioral testing; however, the groups were still merged into Pro/Est and Met/Die for the analysis of CPP data, as was done for the ELS CPP experiment, in order to increase power of the analysis.

#### Quantification of serum estradiol

Serum levels of estradiol from a cohort of 11-week old female C57Bl6/J mice (n = 16) were quantified using a BioVision mouse ELISA kit (K3830) (Figure S1B). Trunk blood was collected at the time of sacrificing into 1.5-mL tubes and was allowed to clot at room temperature for 2 h. Serum was separated by centrifugation (1503 × *g*, 20 min, 4°C) and stored at −80°C prior to the ELISA procedure. ELISA was performed using the manufacturer’s instructions, and samples were measured alongside the included standards in duplicate. The absorbance was measured using a SpectraMax plate reader and serum concentrations of estrogen were determined using the generated standard curve.

#### Drugs

Cocaine-HCl was purchased from Fagron (800006) under a Controlled Substance Schedule II license granted by the United States Drug Enforcement Agency (RK0524238) and New York State Department of Health (04C0098).

#### Acute cocaine administration

To determine the sex-specific and estrous cycle-dependent effects of acute cocaine exposure on neuronal chromatin accessibility, groups consisting of proestrus females, diestrus females, and males aged P52–54 (aligning with the age of CPP-tested mice) were given an acute dose of 10 mg/kg i.p. cocaine (100 μL of solution containing 2.5 mg/mL of Cocaine-HCl dissolved in ddH_2_O) and sacrificed by cervical dislocation 1 h later, while controls received no cocaine and served as the 0-h baseline (n = 6–9/group/time-point). Whole brains were removed, bilateral NAc were dissected immediately and snap frozen in liquid nitrogen.

#### RNA-seq

At P50, just prior to the onset of CPP behavioral testing, a subset of male and female MSUS and Con mice (n = 6/group/sex) were sacrificed by cervical dislocation, brains were removed and snap frozen in hexane. The estrous cycle of female animals was determined via vaginal smear cytology, and an equal proportion of high (n = 3/group; proestrus, estrus, or transitionary phases) and low (n = 3/group; metestrus, diestrus, or transitionary phases) estrogenic females were included, to account for the effect of the estrous cycle on gene expression.^19^ Bilateral NAc were dissected inside a cryostat using a brain matrix and 1.5 mm biopsy tissue punch. RNA was isolated from the NAc using the RNeasy Micro Kit (Qiagen). RNA quality was assessed using the Fragment Analyzer (Agilent) and all RNA samples had an RQN of ≥9.0. RNA samples were quantified using the Qubit RNA High-Sensitivity assay (Thermo Fisher Scientific). cDNA libraries were prepared from RNA samples using the RNA HyperPrep Kit with RiboErase (KAPA Biosystems). First, rRNA was depleted from the RNA samples by hybridizing complementary DNA oligonucleotides to rRNA followed by treatment with RNase H and DNase. The efficiency of rRNA depletion was confirmed using qRT-PCR targeting the 28S rRNA transcript before and after RiboErase treatment (Primer sequences: Forward – 5′-CCCATATCCGCAGCAGGTC-3′, Reverse – 5′-CCAGCCCTTAG AGCCAATCC-3′). Following rRNA depletion, RNA was fragmented at 94°C for 5 min in the presence of Mg^2+^ and first and second cDNA strands were synthesized, followed by A-tailing. Single-indexed adaptors (KAPA) were ligated and libraries were amplified by PCR. After bead-based purification, library quality was determined with the Fragment Analyzer (Agilent), and quantification was performed using the Qubit High-Sensitivity DNA assay (Thermo Fisher Scientific). 100 bp, paired-end sequencing was performed on the Nova-Seq 6000 instrument at the New York Genome Center.

#### RNA-seq analysis

Sequences obtained from the RNA-seq experiment were adapter trimmed and aligned using Star^98^ to the mouse reference genome (mm10 including small contigs) using the GENCODE M15 gtf file. Following alignment, differential gene expression analysis was performed using DESeq2,^99^ and significant DEGs were considered as P_adj_ < 0.10 using DESeq2’s default correction for multiple testing (Benjamini-Hochberg). Differential expression between MSUS and Con groups was determined for males and females separately. For the female analysis, estrous cycle status of females was incorporated into the model. A Group*Sex interaction analysis was also performed in DEseq2 to detect genes for which the change in expression between MSUS and Con groups was unequal between males and females. Gene coexpression clustering analysis across the four experimental conditions was performed using Clust,^30^ which allows the identification of genes with similar changes in expression patterns across groups. Notably, while this analysis does not require genes to be DEGs in order to be included in a cluster, the cluster genes we identified were typically also DEGs in the female analysis but not in the male analysis (Table S2F), as expected, while the benefit of Clust is illustrating these gene expression differences in females in the context of sex differences. Motif analysis on genes identified in Clust clusters was performed using Homer.^105^ Gene list enrichment analyses were performed using gProfiler.^100^ Enrichment analysis was also performed using GSEA^34^ with a ranked gene list and results were plotted using EnrichmentMap,^112^ AutoAnnotate, and GeneMANIA apps^113^ in Cytoscape.^101^ By utilizing a ranked list of all detected genes, GSEA analysis also allowed us to incorporate male gene expression data and continue focusing on sex differences and expression patterns across the experimental conditions. Aligned RNA-seq read data was plotted using SparK.^102^ Read numbers and quality control metrics for RNA-seq libraries are shown in Table S7.

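The paper's Table S7 gives the splice events that STAR counted in each library. Divided by the uniquely mapped read pairs, and called spliced share here, they came to 40.9 ± 0.819 per 100 pairs in Con females, 34.9 ± 2.06 in MSUS females, 36.7 ± 2.03 in Con males and 37.7 ± 4.20 in MSUS males (SD, n = 6). Every MSUS female lay below every Con female, at a mean difference of −6.01 (2-sided exact permutation test, p = 0.00216, the smallest 6 against 6 allow, and 0.00649 adjusted over the 6 pairs of groups). Every Con male also lay below every Con female, at −4.21 with the same p. The other 4 pairs of groups had adjusted p values of 0.210 or more by the exact permutation test.
The fall in MSUS females minus the change in MSUS males was −7.0 per 100 pairs (permutation test with 100000 resamples, p = 0.00807). The first 12 and the last 12 library numbers each held 3 animals per group. The female difference was −6.99 in the first set and −5.04 in the second (exact permutation test, p = 0.1 in each, the smallest 3 against 3 allow). The male difference was −1.88 and 3.85, of opposite sign in the 2 sets.
The share of uniquely mapped pairs that STAR assigned to no gene moved the other way, with 32.7 ± 1.55% in Con females, 40.0 ± 2.72% in MSUS females, 38.0 ± 2.23% in Con males and 37.2 ± 4.55% in MSUS males. No difference in the number of uniquely mapped pairs was shown between Con females (74755758 to 93210454) and MSUS females (77481052 to 93949011) (exact permutation test, p = 0.422). Mitochondrial genes took 2.73 ± 0.409% of counts in Con females and 3.10 ± 0.233% in MSUS females (exact permutation test, p = 0.0584).

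**Figure D2:**
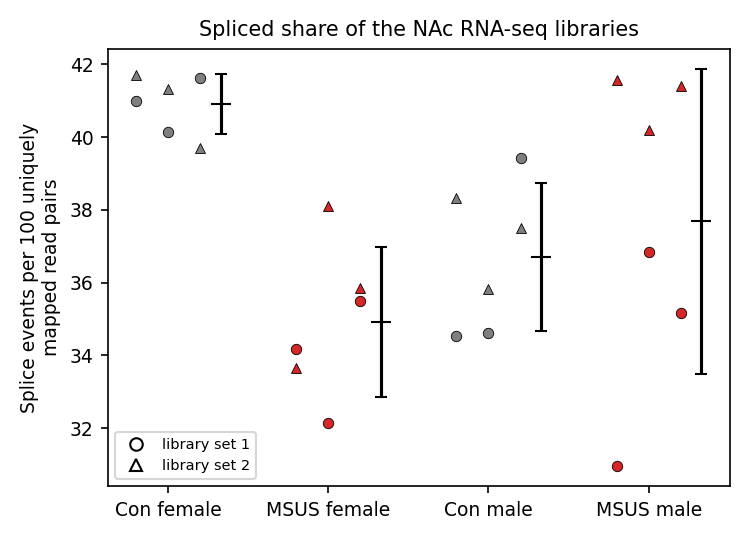
Splice events per 100 uniquely mapped read pairs for each of the 24 libraries, from the paper's Table S7, by group. Grey points are Con and red points MSUS, circles and triangles are the first and the second set of library numbers, and the bars are the mean ± SD of 6 animals. The 6 Con females lie between 39.7 and 41.7, above the highest MSUS female at 38.1.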

#### Fluorescence-activated nuclear sorting (FANS)

For the ATAC-seq experiments, the purification of neuronal nuclei from bulk frozen brain tissue was carried out using a protocol we previously established.^114^ Dissected bilateral NAc tissue was pooled from 3 animals of the same group (forming 2–3 biological replicates per group, see Acute Cocaine Administration) and frozen in liquid nitrogen. Tissue was later homogenized in a tissue douncer. Nuclei were extracted by ultracentrifugaton through a gradient of sucrose for 1 h at 24,400rpm in a 4°C Beckman ultracentrifuge. Following centrifugation through the sucrose gradient, the nuclei-containing pellet was resuspended in DPBS and incubated with a monoclonal mouse antibody targeting NeuN, a nuclear protein expressed in neurons, conjugated with the Alexa Fluor 488 fluorophore (1:1000; Millipore, MAB 377X). Nuclei were also incubated with DAPI (1:1000; ThermoFisher Scientific, 62248) prior to sorting and then filtered through a 35-μm cell strainer. Nuclei samples were sorted using the FACSAria instrument (BD Sciences) at the Albert Einstein College of Medicine Flow Cytometry Core Facility. In order to determine the gating strategy (Figure S16), the following three controls were used: 1. An isotype control incubated with IgG1-AlexaFluor-488 and DAPI, 2. A DAPI-only control, and 3. A NeuN-AlexaFluor-488-only control. Gates were adjusted based on events collected from control samples in order to select single nuclei from cellular debris and clumped nuclei, and to separate the NeuN+ (neuronal) and NeuN− (non-neuronal) population. From each sample we collected 68,000–75,000 NeuN+ nuclei in BSA-coated tubes containing 200μL DPBS.

#### ATAC-seq

Following FANS, neuronal nuclei from the NAc were centrifuged at 2900 x g for 10 min at 4°C. Then, to perform transposition of chromatin for ATAC-seq,^19,53,115^ the supernatant was removed after centrifugation and the nuclei pellet was resuspended in 50μL of a transposase reaction mix which contained 2.5μL Tn5 Transposase enzyme and 25μL of 2xTD reaction buffer (Nextera DNA Library Preparation Kit). Transposition occurred at 37°C for 30 min, after which the DNA was purified from the samples using the MinElute PCR Purification Kit (Qiagen). A PCR reaction with the following components was used to index and amplify the transposed DNA: 10μL DNA, 5μL PCR Primer Cocktail (Illumina), 25μL NEBNext High-Fidelity 2x PCR Master Mix (New England Biolabs), and 5μL of Nextera i5 and i7 indexed amplification primers (Illumina). The cycling conditions were as follows: 72°C for 5 min, 98°C for 30 s, then 5 cycles of 98°C for 10 s, 63°C for 30 s, and 72°C for 1 min. After 5 PCR cycles, a 20-cycle qPCR reaction was performed with 5μL of PCR-amplified libraries to determine the optimal number of PCR cycles needed to achieve appropriate library concentration without losing library complexity (typically 4–5 additional cycles). Following PCR, libraries were purified with the MinElute PCR Purification kit (Qiagen). Library quality was determined with the Bioanalyzer High-Sensitivity DNA assay (Agilent), and quantification was performed with the Qubit High-Sensitivity DNA assay (Life Technologies) and by qPCR (KAPA Biosystems). 100bp, paired-end sequencing was performed on the Nova-Seq 6000 instrument at the New York Genome Center.

#### ATAC-seq analysis

Following sequencing, adapters were trimmed and sequences were aligned to the mouse reference genome (mm10 including small contigs) using BWA-MEM.^103^ Peak-calling was then performed with MACS2, as reported previously.^53^ After peak calling, peaks belonging to the Y chromosome, mitochondrial DNA, or blacklisted regions, as well as peaks not shared by at least two replicates were removed from the analysis. The featureCounts function of the Rsubreads package^107^ was used to count the reads in each peak across replicates. The resulting count matrix was analyzed using DESeq2^99^ to determine differential chromatin accessibility between cocaine and control groups separately for males, diestrus females, and proestrus females. Significant peaks were annotated to the nearest gene using ChIPpeakAnno.^104^ Motif analysis on cocaine DARs was performed using Homer.^105^ Gene enrichment analyses were performed using gProfiler^100^ and Reactome enrichment was performed in Cytoscape.^101^ Track plots of ATAC-seq data were generated using SparK.^102^ Heatmaps and histograms of ATAC-seq reads within cFos- and ΔFosB-bound regions were generated using ngs.plot.^106^ Statistical significance for overlapping genomic regions was evaluated by MCFDR,^116^ performed using the Galaxy HypERβrowser.^117^ Read numbers and quality control metrics for ATAC-seq libraries are shown in Table S8.

### QUANTIFICATION AND STATISTICAL ANALYSIS

For the ELS CPP experiment, we performed a three-way analysis of variance (ANOVA) with group, sex, and dose as factors. To analyze the effect of the estrous cycle within control females, we performed a two-way ANOVA with dose and estrous cycle stage as factors. For the X chromosome-focused CPP experiment, we first performed a one-way ANOVA based on genotype; then, within females, we performed a two-way ANOVA with genotype and estrous cycle as factors. For all multivariate ANOVA tests, we first evaluated whether the interaction term was significant, and if it was not significant we dropped the interaction term from the model, followed by an analysis of the main effects of the factors. For the within-female XO CPP analysis, we performed post-hoc t-tests to understand the genotype by estrous cycle interaction effect. For maternal behavior scores, we performed repeated-measures ANOVA tests with day and group as factors, and we also analyzed the average maternal behavior scores across the 6 days using t-tests. Statistical assessment of gene overlaps was performed using Fisher’s Exact Test (FET). The results of these tests were considered significant at a p < 0.05. Boxplots depict the 1st–3rd quartile, with the horizontal line denoting the median and the whiskers denoting 1.5 times the inter-quartile range. Statistical details can be found in the relevant results section and in the figure legends. The analyses were performed in R version 4.2.2 and the graphs were generated using the R ggplot2 package.

## Supplementary Material

Table S1

Table S3

Figures S1-S16

Table S5

Table S6

Table S7

Table S8

Table S4

Table S2

## Figures and Tables

**Figure 1.**
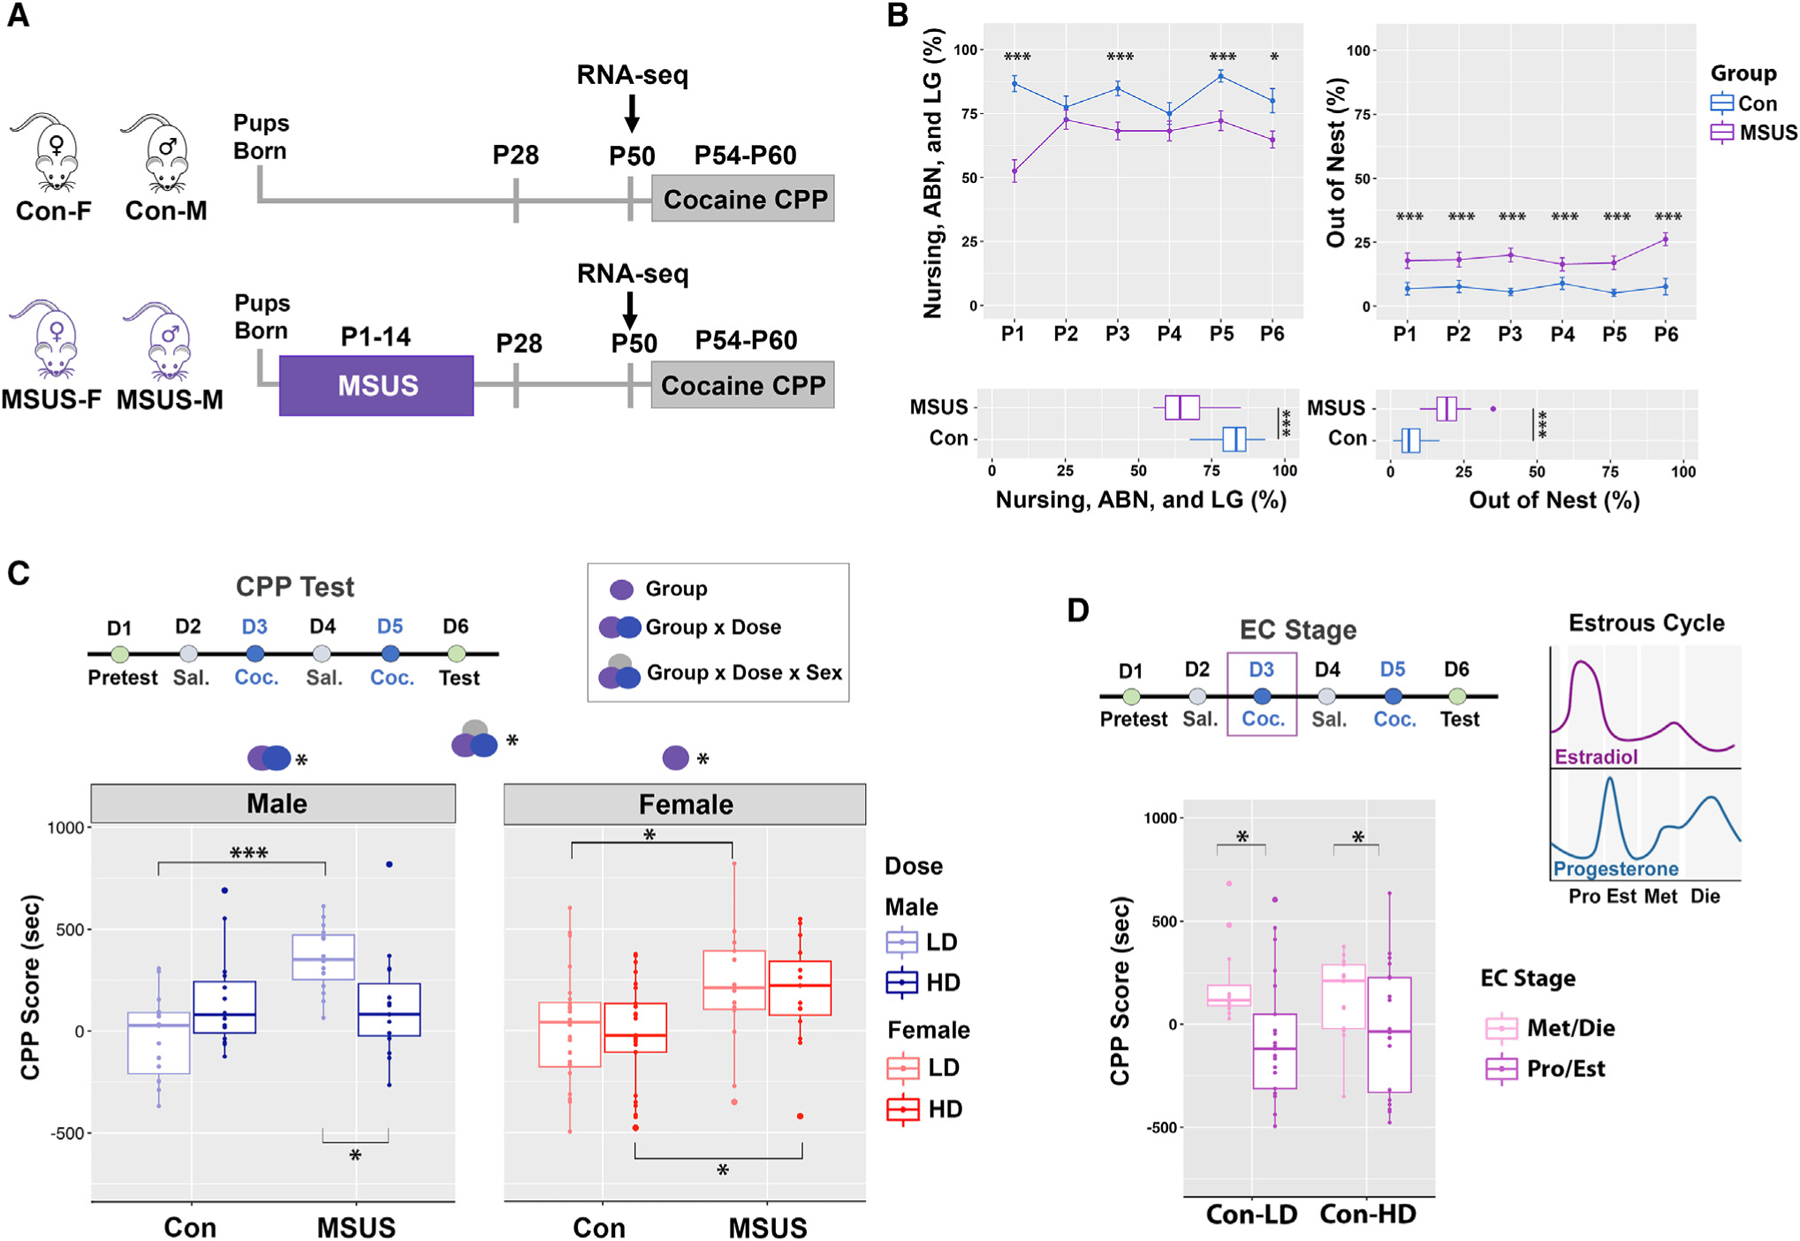
ELS alters cocaine preference in a sex- and dose-dependent manner (A) ELS study design included Con (control) and MSUS (maternal separation with maternal unpredictable stress, from postnatal [P] day 1–14) groups. (B) Maternal behavior tracking following separation included the time spent nursing, arched-back nursing (ABN), and licking/grooming (LG) across P1–P6 (upper left) and on average (lower left); and the time spent out of the nest across P1–P6 (upper right) and on average (lower right). Repeated-measures ANOVA with the Tukey’s post hoc test (upper plots; error bars, standard error); Welch’s two-sample t test (lower plots). (C and D) In the cocaine CPP test, scores were analyzed with group (Con/MSUS), sex (male/female), and dose (high/low) as factors (C, n = 15–25 animals/sex/dose/group) or, separately in control females, with dose and estrous cycle (EC) stage as factors (D, n = 12–23/stage/dose). Symbols above the graphs show significant main effects of group, sex, dose, or their interaction. Three-way ANOVA (group × dose × sex interaction); two-way ANOVA (male, female, and estrous cycle plots). Box plots: box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5× interquartile range (IQR). F, female; M, male; D, day; Sal., saline; Coc., cocaine; LD, low dose; HD, high dose; Pro, proestrus; Est, estrus; Met, metestrus; Die, diestrus. *p < 0.05; ***p < 0.001.

**Figure 2.**
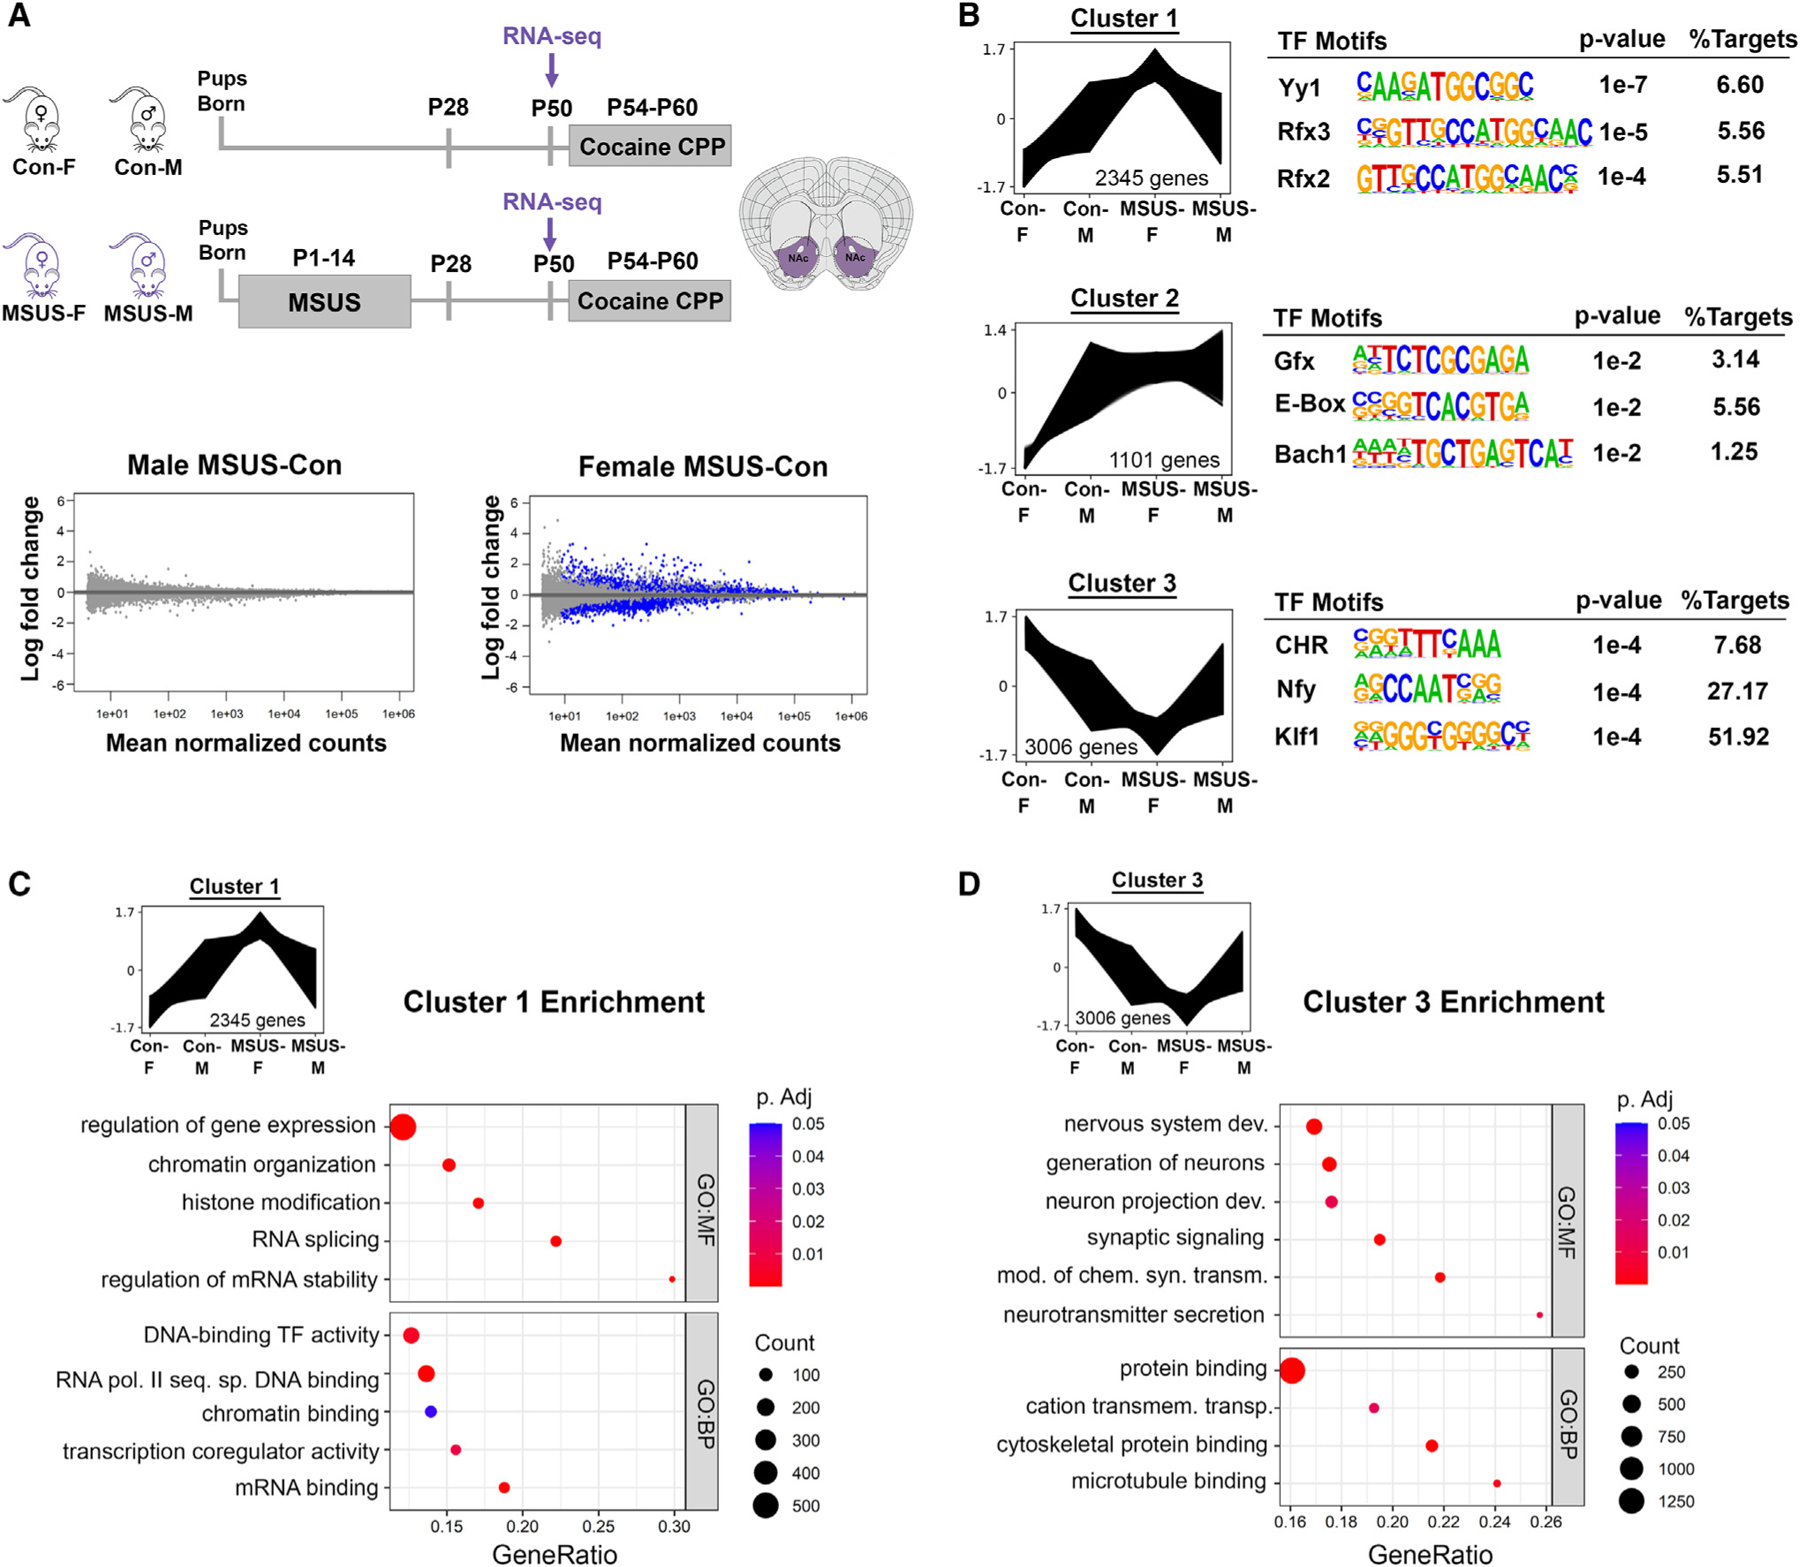
ELS results in sex-specific changes in NAc gene expression (A) RNA-seq was performed on the NAc from female and male mice in Con and MSUS groups (n = 6 animals/sex/group). Volcano plots depict differentially expressed genes across groups within males (n = 0) and females (n = 5,527); blue dots represent significant genes (p_adj_ < 0.1, DESeq2). (B) Clust identified three significant gene clusters across the four experimental conditions (left) shown with corresponding Homer-identified top-enriched binding motifs in promoter regions of cluster genes (right). (C and D) Dot plots depict select gene ontology (GO) terms for biological process (BP) and molecular function (MF) significantly enriched for cluster 1 (C) and cluster 3 (D) genes. Colors indicate adjusted p values, and dot size corresponds to gene count. Con, control; MSUS, maternal separation with unpredictable maternal stress; F, female; M, male.

**Figure 3.**
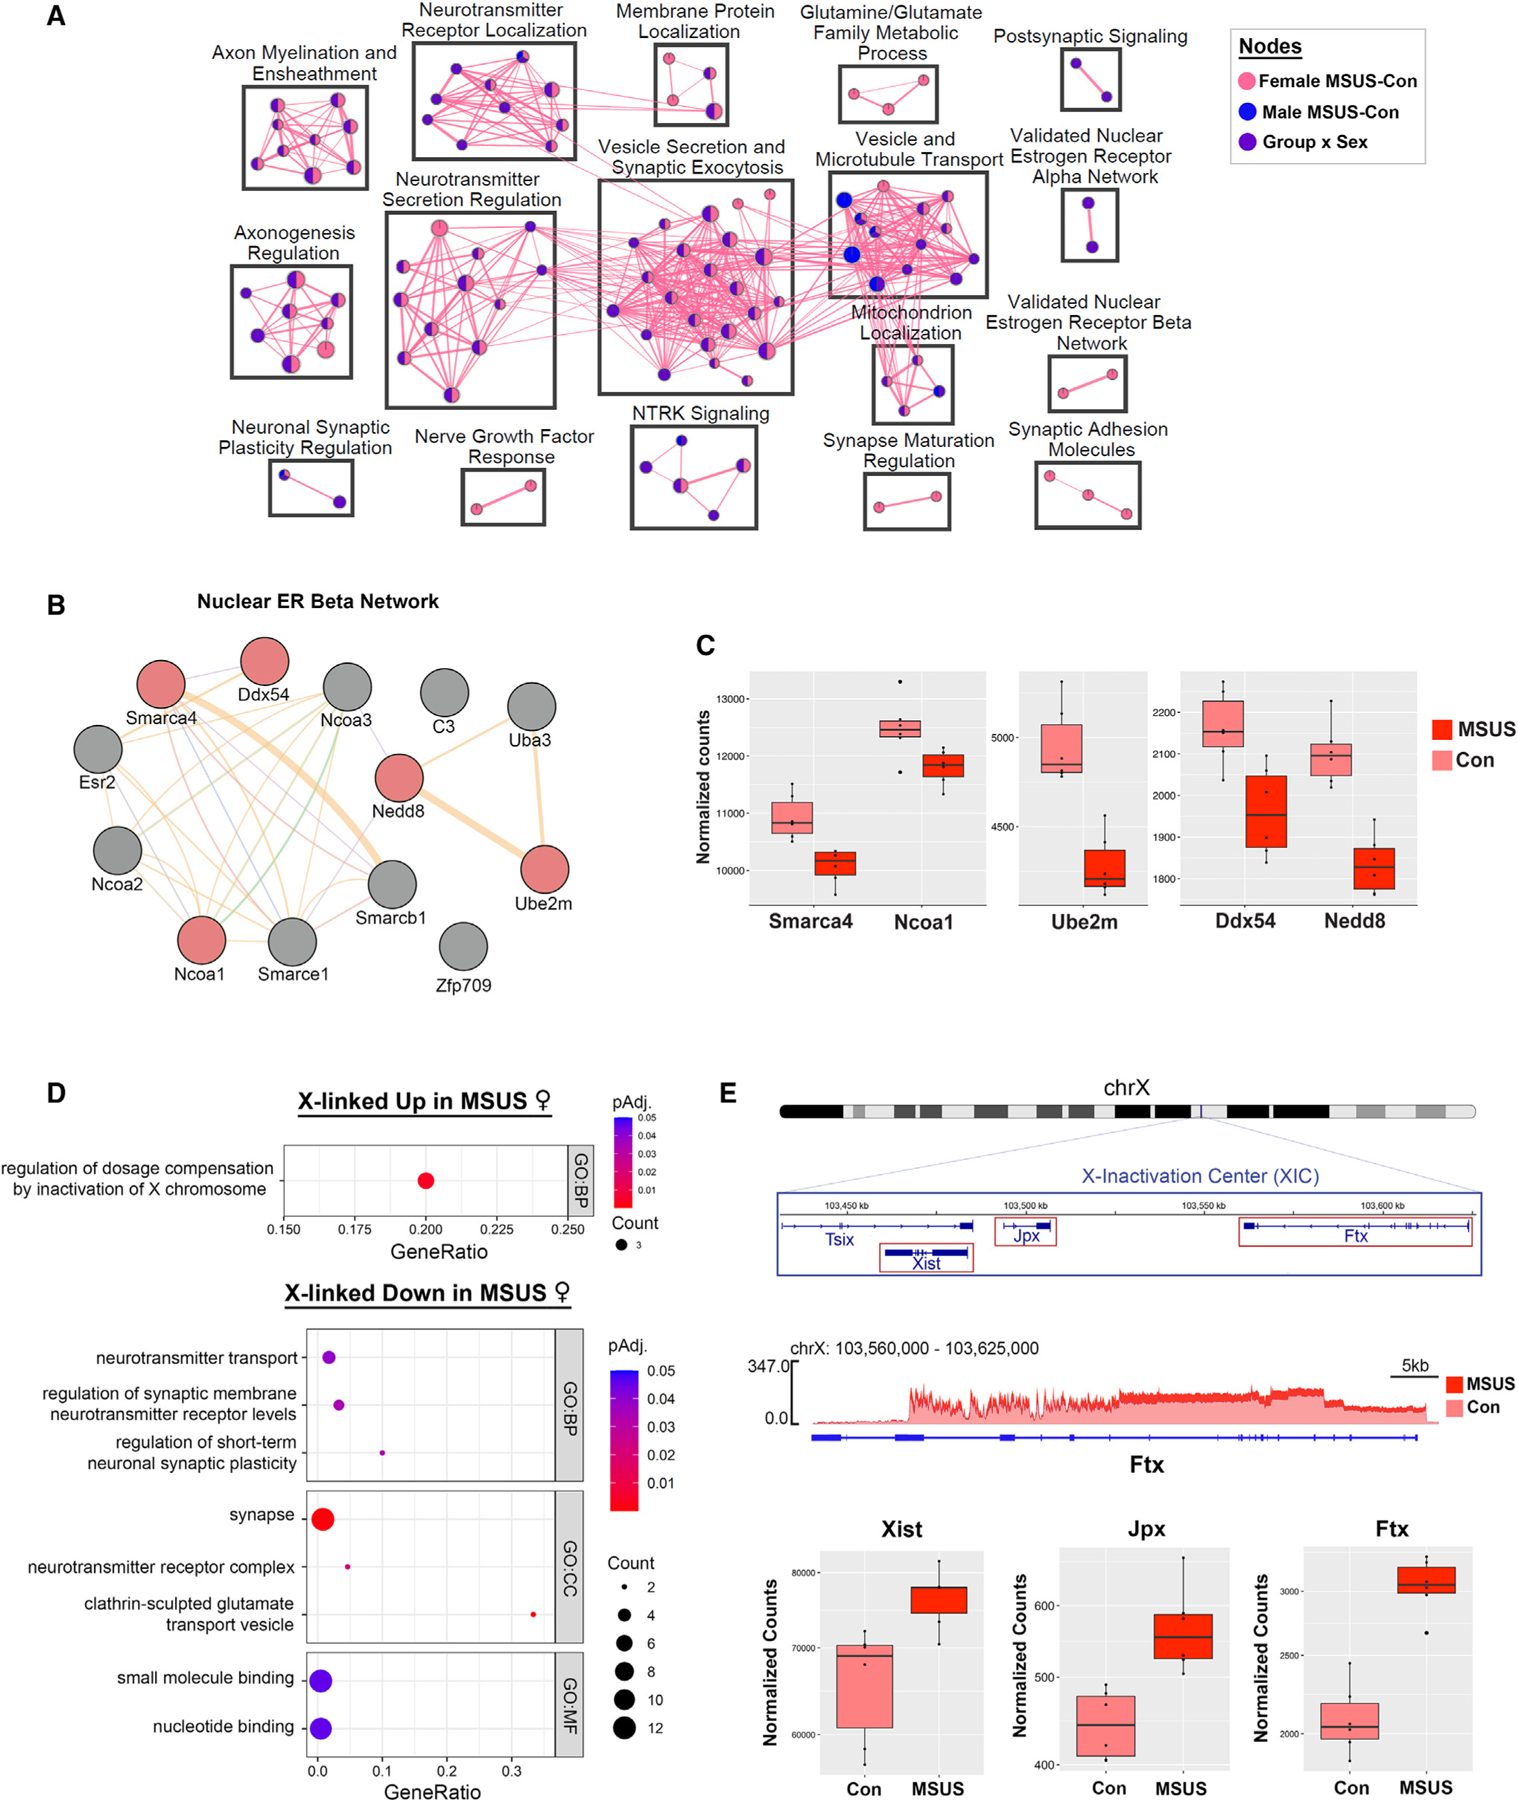
ELS affects NAc gene expression related to estrogen signaling and X chromosome regulation in females (A) Enrichment map with results for the gene set enrichment analysis. Each node in the enrichment map represents a pathway significantly enriched in one or more gene lists (denoted by node color), while edges represent genes shared between pathways. (B) The Nuclear Estrogen Receptor (ER) Beta Network pathway, significantly enriched in the female analysis, was visualized using GeneMania, with each circle representing a gene in the pathway and leading-edge genes colored green. Edges represent protein-protein interactions between pathway gene products. (C) Normalized count plots are shown for each of the leading-edge genes depicted in (B) for the female analysis, including *Smarca4* (p_adj_ = 0.0129), *Ncoa1* (p_adj_ = 0.0934), *Ube2m* (p_adj_ = 8.36e–05), *Ddx54* (p_adj_ = 0.0238), and *Nedd8* (p_adj_ = 0.00108). (D) Gene ontology (GO) analysis on X-linked genes altered in MSUS females (p_adj_ < 0.1, DESeq2) show the only term enriched in upregulated genes (top) and selected terms for biological process (BP), cellular component (CC), and molecular function (MF) enriched in downregulated genes (bottom). Colors in dot plots indicate adjusted p values, and dot size corresponds to gene count. (E) The X chromosome is shown with an inset corresponding to the X-inactivation center (XIC). *Ftx* expression in female Con and MSUS groups is shown with a SparK plot of group-average normalized RNA-seq reads across gene locus (middle, n = 6 replicates/group). Normalized count plots show expression of *Xist* (p_adj_ = 0.0226), *Jpx* (p_adj_ = 0.00163), and *Ftx* (p_adj_ = 3.31e–09) in females (bottom). Box plots: box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5× IQR. Con, controls; MSUS, maternal separation with maternal unpredictable stress.

**Figure 4.**
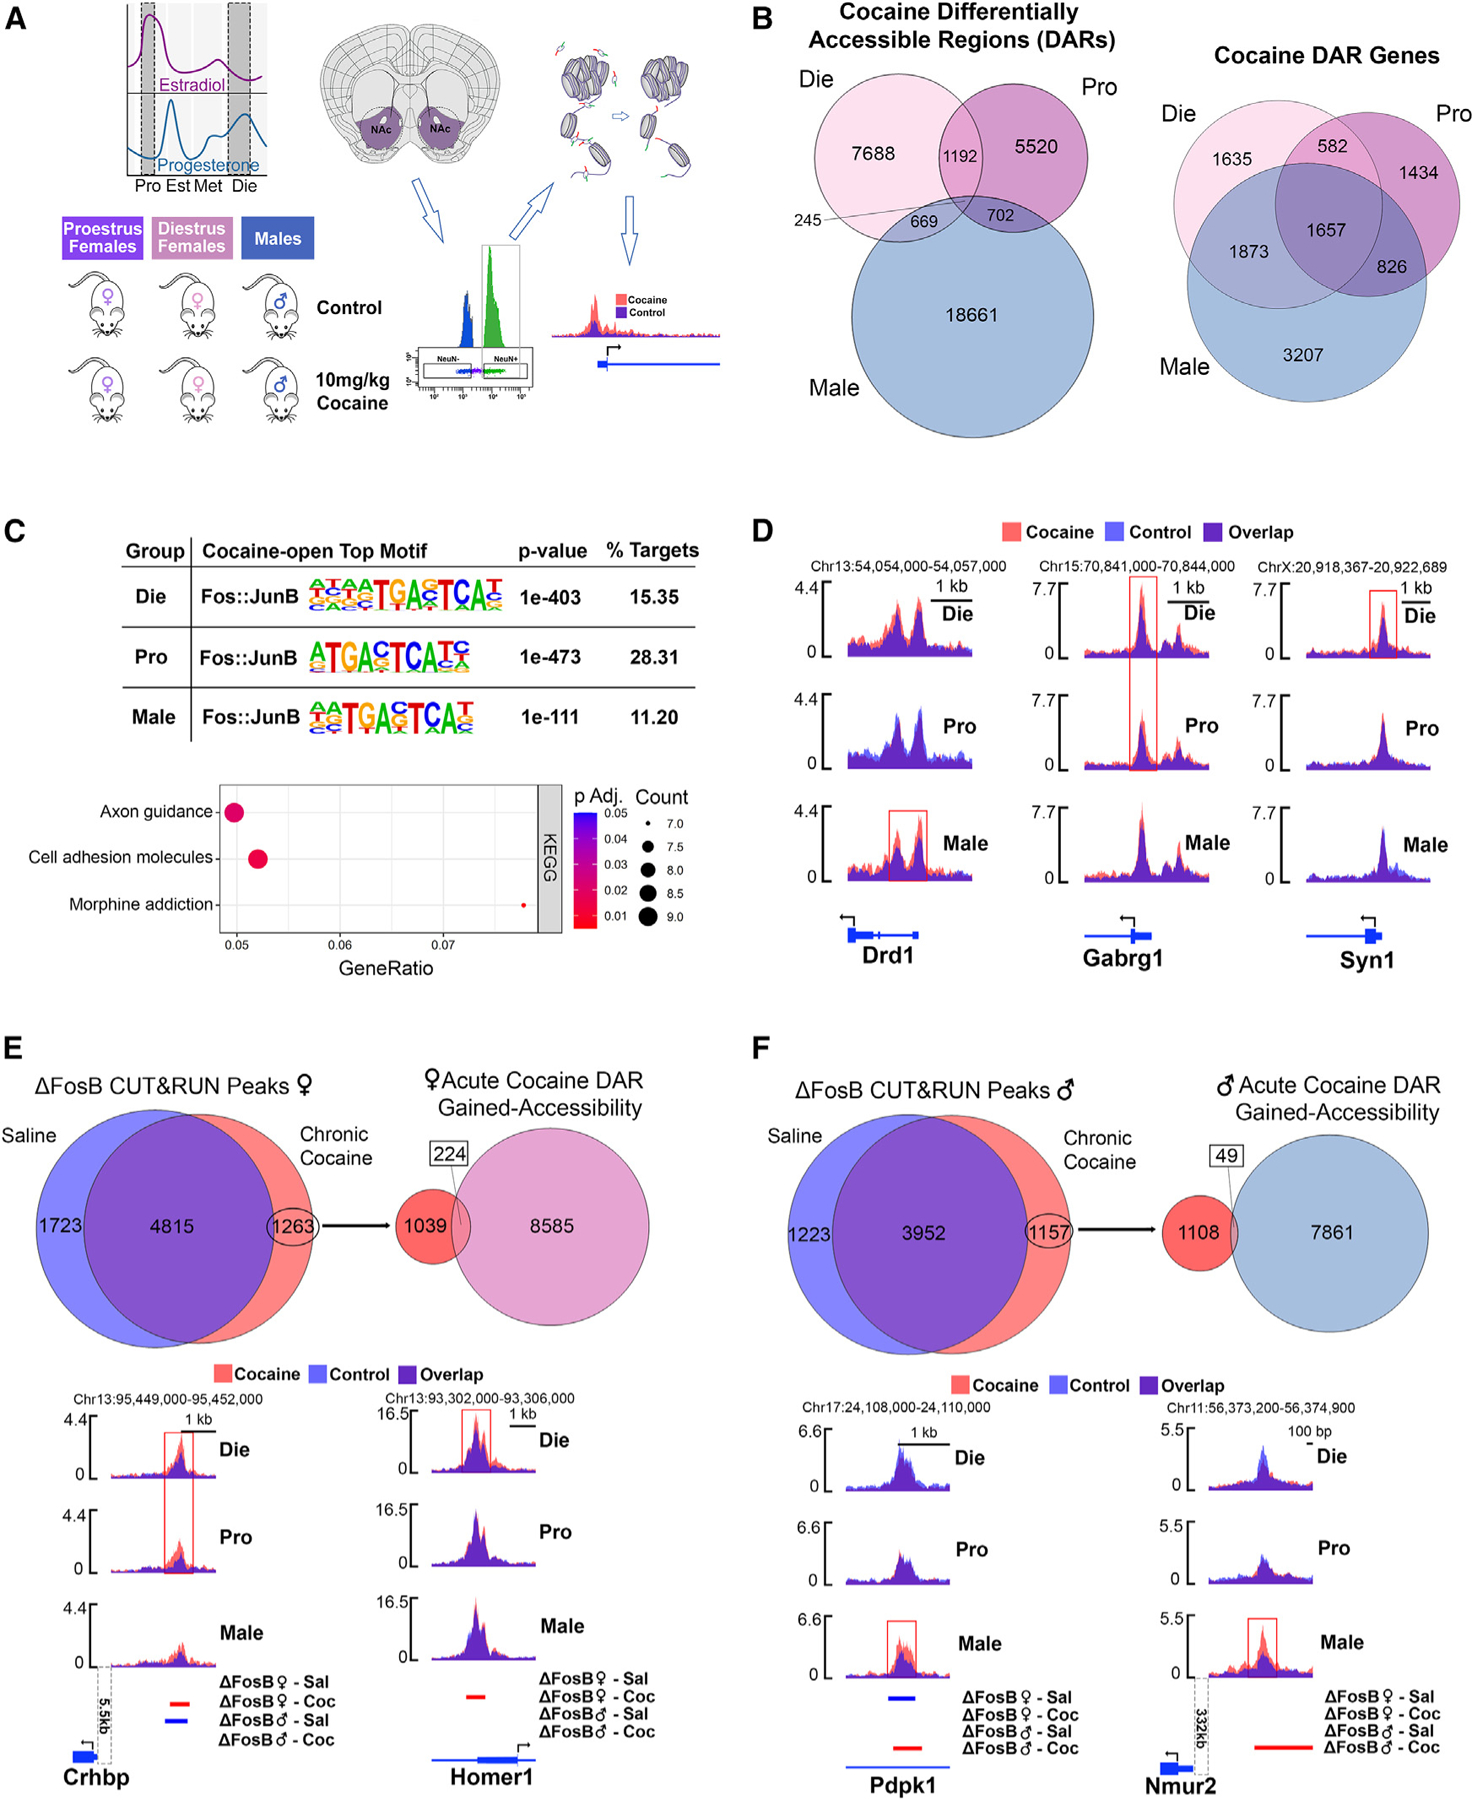
Acute cocaine exposure alters chromatin accessibility of ΔFosB binding sites in NAc neurons (A) ATAC-seq study design. Proestrus and diestrus phases of the estrous cycle are highlighted with the corresponding estradiol and progesterone levels. (B) Venn diagrams show overlaps of cocaine-induced differentially accessible regions (DARs) (left) and the corresponding genes (right) across diestrus, proestrus, and male groups. (C) Regions that gain accessibility after acute cocaine are enriched for the Fos-JunB (AP1) motif as the top motif in each group (top), and a dot plot shows the top KEGG pathways enriched in genes with cocaine-induced, AP1 motif-containing open regions in all three groups (bottom). Colors indicate adjusted p values, and dot size corresponds to gene count. (D) SparK plots are shown for sex-specific genes with gained accessibility of Fos-JunB motifs after acute cocaine, including regions near *Drd1* (left), *Gabrg1* (middle), and *Syn1* (right). Red boxes depict cocaine-induced DARs. (E and F) We then overlapped CUT&RUN data^54^ of ΔFosB binding in (E) female and (F) male NAc Drd1-expressing medium spiny neurons after chronic cocaine exposure with our ATAC-seq data on NAc neurons from females and males after acute cocaine treatment, respectively. For both females (E) and males (F), we focused on regions specifically bound by ΔFosB in the chronic cocaine condition (left Venn diagram) and overlapped them with regions that gain accessibility after acute cocaine (right Venn diagram). Shown below are exemplary SparK plots of overlapping genes including: (E) female-specific regions of *Crhbp* (left) and near *Homer1* (right); and (F) male-specific regions of *Pdpk1* (left) and upstream of *Nmur2* (right). Red boxes depict cocaine-induced DARs; bed tracks below depict ΔFosB binding in chronic cocaine and chronic saline conditions for males and females. SparK plots depict group-average normalized ATAC-seq reads (n = 2–3 replicates or 6–9 animals/group). Die, diestrus; Pro, proestrus; Male, males.

**Figure 5.**
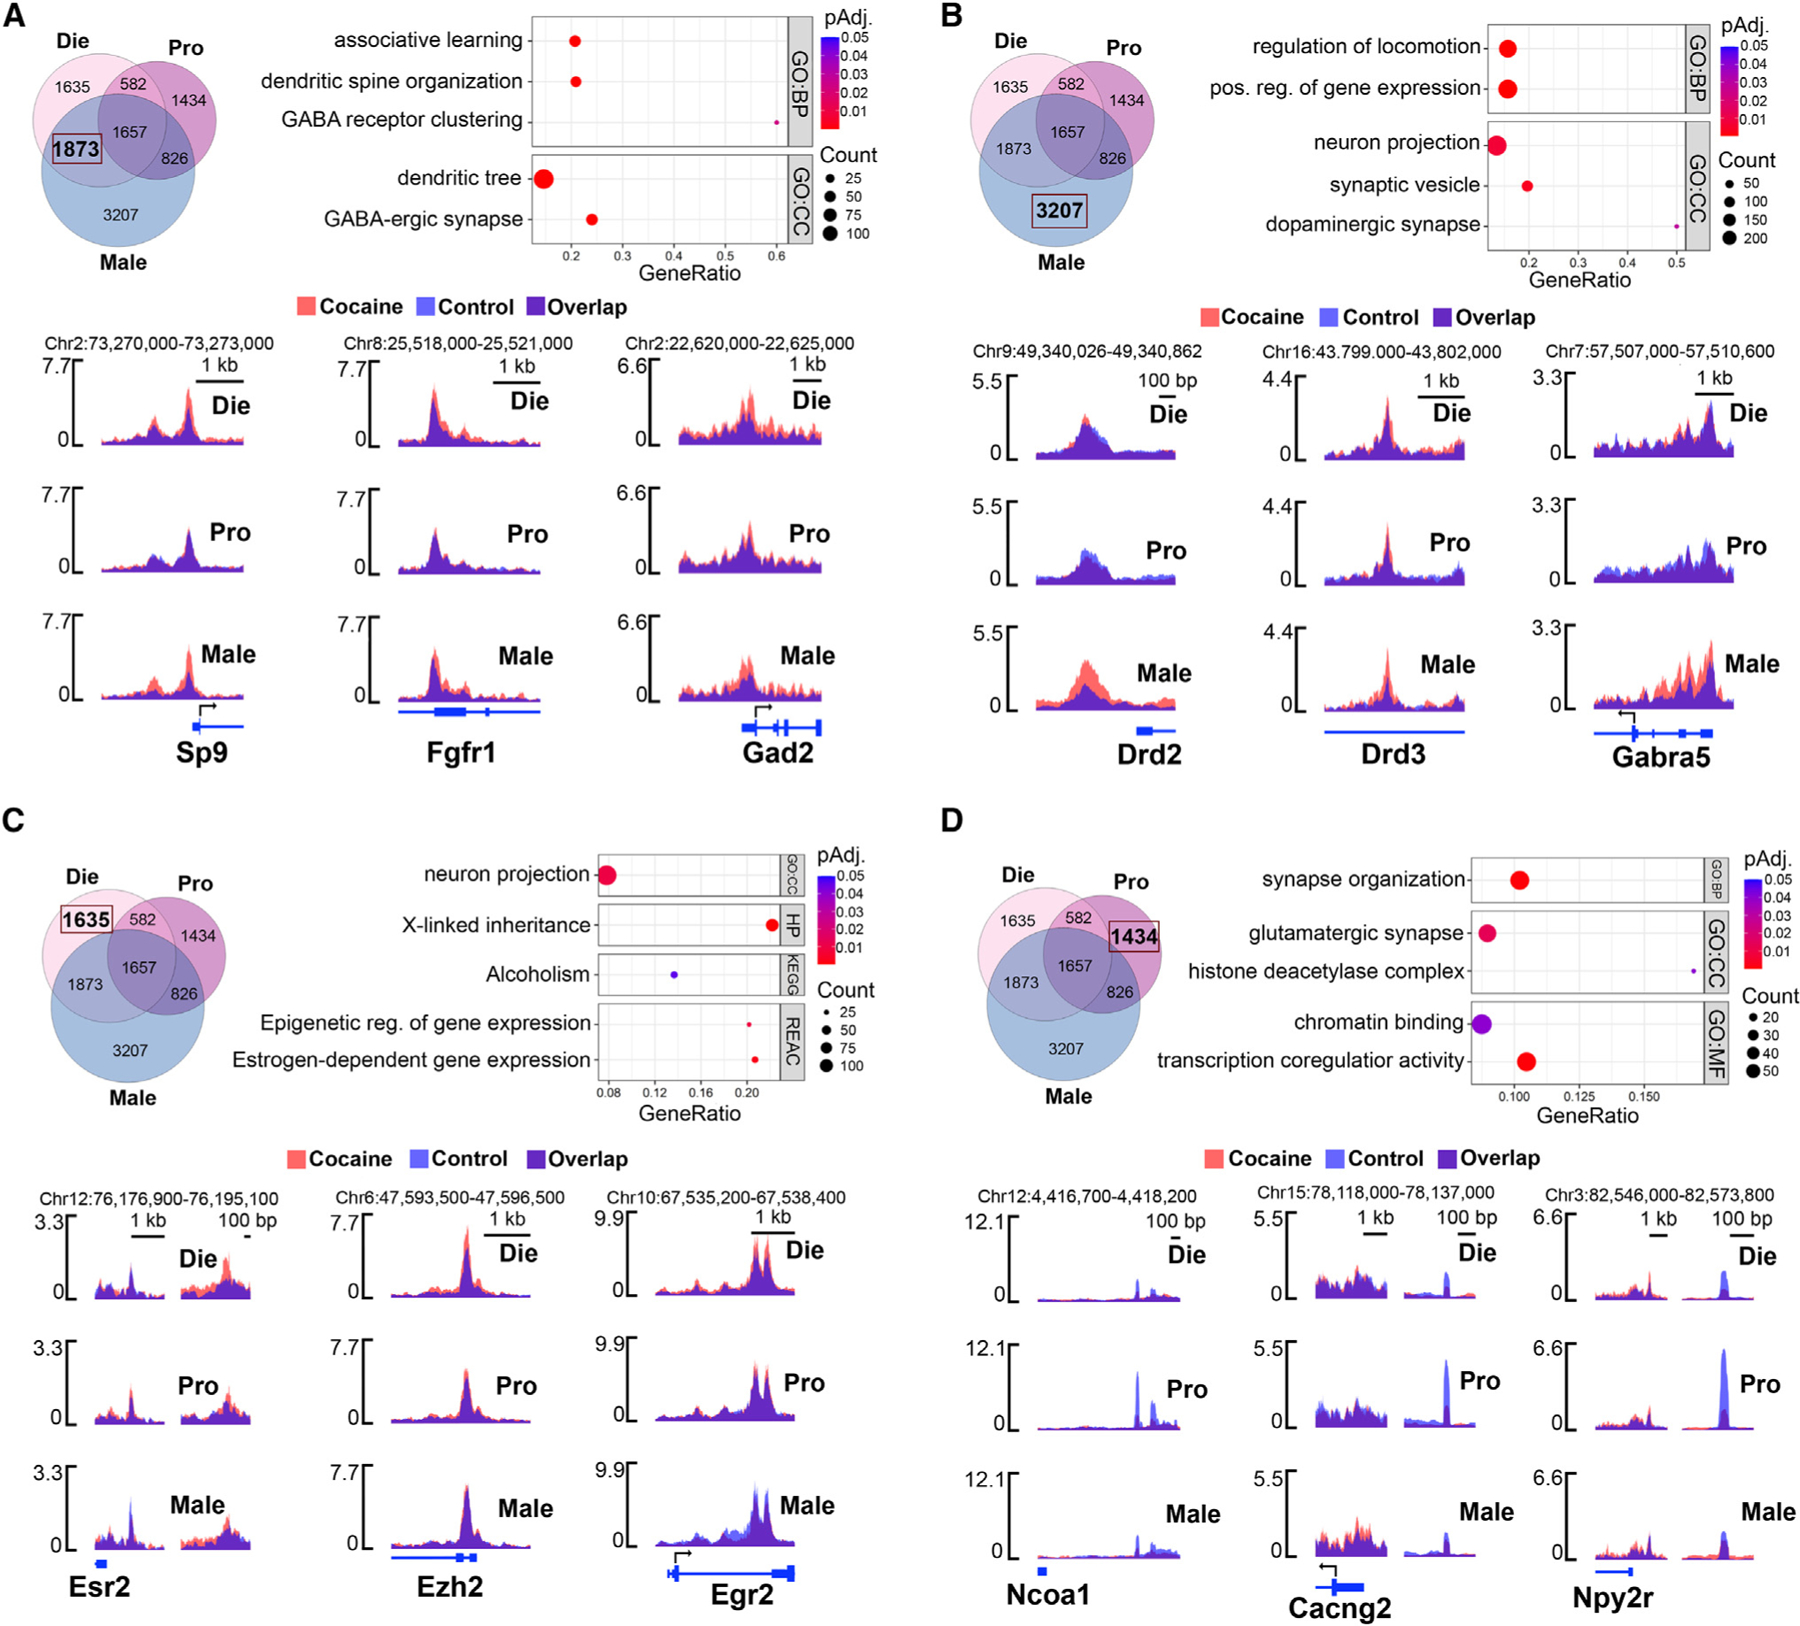
Acute cocaine alters chromatin accessibility in a sex- and estrous cycle stage-specific manner (A–D) For each panel, Venn diagrams (left) show overlapping genes corresponding to cocaine-induced differentially accessible regions (DARs) across groups, while dot plots (right) show select terms enriched in genes that are: (A) shared by males and diestrus females, but not proestrus females; (B) male specific; (C) diestrus specific; and (D) proestrus specific. SparK plots are shown below for: (A) male-diestrus overlapping genes that gain accessibility including *Sp9* (left), *Fgfr1* (middle), and *GAD2* (right); (B) male-specific genes that gain accessibility including *Drd2* (left), *Drd3* (middle), and *Gabra5* (right); (C) diestrus-specific genes that gain accessibility including *Esr2* (left), *Ezh2* (middle), and *Egr2* (right); (D) proestrus-specific genes that lose accessibility including *Ncoa1* (left), *Cacng2* (middle), and *Npy2r* (right). In dot plots, colors indicate adjusted p values, and dot size corresponds to gene count. Die (light pink), diestrus; Pro (purple), proestrus; Male (blue), males. SparK plots depict group-average normalized ATAC-seq reads (n = 2–3 replicates; 6–9 animals/group). GO, gene ontology; BP, biological process; CC, cellular component; MF, molecular function; HP, Human Protein Atlas; REAC, Reactome.

**Figure 6.**
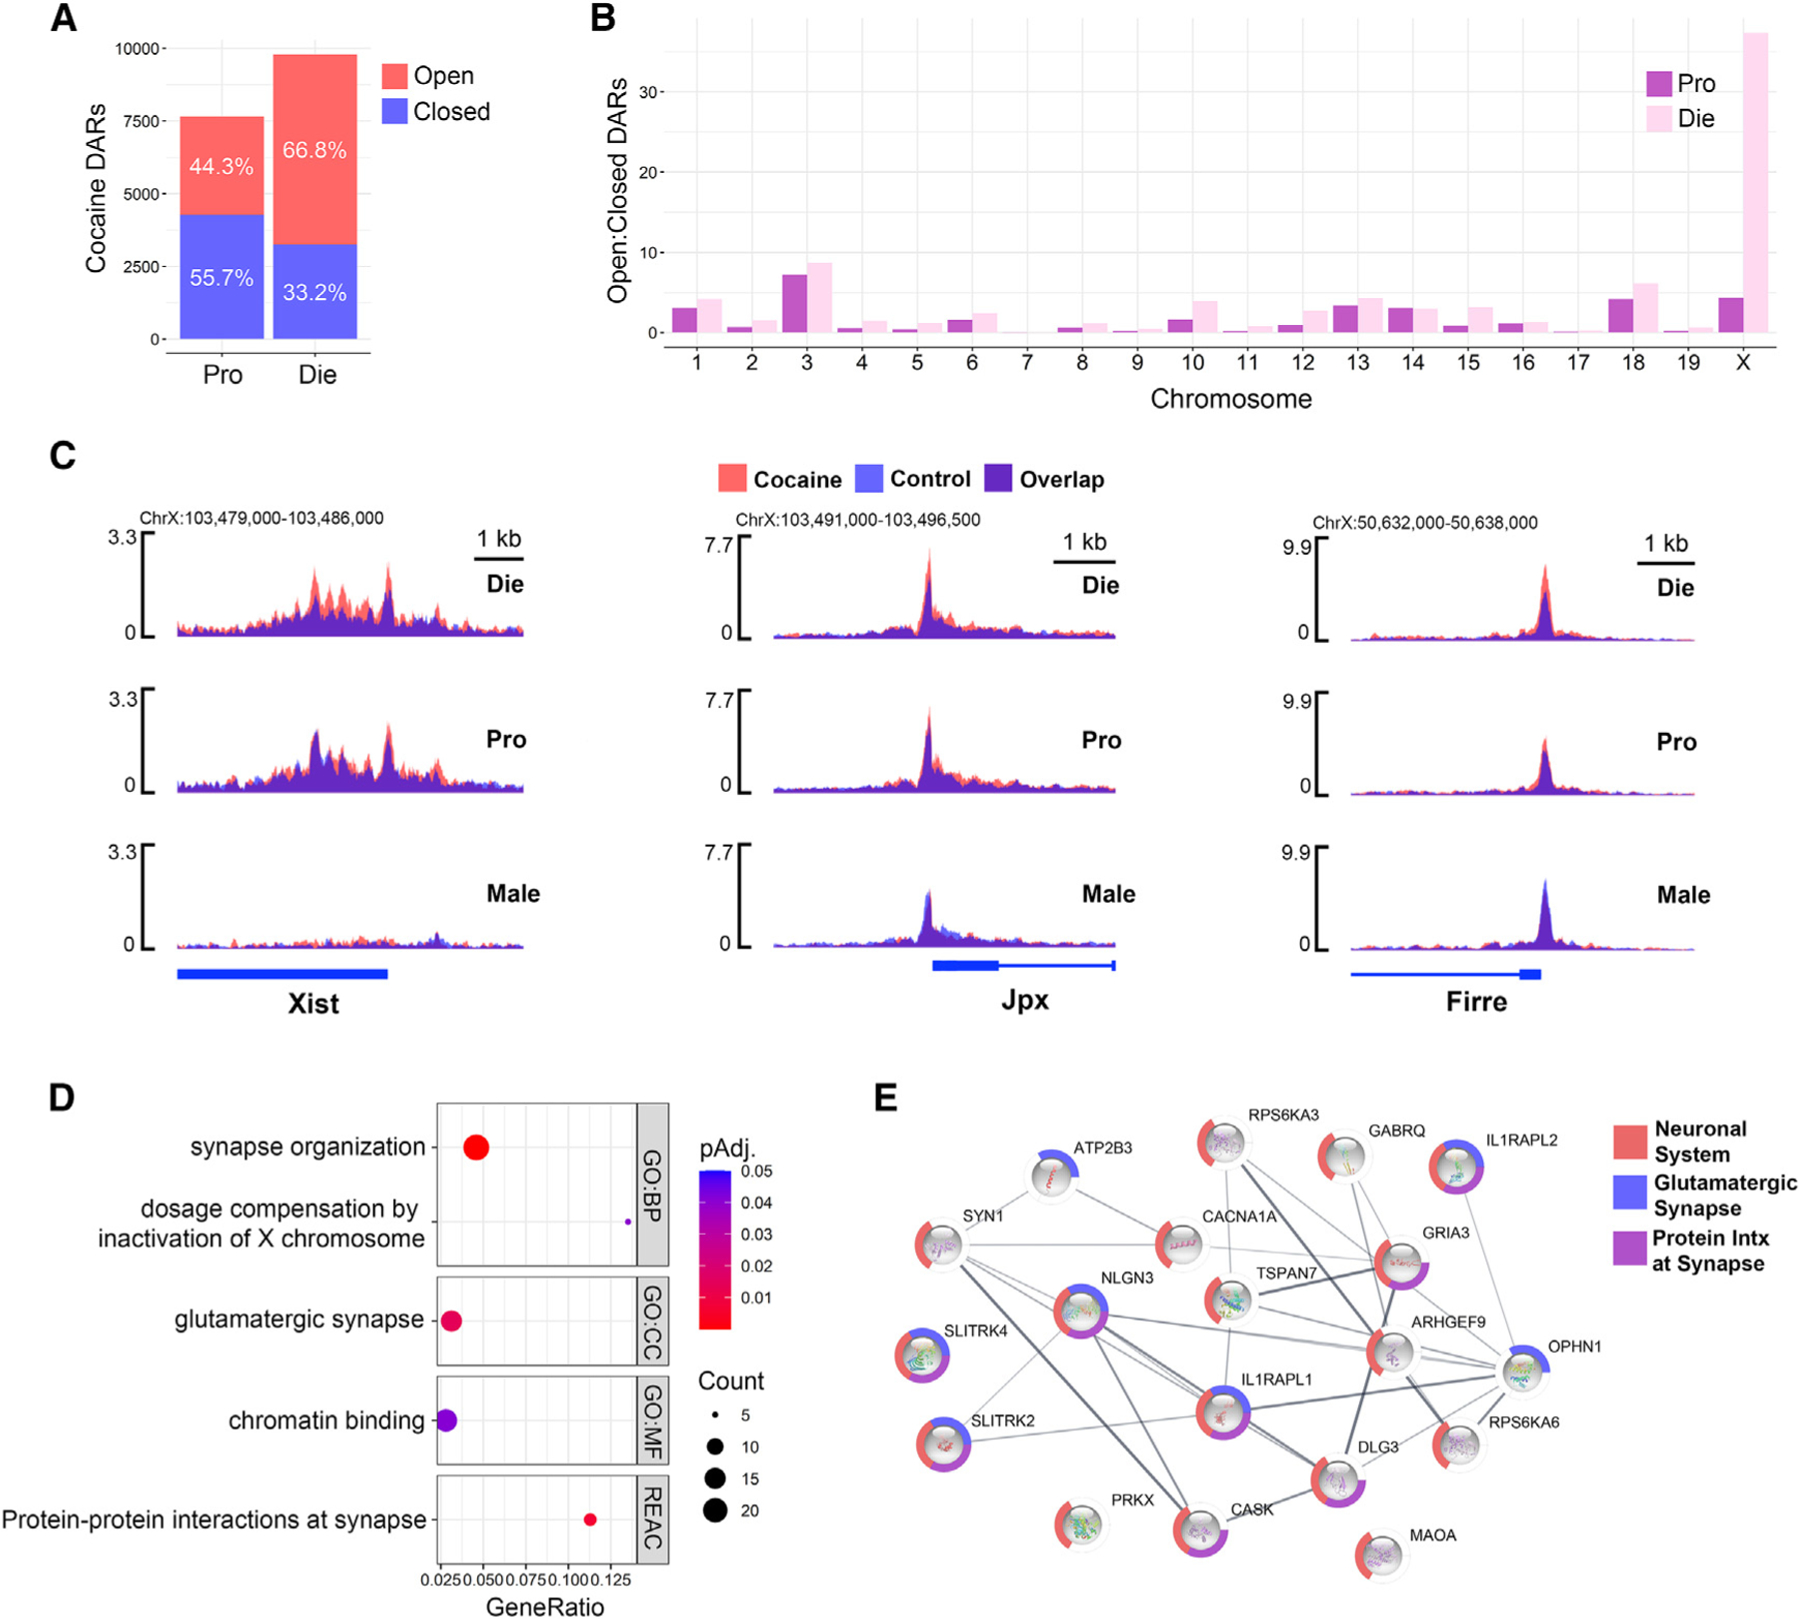
The role of the X chromosome in cocaine response is estrous cycle dependent (A) Among cocaine-induced differentially accessible regions (DARs), more chromatin regions become open (red) than closed (blue) in diestrus, while the opposite occurs in proestrus. (B) Across chromosomes, the ratio of open to closed cocaine-induced DARs is only skewed on the X chromosome for diestrus but not proestrus. (C) SparK plots of group-average normalized ATAC-seq reads (n = 2–3 replicates or 6–9 animals/group) are shown for the transcription start sites of the X-linked long non-coding RNAs Xist (left), Jpx (middle), and Firre (right). (D and E) For X-linked genes with diestrus cocaine-induced DARs: (D) enrichment analysis shows select gene ontology (GO) terms for biological process (BP), cellular component (CC), and molecular function (MF), together with Reactome (REAC) pathways. Colors indicate adjusted p values, and dot size corresponds to gene count. (E) Reactome pathways were visualized using String, with nodes corresponding to genes color coded by pathway and edges corresponding to protein-protein interactions between gene products.

**Figure 7.**
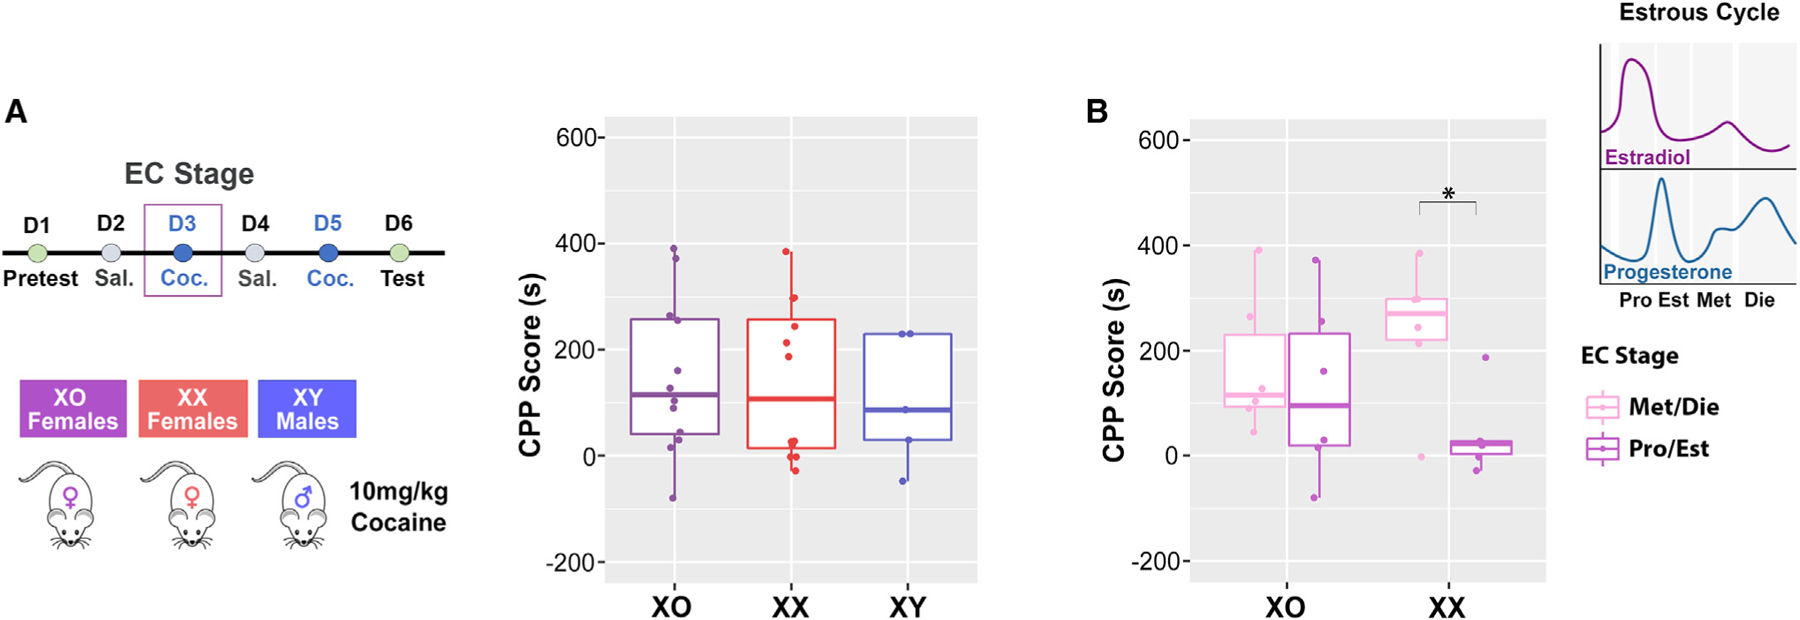
The estrous cycle’s effect on cocaine CPP requires Xi chromosome (A) The CPP test was performed with 39,XO females, XX females, and XY males (left) and analyzed in all three groups using one-way ANOVA (n = 12 females/group; n = 5 males/group, right). (B) The analysis was repeated in female mice with two-way ANOVA and group and estrous cycle (EC) stage as factors (n = 6 mice/stage/group). *p < 0.05, Welch’s post hoc two-sample t test. Box plots: box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5× IQR. Pro, proestrus; Est, estrus; Met, metestrus; Die, diestrus.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		

Mouse anti-NeuN-AlexaFluor-488	Millipore	Cat#MAB377X; RRID: AB_2149209
Mouse IgG1-k-AlexaFluor-488	Millipore	Cat#FCMAB310A4; RRID: AB_10806480

Chemicals, peptides, and recombinant proteins		

Cocaine-HCl	Fagron	Cat#800006

Critical commercial assays		

RNA HyperPrep Kit with RiboErase	KAPA Biosystems	Cat#KK8560
Nextera DNA Library Preparation Kit	Illumina	Cat#FC-121-1030

Deposited data		

ATAC-seq and RNA-seq data	This paper	GEO: GSE229696
cFos ChIP-seq data	Malik et al. (^68^)	GEO: GSE60192
ΔFosB CUT&RUN data	Yeh et al. (^54^)	GEO: GSE197668
GRCm38 mm10 mouse reference genome	Genome Reference Consortium	ncbi.nlm.nih.gov/assembly/GCF_000001635.20/
GENCODE M15 gtf file	Genome Reference Consortium	https://www.gencodegenes.org/mouse/release_M15.html

Experimental models: Organisms/strains		

Mouse: C57BL/6J	The Jackson Laboratory	Strain#000664; RRID: IMSR_JAX:000664
Mouse: C57Bl/6J x CBA/CaGnLeJ	The Jackson Laboratory	Strain#036414; RRID: IMSR_JAX:036414

Software and algorithms		

Star	Dobin et al. (^98^)	https://github.com/alexdobin/STAR
DEseq2	Love et al. (^99^)	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Clust	Abu-Jamous et al. (^30^)	https://github.com/BaselAbujamous/clust
gProfiler	Raudvere et al. (^100^)	https://biit.cs.ut.ee/gprofiler/gost
GSEA	Subramanian et al. (^34^)	https://www.gsea-msigdb.org/gsea/index.jsp
Cytoscape	Shannon et al. (^101^)	https://cytoscape.org/
SparK	Kurtenbach et al. (^102^)	https://github.com/harbourlab/SparK
BWA-MEM	Li (^103^)	https://github.com/lh3/bwa
ChIPpeakAnno	Zhu et al. (^104^)	https://bioconductor.org/packages/release/bioc/html/ChIPpeakAnno.html
Homer	Heinz et al. (^105^)	http://homer.ucsd.edu/homer/motif/
ngs.plot	Shen et al. (^106^)	https://github.com/shenlab-sinai/ngsplot
Rsubreads	Liao et al. (^107^)	https://bioconductor.org/packages/release/bioc/html/Rsubread.html

# Supplementary material for: Early-life stress and ovarian hormones alter transcriptional regulation in the nucleus accumbens resulting in sex-specific responses to cocaine
**Source:** Cell Rep. Author manuscript; Available in PMC 2023 Dec 28.
**Supplement:** Figures S1-S16

**Supplemental information**

**Early-life stress and ovarian hormones alter  
transcriptional regulation in the nucleus accumbens  
resulting in sex-specific responses to cocaine**

**Devin Rocks, Ivana Jaric, Fabio Bellia, Heining Cham, John M. Greally, Masako Suzuki, and Marija Kundakovic**

## Supplementary Information

### This PDF file includes:

#### **Supplementary Figures**

**Supplementary Figure 1, related to Figure 1:** Estrous cycle stage determination and corresponding estradiol levels

**Supplementary Figure 2, related to Figure 2:** Sex differences in NAc gene expression

**Supplementary Figure 3, related to Figure 2:** Early-life stress and sex interact to alter NAc gene expression

**Supplementary Figure 4, related to Figure 2:** Shared effects of early-life stress on female NAc gene expression across study paradigms

**Supplementary Figure 5, related to Figure 2:** Examples of genes in the identified coexpression clusters

**Supplementary Figure 6, related to Figure 2:** Yy1 and Klf-family transcription factors are downregulated in the female NAc by early-life stress.

**Supplementary Figure 7, related to Figure 3:** Early life stress alters genes involved in X-inactivation and X-linked genes involved in synaptic function in the female NAc

**Supplementary Figure 8, related to Figure 4:** Acute cocaine exposure reduces sex differences in NAc chromatin accessibility

**Supplementary Figure 9, related to Figure 4:** Group overlaps and shared enrichment of genes with cocaine differentially accessible regions (DARs)

**Supplementary Figure 10, related to Figure 4:** Association of chromatin accessibility changes with gene expression in the NAc

**Supplementary Figure 11, related to Figure 4:** Accessible chromatin after acute cocaine in the NAc overlaps more strongly with  $\Delta$ FosB-bound regions than cFos-bound regions

**Supplementary Figure 12, related to Figure 5:** Regions more accessible in proestrus female controls become less accessible after acute cocaine exposure

**Supplementary Figure 13, related to Figure 6:** Chromatin regions surrounding gene promoters are less accessible after acute cocaine in proestrus females

**Supplementary Figure 14, related to Figure 6:** Promoter regions of autosomal genes involved in X-inactivation are more accessible after cocaine in diestrus females

**Supplementary Figure 15, related to Figure 1:** Cocaine conditioned place preference (CPP) paradigm

**Supplementary Figure 16, related to Figure 4:** Purification of neuronal (NeuN+) nuclei with fluorescence-activated nuclei sorting (FANS)

## **Supplementary Tables**

**Supplementary Table 1, related to Figure 1:** Summary statistics for the cocaine CPP test ([uploaded as a separate excel file](#))

**Supplementary Table 2, related to Figure 2:** Results of gene expression analyses in the NAc ([uploaded as a separate excel file](#))

**Supplementary Table 3, related to Figure 3:** Gene set enrichment analysis (GSEA) Enrichment Map data for Females, Males, and Group x Sex interaction genes ([uploaded as a separate excel file](#))

**Supplementary Table 4, related to Figure 4:** Results for differential chromatin accessibility analysis in the NAc ([uploaded as a separate excel file](#))

**Supplementary Table 5, related to Figure 4:** Linear regression statistics for the association between chromatin accessibility and gene expression ([uploaded as a separate excel file](#))

**Supplementary Table 6, related to Figure 4:** Cocaine differentially accessible regions (DARs) with AP-1 binding sites and DARs overlapping  $\Delta$ FosB-bound regions ([uploaded as a separate excel file](#))

**Supplementary Table 7, related to Figures 2-3:** RNA-seq data basic information for the early-life stress experiment ([uploaded as a separate excel file](#))

**Supplementary Table 8, related to Figures 4-6:** ATAC-seq data basic information for the acute cocaine treatment experiment ([uploaded as a separate excel file](#))

## Supplementary Figure 1

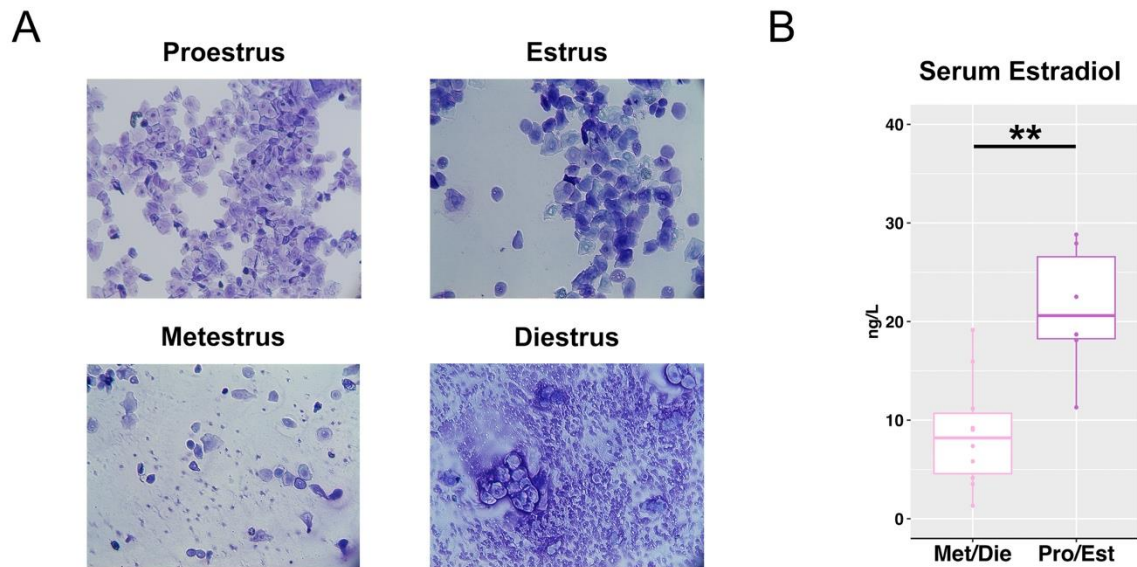

**Supplementary Figure 1. Estrous cycle stage determination and corresponding estradiol levels.** (A) Representative images of vaginal smears stained with crystal violet exhibiting the cell type composition characteristic of each of the four phases of the estrous cycle, including the proestrus phase characterized by mostly nucleated epithelial cells (top-left), the estrus phase characterized by mostly cornified epithelial cells (top-right), and the metestrus (bottom-left) and diestrus phases (bottom-right) which have both nucleated and cornified epithelial cells as well as leukocytes, with diestrus being distinct in having a greater proportion of leukocytes. (B) ELISA analysis demonstrates animals grouped into the Proestrus/Estrus group (Pro/Est) have higher serum estradiol levels than those in the Metestrus/Diestrus group (Met/Die). \*\*  $p < 0.01$ ; Welch two-sample T-test. Box plots (box, 1<sup>st</sup>–3<sup>rd</sup> quartile; horizontal line, median; whiskers, 1.5 $\times$  IQR).

## Supplementary Figure 2

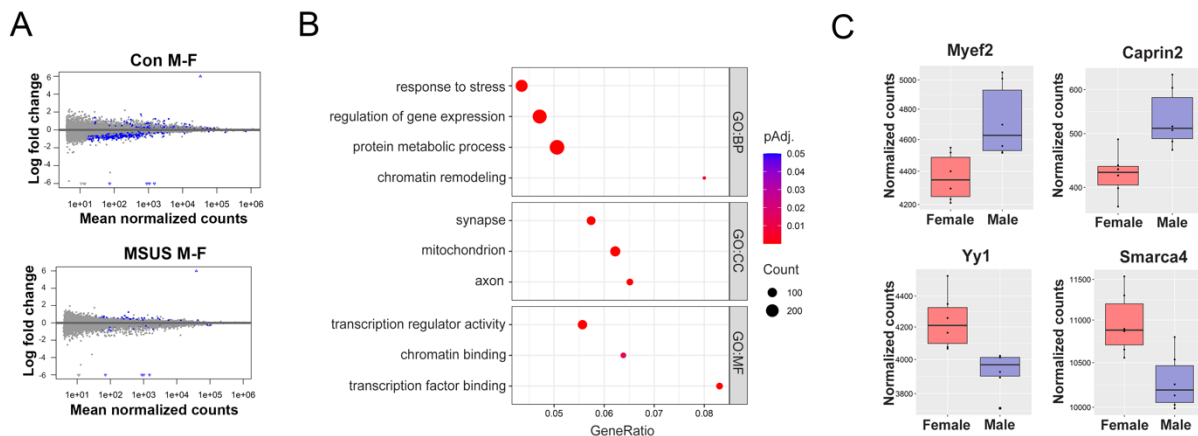

**Supplementary Figure 2. Sex differences in NAc gene expression.** (A) RNA-seq was performed on the NAc from female (F) and male (M) mice of the control (Con) and maternal separation combined with unpredictable maternal stress (MSUS) group ( $n = 6$  animals/sex/group). Volcano plots depict differentially expressed genes across sex in the Con group ( $n = 1508$ ), and in the MSUS group ( $n = 163$ ); blue dots represent significant genes ( $p_{adj} < 0.1$ ). (B) Dotplot depicting select gene ontology (GO) terms for biological process (BP), cellular compartment (CC), and molecular function (MF) significantly enriched in the genes ( $n=1508$ ) differentially expressed between Con males and females in the NAc. Colors indicate adjusted  $p$ -values and dot size corresponds to gene count. (C) Example genes with differential expression across sex in the Con NAc including *Myef2* ( $p_{adj} = 0.0978$ , top left) and *Caprin2* ( $p_{adj} = 0.0208$ , top right), more highly expressed in males than females, as well as *Yy1* ( $p_{adj} = 0.0663$ , bottom left) and *Smarca4* ( $p_{adj} = 0.0859$ , bottom right), more highly expressed in females than in males. Notably, the *Yy1* transcription factor is implicated in driving the transcriptional effects of early-life stress in females (Figure 2). Box plots (box, 1<sup>st</sup>–3<sup>rd</sup> quartile; horizontal line, median; whiskers, 1.5x IQR). Normalized counts, count data normalized using DESeq2's median ratio normalization method.

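Of the 4 example genes, 1 passed over all genes in the fit of the 12 Con animals. Caprin2 (ENSMUSG00000030309.16; chromosome 6, 148842492 to 148896237) had 426 ± 40.3 normalized counts in Con females and 538 ± 70.3 in Con males (SD, n = 6), a log2 fold change of −0.33 (standard error 0.088, adjusted p = 0.0967 from edgeR's quasi-likelihood test), and of the 12 fits that each left out 1 animal it passed only without Con male 5, at −0.36. Myef2 (chromosome 2, 125084628 to 125123661) had 4384 ± 147 and 4743 ± 246, a log2 fold change of −0.11 (standard error 0.040, adjusted p = 0.192 from edgeR's quasi-likelihood test). Yy1 and Smarca4 were higher in females, with log2 fold changes of 0.12 (standard error 0.037, adjusted p = 0.132 from edgeR's quasi-likelihood test) and 0.099 (standard error 0.037, adjusted p = 0.192 from edgeR's quasi-likelihood test). With offsets for GC content and gene length, Myef2 turned to 0.15 and Smarca4 to −0.010.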

## Supplementary Figure 3

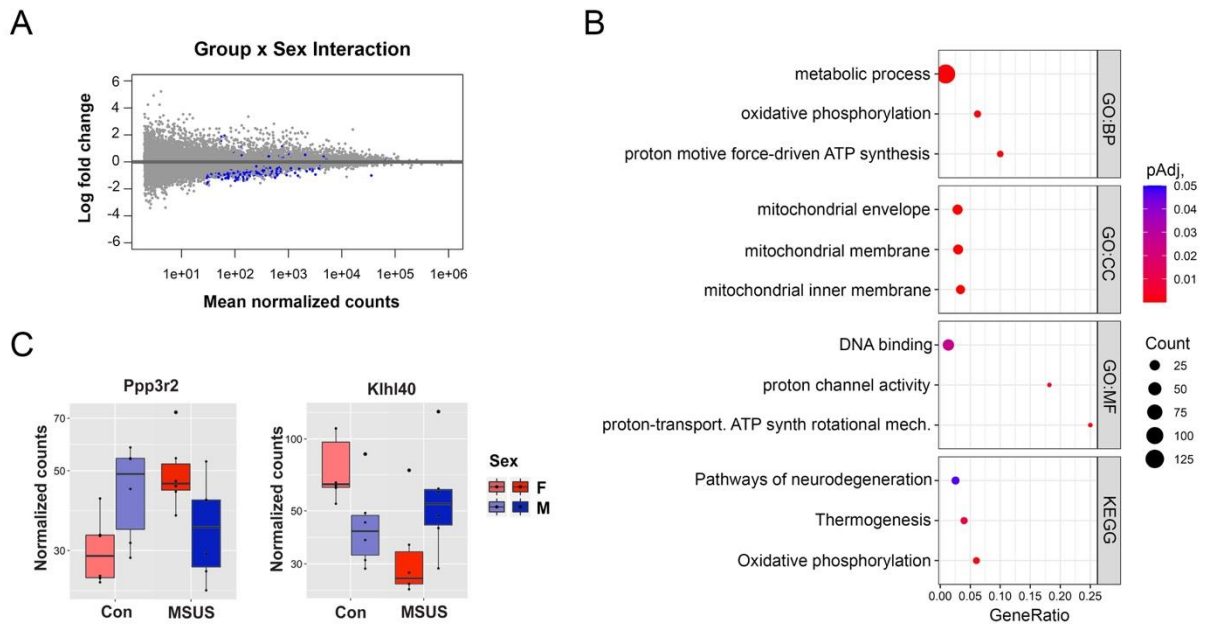

### Supplementary Figure 3. Early-life stress and sex interact to alter NAc gene expression.

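The metabolic terms of Fig. S3B include oxidative phosphorylation. Of its genes, chosen by symbol, 89 were tested in females, where 7 were higher in MSUS and the mean log2 fold change was −0.14 (adjusted p = 3.72e-21 by limma's camera). In the interaction, 5 of 90 had a higher MSUS effect in females than in males, with a mean difference of −0.17 (adjusted p = 1.73e-17 by limma's camera). In that fit with spliced share as a covariate, the mean difference was −0.0045 and did not pass. With spliced share as a covariate in the female fit, the mean log2 fold change was −0.10 (adjusted p = 1.34e-07 by limma's camera). Over the other alternatives the female adjusted p ran from 4.90e-23 to 0.184.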

**(A)** Volcano plot depicts differentially expressed genes identified in the Group x Sex interaction analysis ( $n = 455$ ); blue dots represent significant genes ( $p_{\text{adj}} < 0.1$ ). **(B)** Dotplot depicting select gene ontology (GO) terms for biological process (BP), cellular compartment (CC), and molecular function (MF), as well as KEGG pathways, significantly enriched in genes with a significant group by sex interaction. 

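Ppp3r2 (ENSMUSG00000028310.2; chromosome 4, 49678747 to 49682024) had 30.0 ± 6.83 normalized counts in Con females, 49.6 ± 12.3 in MSUS females, 44.6 ± 12.5 in Con males and 35.3 ± 11.4 in MSUS males (SD, n = 6). The difference between the female and the male log2 fold change was 1.06 (standard error 0.31). Klhl40 (ENSMUSG00000074001.3; chromosome 9, 121777607 to 121783818) had 77.2 ± 25.8, 34.6 ± 19.6, 45.8 ± 21.2 and 61.3 ± 35.7 in the same order, a difference of −1.57 (standard error 0.50). Neither passed by edgeR's quasi-likelihood test over all 24 animals, and both passed without MSUS male 1, at differences of 1.12 and −1.63. Single animals stood apart for Klhl40, with 73.5 normalized counts in MSUS female 1 and 129.7 in MSUS male 6.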

Colors indicate adjusted  $p$ -values and dot size corresponds to gene count. **(C)** Example genes include *Ppp3r2* ( $p_{\text{adj}} = 0.0892$ , left), which, on average, shows higher expression in females but lower expression in males after early-life stress, and *Kihl40* ( $p_{\text{adj}} = 0.0898$ , right), which, on average, shows lower expression in females but higher expression in males after early-life stress. Box plots (box, 1<sup>st</sup>–3<sup>rd</sup> quartile; horizontal line, median; whiskers, 1.5 $\times$  IQR). Con, control group; MSUS, maternal separation combined with unpredictable maternal stress group; Normalized counts, count data normalized using DESeq2's median ratio normalization method.

## Supplementary Figure 4

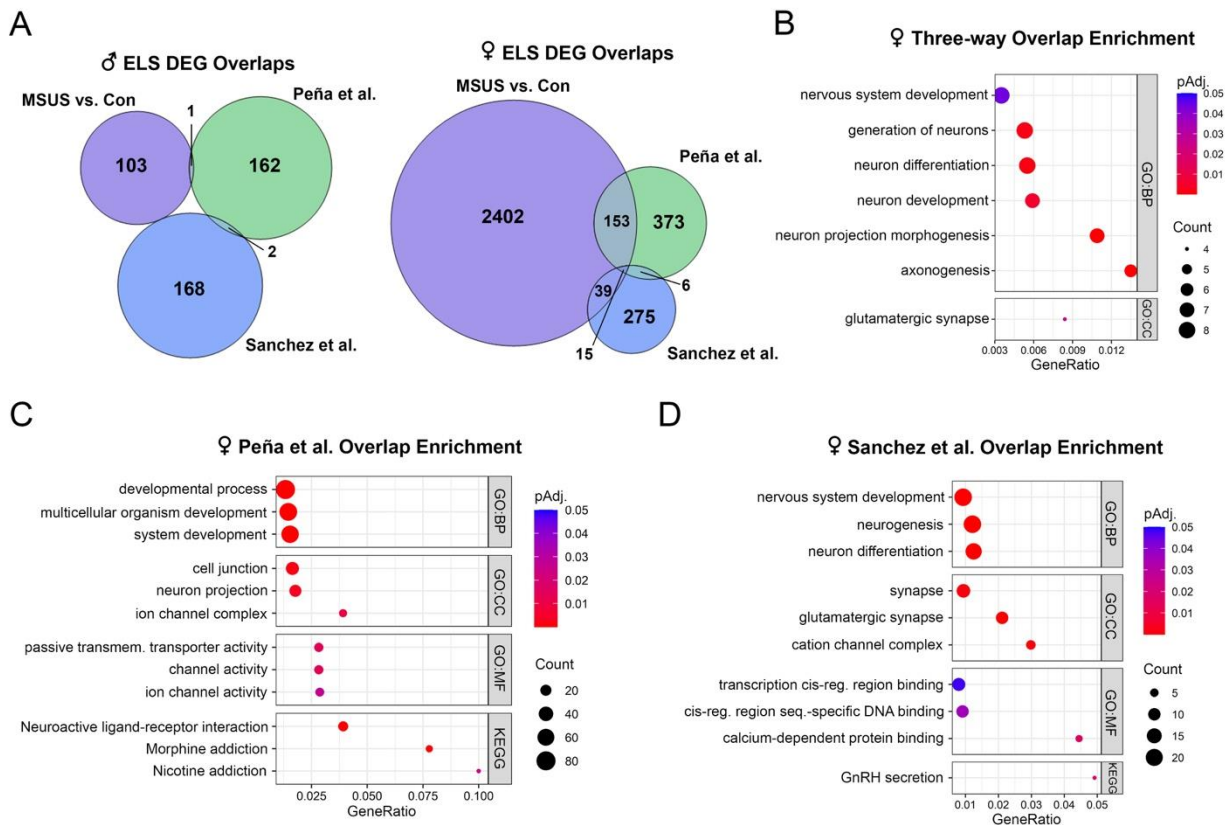

**Supplementary Figure 4. Shared effects of early-life stress on female NAc gene expression across study paradigms.** (A) Venn diagrams showing the overlap of differentially expressed genes (DEGs) altered by early-life stress in the NAc in this study (MSUS vs. Con), a study utilizing limited-bedding and maternal separation from postnatal day (P) 10-17 (Peña et al.<sup>20</sup>), and a study utilizing limited nesting and bedding from P2-P10 (Sanchez et al.<sup>21</sup>) in males (left) and females (right). A looser criterion for defining a DEG ( $p_{\text{nominal}} < 0.05$ ), which was used by the other two studies, was applied to our data only in this instance to facilitate overlaps. (B) Dotplot depicting select gene ontology (GO) terms for biological process (BP) and cellular compartment (CC) significantly enriched in female DEGs shared between the three studies. (C) Dotplot depicting select GO terms for BP, CC, and molecular function (MF), as well as KEGG pathways, significantly enriched in female DEGs shared between this study and the Peña et al. study. (D) Dotplot depicting select GO terms for BP, CC, and MF, as well as KEGG pathways, significantly enriched in female DEGs shared between this study and the Sanchez et al. study. Dotplot colors indicate adjusted  $p$ -values and dot size corresponds to gene count. Con, control group; MSUS, maternal separation combined with unpredictable maternal stress group.

## Supplementary Figure 5

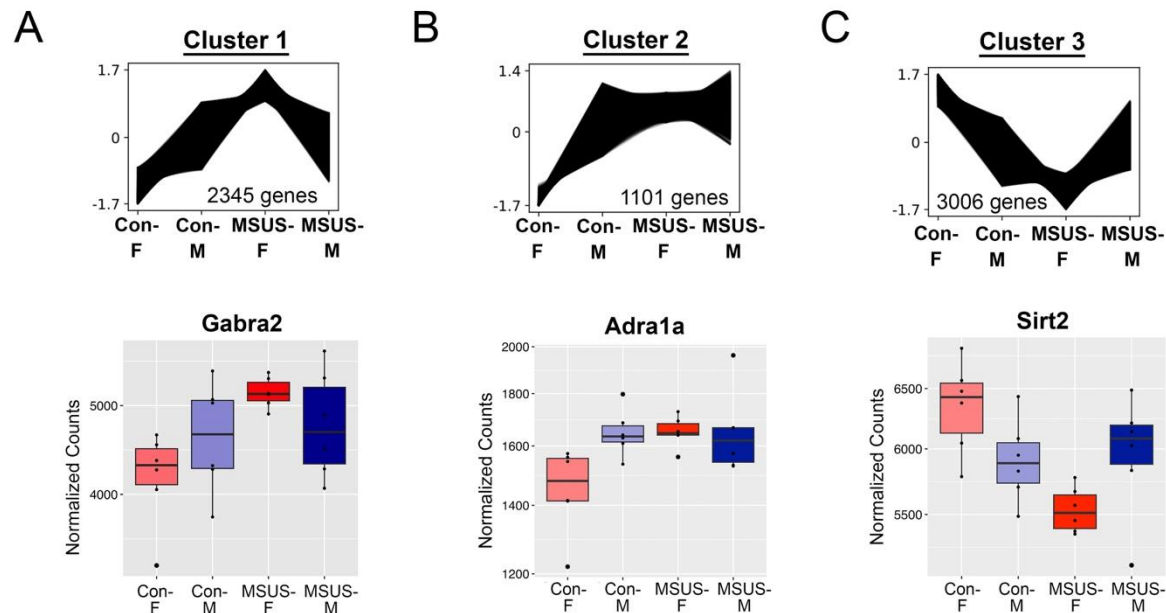

**Supplementary Figure 5. Examples of genes in the identified coexpression clusters.** For each gene coexpression clusters shown in **Figure 2** (top row) an example gene is shown with a box plot of normalized gene counts across the groups with the expected expression pattern (bottom row). **(A)** For example, *Cluster 1* includes *Gabra2*, encoding GABA-A receptor subunit 2, which is significantly more highly expressed in MSUS females compared to control females ( $p_{\text{adj}} = 0.000738$ , **Suppl. Table 2**). **(B)** In *Cluster 2*, *Adra1a*, encoding adrenergic receptor alpha 1a, is also significantly more highly expressed in MSUS females compared to control females ( $p_{\text{adj}} = 0.0341$ , **Suppl. Table 2**). **(C)** Finally, in *Cluster 3*, *Sirt2*, encoding sirtuin 2, a histone deacetylase, is significantly downregulated in MSUS females compared to control females ( $p_{\text{adj}} = 0.000313$ , **Suppl. Table 2**). Box plots (box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5× IQR). Con-F, control female; Con-M, control male; MSUS-F, maternal separation combined with unpredictable maternal stress female; MSUS-M, maternal separation combined with unpredictable maternal stress male; Normalized counts, count data normalized using DESeq2's median ratio normalization method.

## Supplementary Figure 6

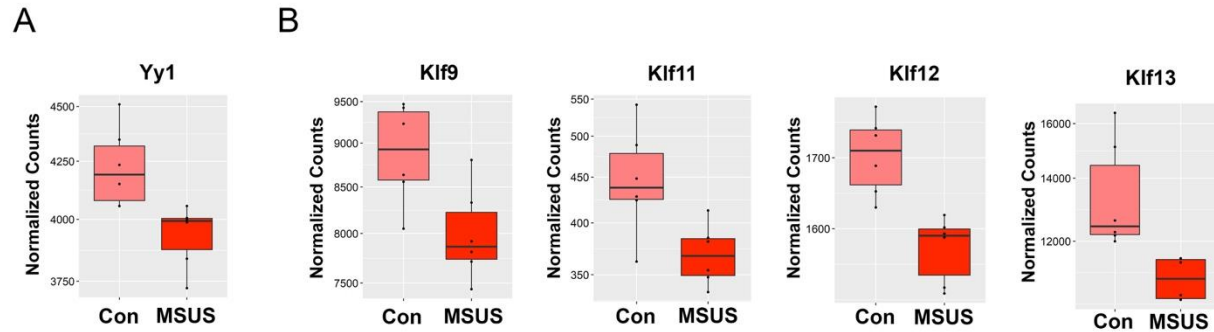

**Supplementary Figure 6. Yy1 and Klf-family transcription factors are downregulated in the female NAc by early-life stress.** (A) Normalized count plot of the gene encoding the Yy1 transcription factor ( $p_{\text{adj}} = 0.0360$ ), whose binding sites are enriched in promoters of cluster 1 genes (Figure 2) are shown for the female group. (B) Normalized count plots of genes encoding Klf-family transcription factors, including *Klf9* ( $p_{\text{adj}} = 0.0498$ ), *Klf11* ( $p_{\text{adj}} = 0.0116$ ), *Klf12* ( $p_{\text{adj}} = 0.0266$ ), and *Klf13* ( $p_{\text{adj}} = 0.00831$ ), whose binding sites are enriched in promoters of cluster 3 genes (Figure 2) are shown for the female group. Box plots (box, 1<sup>st</sup>–3<sup>rd</sup> quartile; horizontal line, median; whiskers, 1.5 $\times$  IQR). Con, control group; MSUS, maternal separation combined with unpredictable maternal stress group; Normalized counts, count data normalized using DESeq2's median ratio normalization method.

## Supplementary Figure 7

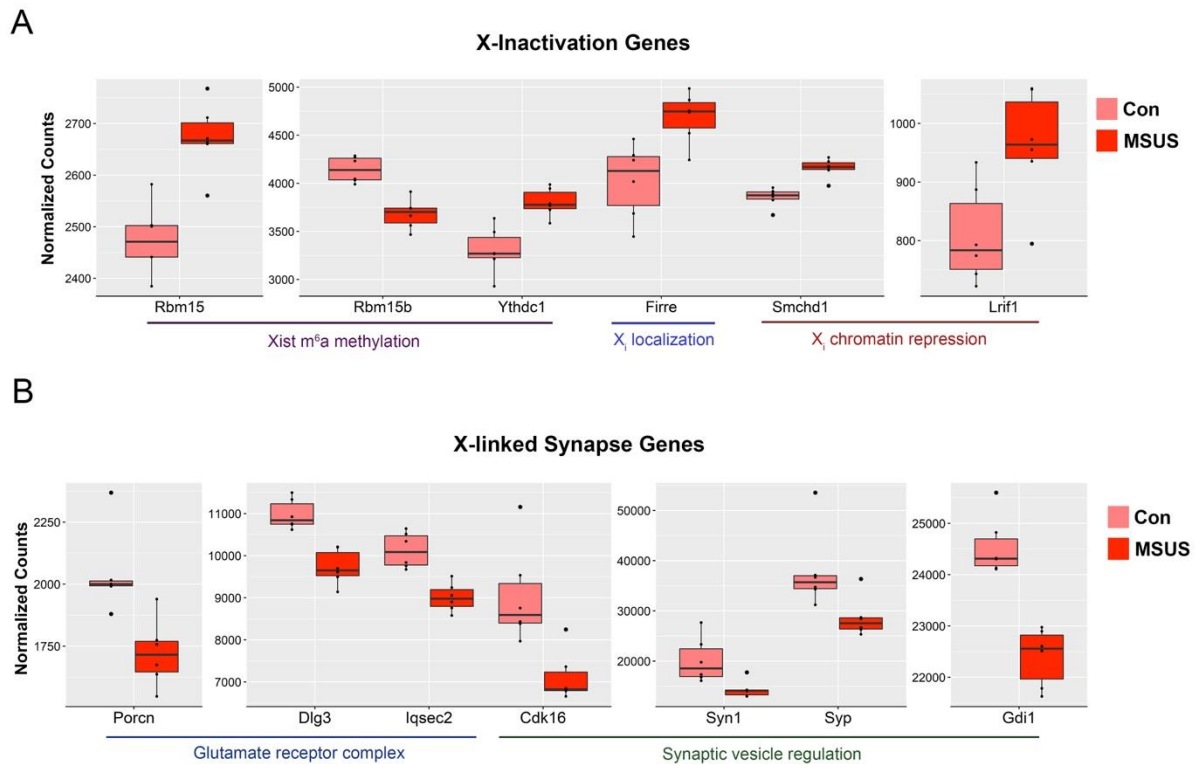

**Supplementary Figure 7. Early-life stress alters genes involved in X-inactivation and X-linked genes involved in synapse function in the female NAc.** (A) Normalized count plots showing the altered expression of autosomal and X-linked genes involved in X-inactivation, including Xist m<sup>6</sup>a methylation (*Rbm15*,  $p_{\text{adj}} = 0.0129$ ; *Rbm15b*,  $p_{\text{adj}} = 0.000649$ ; and *Ythdc1*,  $p_{\text{adj}} = 0.00524$ ; autosomal), localization of the inactive-X chromosome ( $X_i$ ) (*Firre*,  $p_{\text{adj}} = 0.0202$ ; X-linked), and  $X_i$  chromatin repression (*Smchd1*,  $p_{\text{adj}} = 0.00693$  and *Lrif1*,  $p_{\text{adj}} = 0.0239$ ; autosomal; left to right) (B) Normalized count plots showing the altered expression of X-linked genes involved in synapse function, including genes encoding members of the glutamate receptor complex (*Porc1*,  $p_{\text{adj}} = 0.00769$ ; *Dlg3*,  $p_{\text{adj}} = 0.000213$ ; and *Iqsec2*,  $p_{\text{adj}} = 0.000164$ ) and genes involved in synaptic vesicle regulation (*Cdk16*,  $p_{\text{adj}} = 0.00244$ ; *Syn1*,  $p_{\text{adj}} = 0.00496$ ; *Syp*,  $p_{\text{adj}} = 0.0178$ ; and *Gdi1*,  $p_{\text{adj}} = 0.000180$ ; left to right). Box plots (box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5 $\times$  IQR). Con, control group; MSUS, maternal separation combined with unpredictable maternal stress group; Normalized counts, count data normalized using DESeq2's median ratio normalization method.

## Supplementary Figure 8

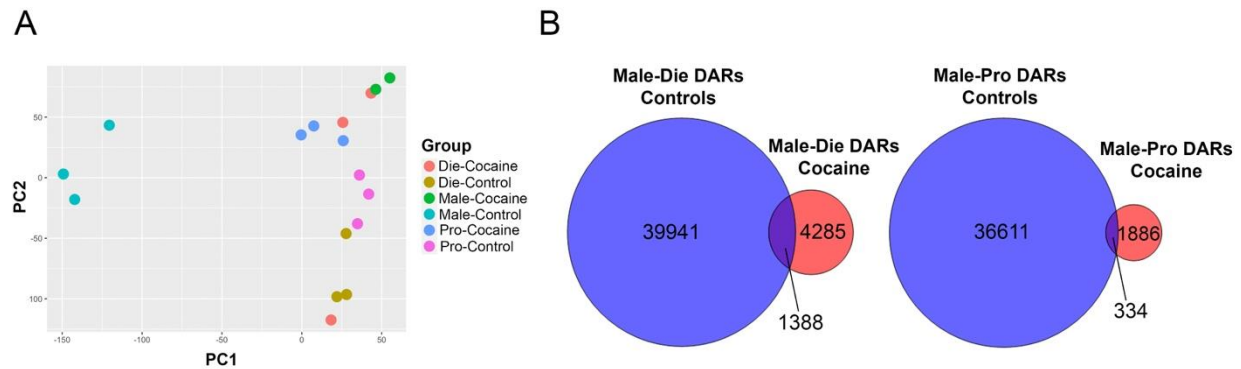

**Supplementary Figure 8. Acute cocaine exposure reduces sex differences in NAc chromatin accessibility.** (A) A PCA plot showing the clustering of ATAC-seq replicates across groups and treatment. While male and female controls are separated along the first principal component (PC1), cocaine-treated males and females cluster together more closely. (B) Venn diagrams depicting the overlap of differentially accessible chromatin regions (DARs) between males and diestrus females in the control and cocaine conditions (left) and between males and proestrus females in the control and cocaine conditions (right), illustrating that cocaine treatment produces a smaller, largely distinct set of sex DARs compared to those present in controls. Die, diestrus; Pro, proestrus; Male, males.

Supplementary Figure 9

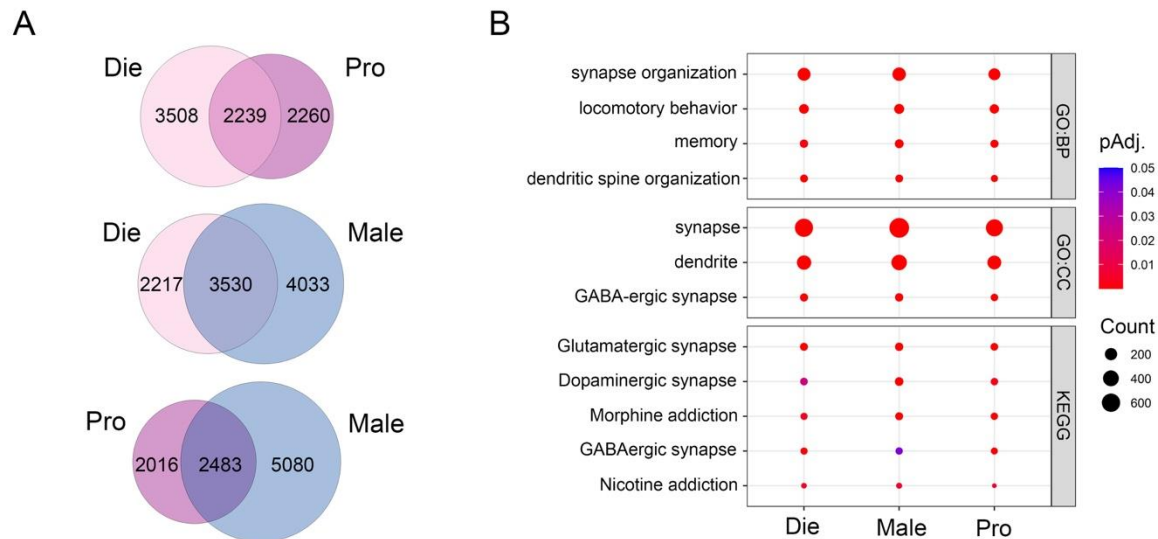

**Supplementary Figure 9. Group overlaps and shared enrichment of genes with cocaine differentially accessible regions (DARs).** (A) Overlap of genes annotated to cocaine-induced DARs in each group comparison. (B) For each group, dot plots show select gene ontology (GO) terms for biological process (BP) and cellular component (CC), as well as KEGG pathways enriched in genes annotated to cocaine-induced DARs. Colors indicate adjusted p-values and dot size corresponds to gene count. Die (light pink), diestrus; Pro (purple), proestrus; Male (blue), males.

## Supplementary Figure 10

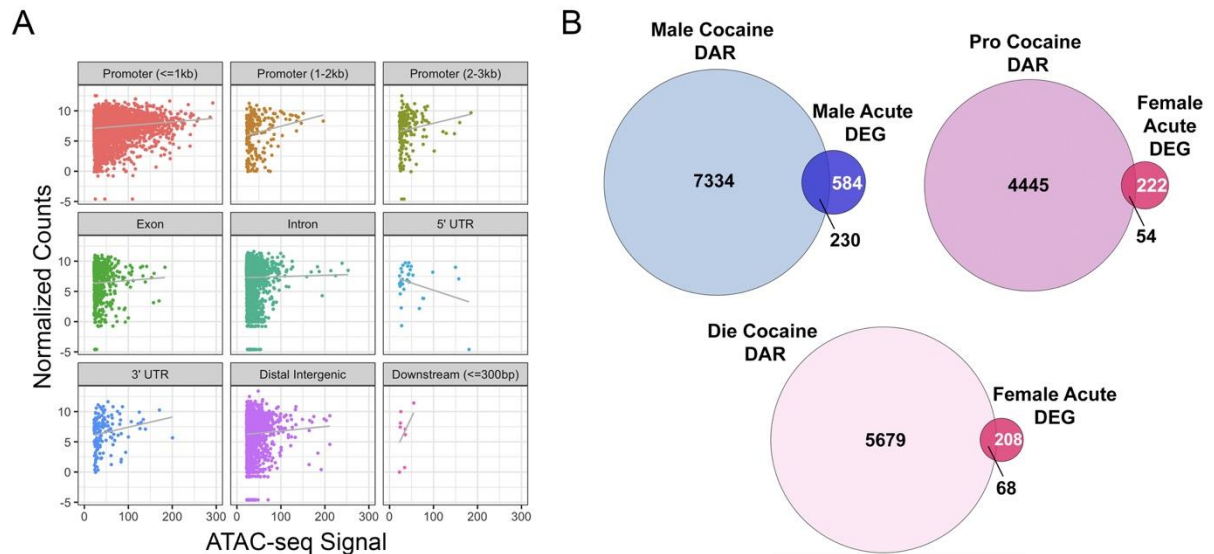

**Supplementary Figure 10. Association of chromatin accessibility changes with gene expression in the NAc.** (A) Linear regression of ATAC-seq signal in annotated peaks with RNA-seq counts demonstrate an association between ATAC-seq signal at promoter regions and gene expression levels. This plot shows a representative analysis in diestrus females; see **Suppl. Table 5** for detailed statistics of the linear regressions performed in each group. (B) Overlaps between genes with cocaine differentially accessible regions (DARs) in this study with differentially expressed genes (DEGs) identified after acute (1-hour) 7.5 mg/kg cocaine treatment in males and females by the Walker et al. study<sup>56</sup>. Note that in all cases female ATAC-seq data are segregated by the estrous cycle phase (proestrus or diestrus) while RNA-seq are derived from one (mixed stages) female group.

## Supplementary Figure 11

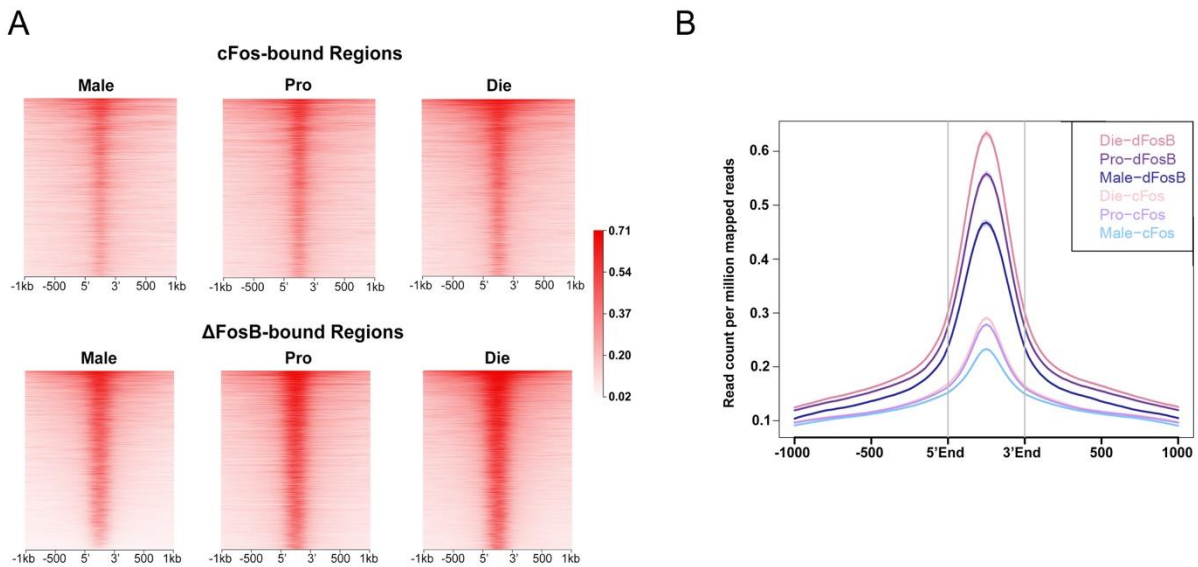

**Supplementary Figure 11. Accessible chromatin after acute cocaine in the NAc overlaps more strongly with  $\Delta$ FosB-bound regions than cFos-bound regions. (A)** Heatmaps show the density of ATAC-seq reads in acute cocaine treated males (left) proestrus females (middle), and diestrus females (right) within regions that are bound by cFos (top) or  $\Delta$ FosB (bottom). **(B)** A histogram representation of the data shown in (A), demonstrating a higher ATAC-seq signal in  $\Delta$ FosB-bound regions than cFos-bound regions for all groups, especially diestrus females. Die, diestrus; Pro, proestrus; Male, males.

## Supplementary Figure 12

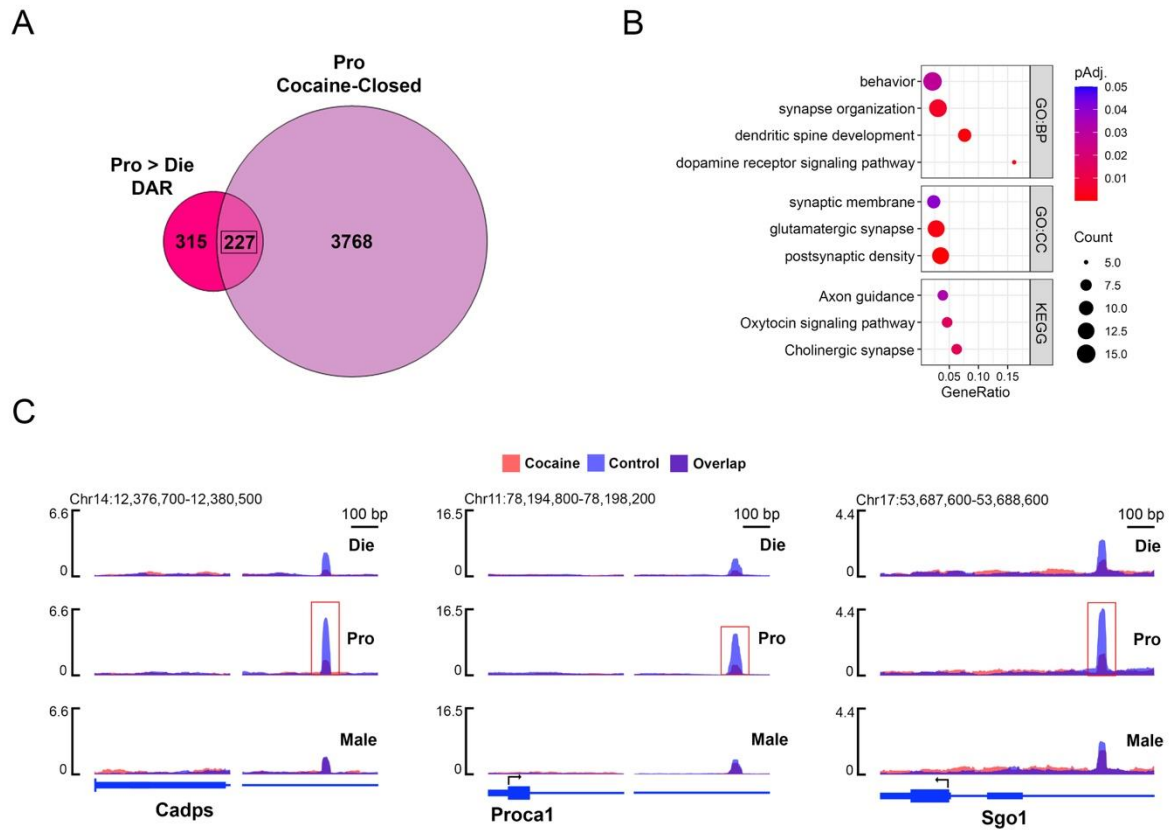

**Supplementary Figure 12. Regions more accessible in proestrus female controls become less accessible after acute cocaine exposure.** (A) A Venn diagram showing the overlap between differentially accessible regions (DARs) that are more accessible in proestrus than diestrus controls, with regions that are less accessible in proestrus females following acute cocaine exposure. (B) A dotplot depicting select gene ontology (GO) terms for biological process (BP) and cellular component (CC), as well as KEGG pathways, significantly enriched in the genes annotated to overlapping regions highlighted in (A). Dotplot colors indicate adjusted *p*-values and dot size corresponds to gene count. (C) Spark plots of group-average normalized ATAC-seq reads (*n* = 2-3 replicates or 6-9 animals/group) are shown for example regions from the overlap shown in (A), including regions near the transcription start sites (TSSs) of *Cadps* (left), *Proca1* (middle), and *Sgo1* (right), all of which are more accessible in proestrus controls before cocaine but lose accessibility in this group after cocaine. Die, diestrus; Pro, proestrus; Male, males.

Supplementary Figure 13

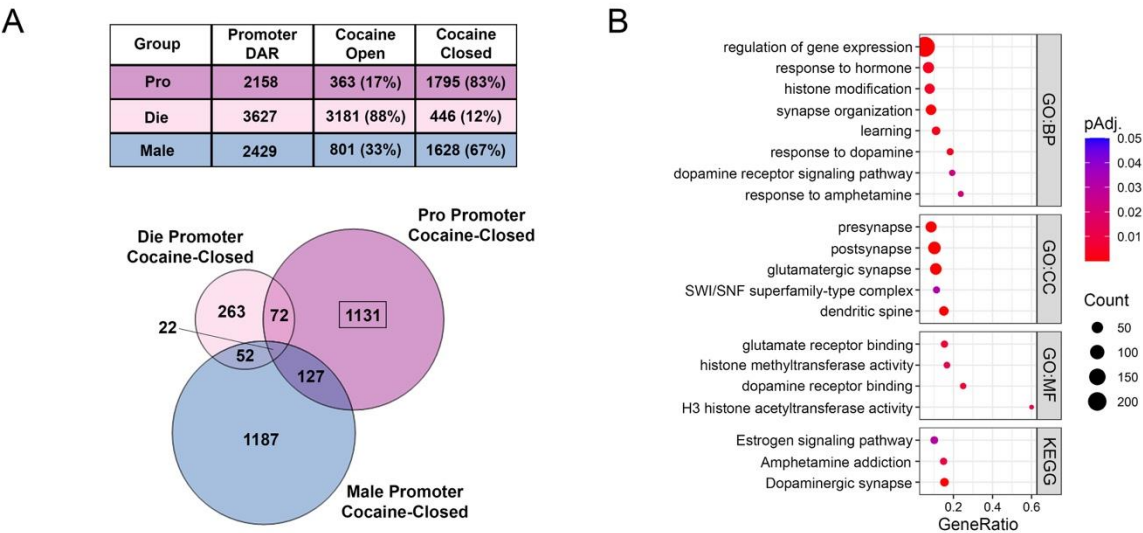

**Supplementary Figure 13. Chromatin surrounding gene promoters are less accessible after acute cocaine in proestrus females.** (A) A table showing the number of cocaine differentially accessible regions (DARs) that overlap gene promoters and the number of these regions that become more (Cocaine Open) or less (Cocaine Closed) accessible after cocaine in each group (top), as well as a Venn diagram showing the overlap of promoter DARs that are less accessible after cocaine in all three groups (bottom). (B) A dotplot depicting select gene ontology (GO) terms for biological process (BP), cellular component (CC), and molecular function (MF) as well as KEGG pathways, significantly enriched in the genes annotated to proestrus-specific promoter DARs that are less accessible after cocaine, highlighted in the Venn diagram shown in (A). Dotplot colors indicate adjusted *p*-values and dot size corresponds to gene count.

## Supplementary Figure 14

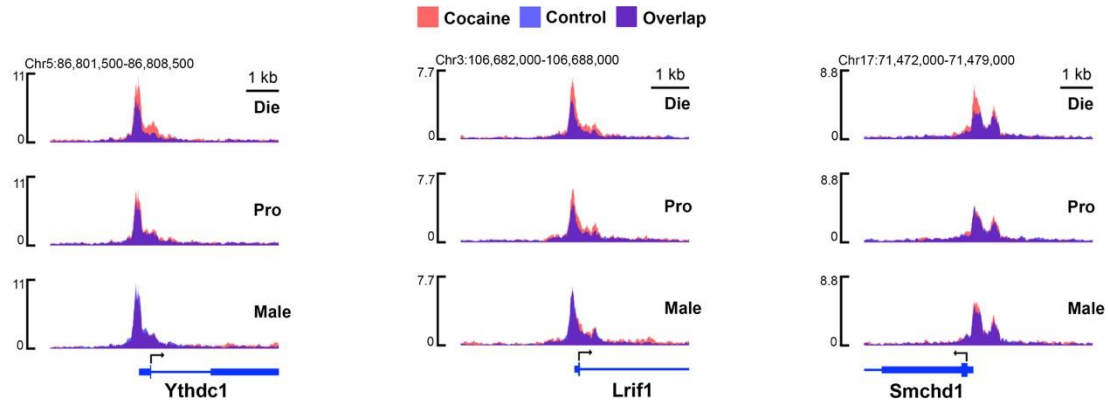

**Supplementary Figure 14. Promoter regions of autosomal genes involved in X-inactivation are more accessible after cocaine in diestrus females.** Spark plots of group-average normalized ATAC-seq reads ( $n = 2-3$  replicates or 6-9 animals/group) are shown for autosomal genes involved in X-inactivation, whose expression is also altered in females by early-life stress (**Suppl. Figure 7A**), including regions overlapping the transcription start sites (TSSs) of *Ythdc1* (left), *Lrif1* (middle), and *Smchd1* (right), all of which are more accessible after acute cocaine specifically in diestrus females. Die, diestrus; Pro, proestrus; Male, males.

## Supplementary Figure 15

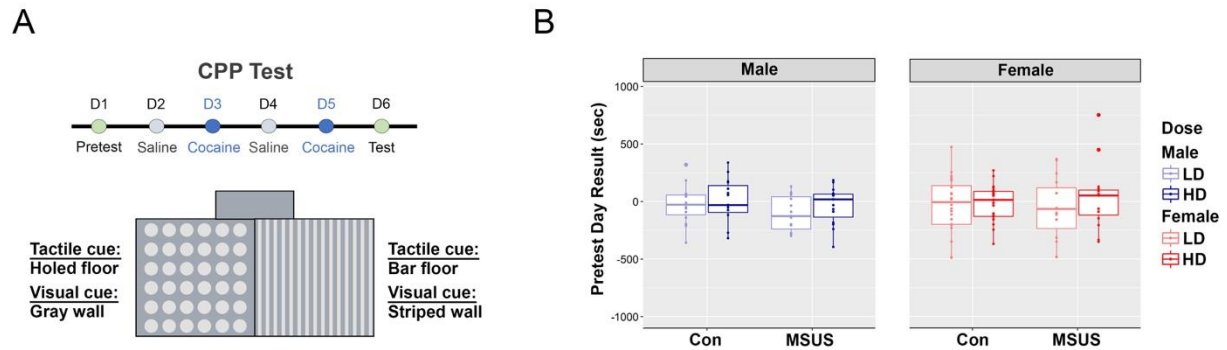

**Supplementary Figure 15. Cocaine conditioned place preference (CPP) paradigm.** (A) A schematic showing the timeline of the cocaine CPP test, which includes a pretest day, four conditioning days alternating between saline and cocaine treatment, and a test day (top), as well as an illustration of the CPP apparatus which has two chambers separated by a closeable corridor which are distinguishable by visual and tactile cues (bottom). (B) Plots showing the time spent in each compartment of the CPP apparatus by all animals across sex, group, and dose during the pretest day, demonstrating that animals in the experiment had no overall preference for either compartment. Box plots (box, 1st–3rd quartile; horizontal line, median; whiskers, 1.5× IQR). D, Day; Con, control group; MSUS, maternal separation combined with unpredictable maternal stress group; LD, low-dose; HD, high-dose.

Supplementary Figure 16

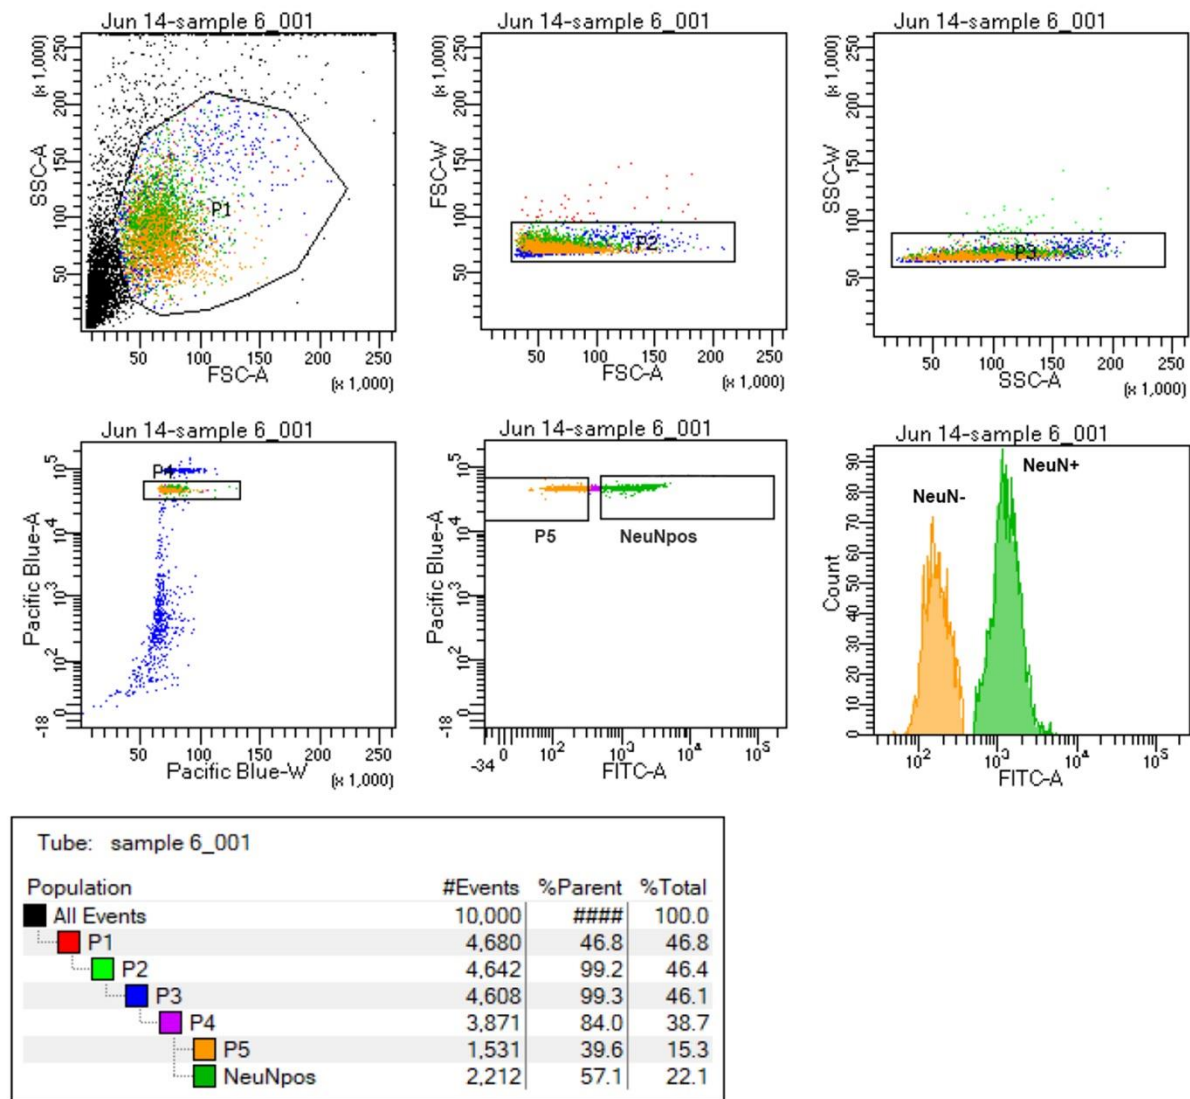

**Supplementary Figure 16. Purification of neuronal (NeuN+) nuclei with fluorescence-activated nuclei sorting (FANS).** A representative FANS report demonstrating the gating procedure that allowed: 1) the separation of nuclei from cellular debris (P1-P3); 2) the separation of single, intact nuclei using the DAPI signal (P4); and 3) a specific purification of neuronal nuclei with a NeuN+ signal (P6) from non-neuronal (NeuN-) nuclei (P5).

How the deposited data were processed for this re-analysis (not part of the article)

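RNA-seq was done on the NAc of 24 mice at P50, 6 Con females, 6 MSUS females, 6 Con males and 6 MSUS males, with 1 library per animal. According to the paper, the libraries were rRNA-depleted, sequenced as 100 bp pairs, trimmed, and aligned to mm10 with STAR and GENCODE M15, and differential expression was tested with DESeq2 with the stage of the estrous cycle in the model for females. The authors deposited STAR's count of uniquely mapped read pairs per gene, without normalization, in 3 columns per library. Splice events and uniquely mapped pairs per library come from the paper's Table S7.

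The count column for the sense strand was used, chosen by comparison with the paper's Table S2A, of which 1998 of 5527 rows were held. The summed counts per library are given with the description of the data, and every pair of libraries within a group differed by more than counting error. Genes were matched to GENCODE M21 on GRCm38. Sex labels were checked by Xist and Y-linked genes, and pairs of libraries within groups were checked for copies. Each file was taken to the condition and replicate its label names. No stage of the estrous cycle was used, since the labels give stages to males and leave females without one.

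The tools were edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0 in R 4.3.3, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Genes were filtered by edgeR's filterByExpr with a minimum count of 10, normalized by TMM and tested with edgeR's robust quasi-likelihood F test. P values were adjusted by the Benjamini-Hochberg method and the threshold was 0.10. The comparisons were MSUS with Con in females and in males, females with males in Con and in MSUS animals, and the group-by-sex interaction in all animals. Gene sets were tested with limma's camera at a correlation of 0.01. Values per library were compared with exact permutation tests, or with 100000 resamples where groups held more than 10 values. X-linked and autosomal shares were compared with Fisher's exact test. The procedure was tested on simulated data made from these counts.

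The named genes are those in the paper's text, legends and figures, the 5 largest rises and 5 largest falls in females among genes past the threshold with a mean of at least 100 counts whose groups did not overlap, the gene with the smallest p in males, and the 3 autosomal genes with the smallest p in each other comparison. The lists were those of the paper (estrogen receptor β network and its leading genes, X inactivation center and X inactivation genes, X-linked synapse and escape genes, Klf genes, and examples of clusters, sex differences and the interaction). Families were defined by symbol (Zfp genes, SR splicing factors, lysine methyltransferases and demethylases, oxidative phosphorylation, synaptotagmins, tubulins and kinesins, ribosomal proteins, unnamed gene models), and nuclear lncRNAs, immediate early genes and markers of 7 cell types were listed before the data were examined.

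The alternatives were DESeq2, its size factors in edgeR, no filter or at least 10 counts in every animal, counts without regard to strand, the replicate number as a block, library set (library numbers 1 to 12 against 13 to 24) as a covariate, spliced share as a covariate, offsets for GC content and length, 1 surrogate variable, a fit of all animals, an adjusted p under 0.05, a random balanced covariate, and each animal left out. The cortical marker score, alone and with spliced share, the share of pairs assigned to no gene, and all animals with spliced share were added after the data were seen. For gene sets, fry and an estimated correlation were tried. Not used here were the paper's clusters, motif and GO enrichments, its enrichment gene sets, the overlaps with other studies, and all experiments other than this RNA-seq. A gene of the X-linked lists is not reported here and was left out of them after the data were seen.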

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

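The tests of reads from introns, of cortical tissue in the dissection and of a few genes taking most of the counts were chosen after the results were seen, and the other tests before the data were examined.

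Single animals stood apart from the other 5 of their group by Dixon's test in 16 of 165 groups of values. About 1 in 20 groups does so by chance, which gives 8.20. Con female 3 had 2386 normalized counts of Porcn, against 1895 to 2035 in the other 5. Con female 3 had 53948 normalized counts of Syp, against 31458 to 37395 in the other 5, and 254 of Gm20721, against 133 to 170.4. MSUS female 1 had 17911 normalized counts of Syn1, against 13031 to 14375 in the other 5. It also had 36646 of Syp, against 25511 to 28906, and 73.5 of Klhl40, against 23.0 to 35.6. Con male 5 had 86.0 normalized counts of Klhl40, against 28.1 to 48.5 in the other 5, and MSUS male 6 had 129.7, against 28.2 to 61.4. Con female 2 had 31066 normalized counts of Nrgn, against 15775 to 20235 in the other 5.

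These animals also had high counts of Slc17a7, the glutamate transporter of cortical excitatory neurons, with 61673 normalized counts in Con female 3, 24609 in MSUS female 1, 40712 in Con male 5 and 61383 in MSUS male 6, each the highest of its group, and 36841 in Con female 2. A larger share of cortical tissue in the punch is a candidate explanation. The cortical markers varied together within groups, with a median correlation between markers of 0.890, as the explanation needs. A biological difference between these animals was not tested.

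Other values that stood apart had no tested explanation. Con female 2 had 1.95% of its counts on mitochondrial genes, against 2.75% to 3.07% in the other 5. Con female 2 had 778 normalized counts of Zfp709, against 1024 to 1095 in the other 5. MSUS female 3 had 245 normalized counts of Gm43880, against 169 to 189 in the other 5. Con female 6 had 136 normalized counts of Gm43874, against 72.9 to 92.8 in the other 5. MSUS female 2 had 698 normalized counts of Gm47260, against 558 to 603 in the other 5. Con male 4 had 1154 normalized counts of Egr4, against 752 to 866 in the other 5. Con male 2 had 20.7 normalized counts of Xist, against 4.43 to 10.2 in the other 5, while the females had 57292 or more, so a wrong sex label is excluded for this animal.

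The MSUS effect on spliced share differed between the sexes, at −7.0 splice events per 100 uniquely mapped pairs (permutation test, p = 0.00807). That on the share of uniquely mapped pairs assigned to no gene differed by 8.14 percentage points (permutation test, p = 0.00845). Library set does not account for the females' part, since both sets held 3 animals of each group, the female difference had the same sign in both, and 5170 genes passed in females with library set as a covariate. Within each set, however, the library numbers ran group by group, so an effect of library order cannot be told apart from group. What stays open is whether RNA was lost or handled differently between the groups or whether the cells of MSUS females hold more unspliced RNA. The paper states that all RNA samples had an RQN of at least 9.0, which speaks against broad degradation. The values per animal and the dissection records were not used here, so which of these holds stays open.

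The MSUS effect also differed between the sexes for 18 of the lists and families by limma's camera. The mean differences, females minus males on the log2 scale, were −0.063 for the estrogen receptor β network, −0.17 for its 5 leading genes, 0.60 for the lncRNAs of the X inactivation center (0.50 without Xist, whose counts in males are background), −0.35 for the X-linked synapse genes, −0.34 for the escape genes and −0.27 for the Klf genes. The study picked these 6 lists from the same libraries, so they are not independent evidence. The families defined by symbol had 0.068 for Zfp genes, 0.11 for SR splicing factors, −0.17 for oxidative phosphorylation, −0.19 for synaptotagmins, −0.25 for tubulins and kinesins, −0.069 for ribosomal proteins and 0.28 for unnamed gene models. The remaining lists had 0.16 for nuclear lncRNAs, 0.28 for medium spiny neuron markers, −2.23 for cortical excitatory markers, −0.25 for oligodendrocyte markers and −0.35 for immediate early genes. Of the 24 fits that each left out 1 animal, synaptotagmins passed in 12, medium spiny neuron markers in 14 and immediate early genes in 17. The others of the 18 passed in all 24. The mean difference of the medium spiny neuron markers was 0.077 without Con female 3. With spliced share as a covariate 9 lists and families passed, and 1 with the correlation between genes estimated from the data. These differences may therefore follow the difference in spliced share, and an effect of MSUS that differs between the sexes stays open.

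Gene models inside an intron of another gene are not among the genes the paper discusses. Of 2125 tested in females, 1041 rose past the threshold, of 1044 that passed. MSUS females had 40.0% of uniquely mapped pairs assigned to no gene. Reads from introns of unspliced RNA may account for part of this. They would mainly fill models on the strand of the gene around them, apart from reads assigned to the wrong strand. Among models of the GENCODE type TEC inside a gene on the opposite strand, 25 had at least as many sense as antisense counts, so that reads on the wrong strand are few in them. Of these 96.0% were higher, against 95.4% of 1250 on the gene's own strand (Fisher's exact test, p = 1.00). Their rise was smaller, with a median of 0.26 against 0.46. Over all types, 116 opposite-strand models met the same rule, and 64.7% of them were higher. On the gene's own strand 93.8% of 2169 were higher (Fisher's exact test, p = 8.30e-19). Within TEC the share speaks against reads from introns and the size for them, and over all types the share speaks for them. Model types differ between these places, so such reads cannot be told apart from other causes here.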

How the results depend on the processing

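The alternatives with the cortical marker score, with the no-feature share, with all 24 animals and spliced share together, with disjoint Con females, and with single animals left out for families, lists and single genes were chosen after seeing the data, and the others before the data were examined. The cause of each change was not tested unless it is given.

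In females, 5156 genes passed. The number was 0 with spliced share as a covariate, where 719 had an unadjusted p under 0.05, and 0 in a fit of all 24 animals with the same covariate, where 640 did. Spliced share separated the female groups, so a fit with it also removes an effect of MSUS. The number was 1564 with the cortical marker score as a covariate (1022 higher and 542 lower) and 0 with both, where 284 had an unadjusted p under 0.05. It was 3414 with offsets for GC content and length, 2020 with these and the replicate number as a block, and 3126 at an adjusted p under 0.05, a stricter threshold. With the replicate block alone it was 3800, with 1 surrogate variable 4069, without a filter 3667, and in the other alternatives between 4087 and 6823. A random covariate balanced over the groups, drawn 60 times to stand for the stage that was not mapped, gave between 4562 and 6120. Leaving out 1 animal gave from 3102 without MSUS female 3, then 3358 without MSUS female 2, to 5737 without MSUS female 1.

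In males the number was 0 in every alternative and with each animal left out, with 150 to 680 genes at an unadjusted p under 0.05 in the alternatives. In the interaction it was 390 with DESeq2. With 1 animal left out, its highest value, 3031, came without MSUS male 1, the animal with the lowest spliced share. It was 1 without Con female 5 and 0 in the other such fits. It was 0 in the other alternatives, with 359 genes at an unadjusted p under 0.05 with spliced share as a covariate.

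The 544 sex differences in Con animals depended on the setting. They numbered 1485 with DESeq2, 1362 with counts taken without regard to strand, 338 without a filter, 107 with GC and length offsets, 62 in a fit of all 24 animals, 51 with 1 surrogate variable and 32 at an adjusted p under 0.05. They numbered 32 with the cortical marker score, 17 in a fit of all 24 with spliced share, 12 with the replicate block, 11 with the block and offsets, 10 with spliced share and 10 with the score and spliced share. With 1 animal left out they ran from 20 without Con female 4 to 1395 without Con male 5. Spliced share separated the sexes of the Con animals as well, so a fit with it also removes a sex effect. The 28 in MSUS animals became 159 with DESeq2, 71 with library set as a covariate, 16 with at least 10 counts in every animal and 12 with the block and offsets. They ran from 14 without MSUS female 2 to 64 without MSUS male 1. The replicate numbers do not pair the animals, since at most 3 of the 6 correlations between animals with the same number passed 0.1 in any pair of groups.

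At an unadjusted p under 0.05, a minimum change of 1.3-fold left 2453 genes in females and 107 in males, by its construction. The males' number was 304 with DESeq2 and 680 without a filter. The share of genes in the 2 rank patterns was 10.2% after removal of the trend on spliced share. Spliced share was itself highest in Con females and lowest in MSUS females, so its removal takes out these patterns whatever their cause. The estrogen receptor β network had an adjusted p of 0.184 by limma's camera with the correlation estimated from the data and 0.343 with spliced share as a covariate, and from 3.78e-04 to 0.0760 in the other alternatives. With spliced share as a covariate, 9 families and lists passed in females, 1 in males and 9 in the interaction. With the estimated correlation 1, 0 and 1 passed, and with fry 0 in males. With 1 male left out, the families in males numbered 0 without MSUS male 4, 1 each without MSUS males 2 and 6 and Con male 1, 5 without MSUS male 1 and 9 without Con male 5. The share of X-linked genes that rose did not pass 0.05 in Fisher's exact test at an adjusted p under 0.05, at 9.75%, or with at least 10 counts in every animal, at 16.7%. It passed with counts taken without regard to strand, at 18.9%, and among protein-coding genes, at 11.7%. The correlation across genes of the males' slope on spliced share with the female MSUS effect was −0.86 for genes with at least 100 counts, −0.75 with counts taken without regard to strand, −0.65 in Con males only and −0.68 in MSUS males only. Of the sex differences in Con animals, the share moved by MSUS against the sex difference was 98.5%, 87.5% at an adjusted p under 0.05 and 98.1% at an unadjusted p under 0.05, and from 83.3% without Con female 4 to 98.7% with 1 Con female left out.

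For named genes, 727 of the values under alternatives kept the direction and side of the threshold, 213 no longer passed, 13 passed where they had not and 50 reversed. For lists, 92 kept both, 26 no longer passed, 6 newly passed and 6 reversed. The reversed log2 fold changes, in the female comparison unless another is named, are these. With spliced share as a covariate they were −0.34 for Esr2, −0.046 for Lrif1, 0.049 for Smarce1 and 0.080 for Smarcb1. With 1 surrogate variable they were −0.14 for Esr2, 0.043 for Uba3 and 0.058 for Ncoa3. GC and length offsets gave −0.15 for Lrif1, −0.027 for Ythdc1, −0.019 for Zfp709, −0.010 for Smarca4 in the sex comparison of Con animals, 0.013 for Iqsec2, 0.015 for Ncoa2, 0.019 for Smarca4, 0.030 for Ddx54, 0.043 for Ncoa3, 0.045 for Smarcb1 and 0.15 for Myef2 in the sex comparison of Con animals. The offsets with the replicate block gave −0.15 for Lrif1, −0.024 for Ythdc1, −0.012 for Zfp709, −0.0096 for Smarca4 in the sex comparison of Con animals, 0.012 for Iqsec2, 0.017 for Ncoa2, 0.019 for Smarca4, 0.030 for Ddx54, 0.046 for Ncoa3, 0.047 for Smarcb1 and 0.15 for Myef2 in the sex comparison of Con animals. The fit of all 24 animals with spliced share gave −0.42 for Esr2, −0.14 for Lrif1, −0.075 for Zfp709, −0.039 for Rbm15 and 0.018 for Uba3. The cortical marker score gave −0.20 for Esr2, 0.042 for Uba3 and 0.082 for Ncoa3. The score with spliced share gave −0.78 for Esr2, −0.12 for Jpx, −0.082 for Zfp709, −0.068 for Xist, −0.020 for Firre, 0.0034 for Myef2 in the sex comparison of Con animals, 0.012 for Rbm15b, 0.014 for Klf13, 0.043 for Ncoa3, 0.051 for Ddx54, 0.067 for Smarce1, 0.078 for Uba3 and 0.12 for Nrgn. Mean changes of lists that reversed in females were −0.025 for nuclear lncRNAs, −0.012 for sex difference examples, −0.012 for unnamed gene models, 0.13 for ribosomal protein genes and 0.24 for microglia markers with spliced share, and −0.0071 for lysine methyltransferases and demethylases with counts taken without regard to strand. With 1 animal left out, the log2 fold changes that changed sign ran from −0.11 to 0.19 for Esr2, −0.060 to 0.020 for Ncoa3, −0.041 to 0.034 for Uba3, −0.043 to 0.016 for Smarcb1, −0.032 to 0.0047 for Ncoa2, all genes that did not pass. Esr2 and C3 had fewer than 20 counts per animal on average.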

Differences from the paper's values

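The alternatives in this part were set before the data were examined, except that single animals were left out for single genes, and that the single genes were fitted with all 24 animals, only after the data were seen.

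The paper's number of sex differences in Con animals is 1508, against 544 by edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2, at 1485, counts taken without regard to strand, at 1362, and the fit without Con male 5, at 1395, closed the gap, and none of the others did. In MSUS animals the paper's number is 163, against 28, and of the alternatives DESeq2 alone closed the gap, at 159. In the interaction the paper's number is 455, against 0 and 4031 at an unadjusted p under 0.05, and DESeq2 alone closed the gap, at 390. The paper's methods name DESeq2, with the stage of the estrous cycle in the model for females. For the looser criterion, the paper's number in females is about 2600 in Fig. S4A, read by eye, against 6735, and a minimum change of 1.3-fold closed the gap, at 2453, with none of the other alternatives doing so. In males it is about 100 in Fig. S4A, read by eye, against 191. There a minimum change of 1.3-fold, at 107, and at least 10 counts required in every animal, at 150, closed the gap, and the others did not.

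Of 34 adjusted p values stated in the paper's text and legends, 29 differed from those of edgeR's quasi-likelihood test by more than 1.5 times, and for 15 of these DESeq2 closed the gap. Of 24 log2 fold changes held in the copy of Table S2A, 0 differed, with a largest difference of 0.0051. None of the alternatives set before the data were examined closed the gap for these genes, whose adjusted p values are those of edgeR's quasi-likelihood test in females. The values were 0.0414 for Smarca4 against the paper's 0.0129, 0.00582 for Ube2m against the paper's 8.3583e-05 and 0.00574 for Nedd8 against the paper's 0.00108 (edgeR's quasi-likelihood test). The next were 0.0134 for Jpx against the paper's 0.00163, 0.00122 for Ftx against the paper's 3.31794e-09 and 0.0549 for Klf11 against the paper's 0.0116 (edgeR's quasi-likelihood test). Further values were 0.00920 for Rbm15b against the paper's 0.000649, 0.0222 for Smchd1 against the paper's 0.00693 and 0.0198 for Porcn against the paper's 0.00769 (edgeR's quasi-likelihood test). There followed 0.00956 for Dlg3 against the paper's 0.000213, 0.0137 for Iqsec2 against the paper's 0.000164 and 0.0154 for Cdk16 against the paper's 0.00244 (edgeR's quasi-likelihood test). In Table S2A the paper gives Nedd8 a second adjusted p of 0.000107656, which differs from 0.00574 by edgeR's quasi-likelihood test as well, and none of the alternatives closed that gap.

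Where alternatives set before the data were examined closed the gap for an adjusted p, they are named here and the others did not. Ddx54 in females had an adjusted p of 0.0389 by edgeR's quasi-likelihood test against the paper's 0.0238, and 0.0207 with DESeq2 and 0.0219 with counts taken without regard to strand, where the alternatives ranged from 0.0207 to 0.965. For Xist in females, edgeR's quasi-likelihood test gave an adjusted p of 0.0386 and the paper 0.0226. It was 0.0162 with DESeq2 and 0.0302 with at least 10 counts required in every animal, with a range of 0.0162 to 0.952 over the alternatives of edgeR and DESeq2. Myef2 between the sexes in Con animals had an adjusted p of 0.192 by edgeR's quasi-likelihood test against the paper's 0.0978, and 0.109 with DESeq2 and 0.141 with library set as a covariate, where the alternatives ranged from 0.109 to 1.00. With GC and length offsets it was 0.146, for a difference opposite in direction to the paper's. For Caprin2 between the sexes in Con animals, edgeR's quasi-likelihood test gave an adjusted p of 0.0967 and the paper 0.0208. It was 0.0228 with DESeq2, with a range of 0.0228 to 1.00 over the alternatives of edgeR and DESeq2. Yy1 between the sexes in Con animals had an adjusted p of 0.132 by edgeR's quasi-likelihood test against the paper's 0.0663, and 0.0725 with DESeq2 and 0.0932 with counts taken without regard to strand, where the alternatives ranged from 0.0725 to 1.00. For Smarca4 between the sexes in Con animals, edgeR's quasi-likelihood test gave an adjusted p of 0.192 and the paper 0.0859. It was 0.0931 with DESeq2 and 0.117 with counts taken without regard to strand, with a range of 0.0931 to 1.00 over the alternatives of edgeR and DESeq2. Ppp3r2 in the interaction had an adjusted p of 0.200 by edgeR's quasi-likelihood test against the paper's 0.0892, and 0.0910 with DESeq2, where the alternatives ranged from 0.0910 to 1.00. For Klhl40 in the interaction, edgeR's quasi-likelihood test gave an adjusted p of 0.200 and the paper 0.0898. It was 0.0925 with DESeq2, with a range of 0.0925 to 1.00 over the alternatives of edgeR and DESeq2.

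Gabra2 in females had an adjusted p of 0.00987 by edgeR's quasi-likelihood test against the paper's 0.000738, and 8.83e-04 with DESeq2, where the alternatives ranged from 8.83e-04 to 0.905. For Sirt2 in females, edgeR's quasi-likelihood test gave an adjusted p of 0.0104 and the paper 0.000313. It was 4.28e-04 with DESeq2, with a range of 4.28e-04 to 0.908 over the alternatives of edgeR and DESeq2. Yy1 in females had an adjusted p of 0.0614 by edgeR's quasi-likelihood test against the paper's 0.0360, and 0.0406 with DESeq2, where the alternatives ranged from 0.0219 to 0.952. For Klf13 in females, edgeR's quasi-likelihood test gave an adjusted p of 0.0261 and the paper 0.00831. It was 0.00571 with DESeq2, with a range of 0.00571 to 0.905 over the alternatives of edgeR and DESeq2. Rbm15 in females had an adjusted p of 0.0218 by edgeR's quasi-likelihood test against the paper's 0.0129, and 0.0159 with at least 10 counts required in every animal, where the alternatives ranged from 0.00709 to 0.939. For Ythdc1 in females, edgeR's quasi-likelihood test gave an adjusted p of 0.0138 and the paper 0.00524. It was 0.00623 with library set as a covariate, with a range of 0.00284 to 0.905 over the alternatives of edgeR and DESeq2. Lrif1 in females had an adjusted p of 0.0471 by edgeR's quasi-likelihood test against the paper's 0.0239, and 0.0261 with DESeq2, 0.0199 with library set as a covariate and 0.0280 with 1 surrogate variable, where the alternatives ranged from 0.0199 to 0.974. For Syn1 in females, edgeR's quasi-likelihood test gave an adjusted p of 0.0305 and the paper 0.00496. It was 0.00353 with DESeq2, with a range of 0.00353 to 0.905 over the alternatives of edgeR and DESeq2. Syp in females had an adjusted p of 0.0474 by edgeR's quasi-likelihood test against the paper's 0.0178, and 0.0130 with DESeq2 and 0.0248 with counts taken without regard to strand, where the alternatives ranged from 0.0130 to 0.905.

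The paper calls Ncoa1 lower in MSUS females, and its adjusted p was 0.133 by edgeR's quasi-likelihood test. It passed with DESeq2, at 0.0826, with counts taken without regard to strand, at 0.0433, and with 1 surrogate variable, at 0.0503, and the alternatives of edgeR and DESeq2 ranged from 0.0433 to 1.00. It also passed without Con female 3, a fit chosen after the data were seen. The paper calls Myef2, Yy1 and Smarca4 different between the sexes in Con animals, and Ppp3r2 and Klhl40 in the interaction, none of which passed by edgeR's quasi-likelihood test. With DESeq2 all of these passed except Myef2, which passed in no fit that was run. Yy1 also passed with counts taken without regard to strand. Ppp3r2 and Klhl40 also passed without MSUS male 1, a fit chosen for single genes after the data were seen.

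Some fits chosen after the data were seen also came within 1.5 times of the paper's adjusted p. By edgeR's quasi-likelihood test, these were 0.0345 for Ddx54 without MSUS female 6, 0.0144 for Rbm15 without MSUS female 4, 0.0299 for Lrif1 without Con female 1 and 0.0208 for Syp without MSUS female 1. Yy1 in females had 0.0519 in a fit of all 24 animals by edgeR's quasi-likelihood test. In the sex comparison of Con animals, Myef2 had 0.137 without Con female 3 and 0.125 without Con male 5 by edgeR's quasi-likelihood test. In the interaction, Ppp3r2 had 0.110 and Klhl40 0.110 without Con male 5, and Klhl40 0.0612 without MSUS male 1, by edgeR's quasi-likelihood test.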

Other observations

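The tests of a few genes taking most of the counts, of reads from introns and of cortical tissue in the dissection were chosen after the results were seen, as were the fits with the cortical marker score.

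Other divisions of the same animals were fitted for each comparison, 100 of them with the real one included. Of the 100, 1 gave as many genes as the real division of females, and the others gave 0. For the sex difference in Con animals 1 of 100 did, with at most 116 in the others, and in MSUS animals 4 of 100, with at most 1254. The real divisions of males and of the interaction gave 0 genes, so all 100 divisions of males and 100 of the interaction gave as many or more, up to 925 and 2887.

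The female MSUS effect followed the spliced share of the libraries. In the 12 males, with group as a term, the slope of each gene on spliced share was estimated without any female, and over 20381 genes it correlated with the female MSUS effect at a Pearson's r of −0.73 and a Spearman's rho of −0.72. Genes are not independent replicates. Of 100 permutations of spliced share among the males, 3 gave a correlation as large in size, and they ran from −0.75 to 0.73, so the real value lies within their range and short of the wide gap that was set beforehand for this explanation. Of 5144 genes past the threshold in females and tested in males, 97.2% moved as the males' slope and the fall in spliced share predict. The slopes within the female groups did not follow those of the males (r of 0.020 across genes). Spliced share spanned 2.00 per 100 pairs within Con females and 5.96 within MSUS females. In Con and MSUS males it spanned 4.90 and 10.6. The narrower female ranges leave the female slopes less certain, so this r does not decide the question. RNA composition may thus account for part or much of the female effect. Spliced share separates the female groups, so its fit cannot show how much, and whether the composition itself is technical or an effect of MSUS stays open.

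GC content and gene length explained 21.0% of the variance of the female log2 fold changes. The median GC content was 42.5% for genes that rose and 54.1% for genes that fell. Offsets for both left 3414 genes past the threshold. This is a fall by more than the 1.5 times set for this explanation before the data were examined, so GC content and length stay open as a part. Of the genes past the threshold without offsets, 2202 kept their call, which argues against them as the whole cause. With library set as a covariate 5170 genes passed, which argues against library set but does not test library order within the sets. The 100 largest genes took 19.1% of counts in Con females and 19.1% in MSUS females (exact permutation test, p = 0.736), which argues against a few genes taking most of the counts.

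Markers of cortical excitatory neurons, a list written before the test, were lower in MSUS females, with a mean log2 fold change of −1.97 (1 of 8 higher, adjusted p = 0.00888 by limma's camera). Their score differed by −1.98 between the female groups (exact permutation test, p = 0.0325, adjusted 0.195 over 6 pairs of groups). Within groups the markers varied together, with a median correlation of 0.890 that none of 1000 random lists reached. Lamp5 went against the others, at a median of −0.68, and without it the median was 0.91. Slc17a7 ran from 5902 to 61673 normalized counts in Con females and from 222 to 24609 in MSUS females. A varying share of cortical tissue in the dissection is a candidate explanation. With the score as a covariate 1564 genes passed in females, 1410 of them also past the threshold without it, which argues against these cells as the whole cause and leaves a part open.

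Medium spiny neuron markers had a mean log2 fold change of 0.14 (11 of 11 higher, adjusted p = 0.450 by limma's camera) in females, oligodendrocyte markers −0.22 (0 of 9 higher, adjusted p = 0.00130 by limma's camera), astrocyte markers −0.097 (1 of 7 higher, adjusted p = 0.153 by limma's camera) and microglia markers −0.0080 (3 of 6 higher, adjusted p = 0.787 by limma's camera). Endothelial markers had −0.059 (1 of 5 higher, adjusted p = 0.182 by limma's camera), choroid plexus markers 0.41 (2 of 2 higher, adjusted p = 0.426 by limma's camera) and immediate early genes −0.28 (2 of 10 higher, adjusted p = 0.170 by limma's camera). Ribosomal protein genes had −0.059 (9 of 85 higher, adjusted p = 2.72e-05 by limma's camera), nuclear lncRNAs 0.19 (8 of 11 higher, adjusted p = 0.00145 by limma's camera) and unnamed gene models 0.26 (3388 of 4249 higher, adjusted p = 9.33e-22 by limma's camera). Microglia markers turned to 0.24, ribosomal protein genes to 0.13, nuclear lncRNAs to −0.025 and unnamed gene models to −0.012 with spliced share as a covariate. The mean of the medium spiny neuron markers turned to −0.069 without Con female 3. It was highest, at 0.22, without Con female 5. The lists the paper names had mean log2 fold changes of −0.15 for the leading genes of the estrogen receptor β network, 0.37 for the X inactivation center, 0.12 for X inactivation, −0.30 for X-linked synapse genes and −0.26 for escape genes. Klf genes had −0.20, the cluster examples 0.10, the examples of sex differences 0.066 and those of the interaction −0.25.

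Gene models inside introns rose by a median of 0.42 in MSUS females, 94.0% of 2125 being higher. In males their median was −0.049, with 35.2% higher. Between the sexes in Con animals it was −0.30, and 0 of 249 that passed were higher in females. Reads from introns of unspliced RNA are a candidate explanation. Such reads would fill models inside a gene on the opposite strand only where they are assigned to the wrong strand. Of 192 such models 66.1% were higher, with a median of 0.12. Of 1234 single-exon models outside protein-coding genes, 60.7% were higher. Model types differ between these places. Within the type TEC, 82.0% were higher on the opposite strand and 80.6% outside protein-coding genes, with medians of 0.25 and 0.25, against 0.46 on the strand of the gene. The antisense share of counts was 5.00% in Con females and 5.13% in MSUS females. Of the 25 opposite-strand TEC models with at least as many sense as antisense counts, 96.0% were higher, and reads on the wrong strand are few in them. Over all types, 64.7% of the 116 such models were higher, against 93.8% of 2169 on the strand of the gene. Whether reads from introns of the gene around them or another cause raised the models on its own strand cannot be told apart.

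Over the 24 libraries, spliced share and the cortical marker score had a Pearson's r of 0.42 (p = 0.0399, adjusted 0.0665) and Spearman's rho of 0.42 (p = 0.0447) by permutation test, 0.39 without the 2 animals farthest in spliced share. Within parts Pearson's r was 0.36 in the 12 males, 0.49 in the 12 females, 0.53 in the first and 0.43 in the second library set. This is 1 of 10 relations computed. In males, slopes of each gene on both measures together explained 58.1% of the variance of the female MSUS effect over 20373 genes, and 77.7% over the 14301 with at least 100 counts.

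A larger spread between animals in males does not account for the absence of genes there. The biological coefficient of variation was 0.162 in males and 0.142 in females, and with spliced share as a covariate it fell to 0.132 in males, where 0 genes passed and 306 had an unadjusted p under 0.05. Nor does the smaller number of sex differences after MSUS, where it was 0.148 in MSUS animals and 0.156 in Con animals. On simulated data with 200 changed genes at these depths, edgeR recovered 71.5% with 7.14% false among its calls, and DESeq2 79.5% with 20.9%. Without any change, edgeR called 0 genes and DESeq2 11. These are single draws with genes simulated as independent, so they do not fix the false share of either tool. Every simulated change was larger than 0.27, the median absolute log2 fold change of the genes called in females. The recovery of smaller changes was not tested.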
